# Integrated-gut-liver-on-a-chip platform as an in vitro human model of non-alcoholic fatty liver disease

**DOI:** 10.1038/s42003-023-04710-8

**Published:** 2023-03-23

**Authors:** Jiandong Yang, Yoshikazu Hirai, Kei Iida, Shinji Ito, Marika Trumm, Shiho Terada, Risako Sakai, Toshiyuki Tsuchiya, Osamu Tabata, Ken-ichiro Kamei

**Keywords:** Gastrointestinal models, Assay systems, Lab-on-a-chip, Cell culture

## Abstract

Non-alcoholic fatty liver disease (NAFLD) afflicts a significant percentage of the population; however, no effective treatments have yet been established because of the unsuitability of in vitro assays and animal experimental models. Here, we present an integrated-gut-liver-on-a-chip (iGLC) platform as an in vitro human model of the gut-liver axis (GLA) by co-culturing human gut and liver cell lines interconnected via microfluidics in a closed circulation loop, for the initiation and progression of NAFLD by treatment with free fatty acids (FFAs) for 1 and 7 days, respectively. Co-cultured Caco-2 gut-mimicking cells and HepG2 hepatocyte-like cells demonstrate the protective effects from apoptosis against FFAs treatment, whereas mono-cultured cells exhibit induced apoptosis. Phenotype and gene expression analyses reveal that the FFAs-treated gut and liver cells accumulated intracellular lipid droplets and show an increase in gene expression associated with a cellular response to copper ions and endoplasmic reticulum stress. As an in vitro human GLA model, the iGLC platform may serve as an alternative to animal experiments for investigating the mechanisms of NAFLD.

## Abstract (web summary)

A model system for studying non-alcoholic fatty liver disease is created by co-culturing human gut and liver cell lines in a closed circulation loop using microfluidics.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) is a common, chronic liver disease that leads to hepatic steatosis, cirrhosis, cancer, and cardiovascular diseases^1–4^. NAFLD is expected to afflict 33.5% of the United States’ population over 15 years of age by 2030^5^. Currently, liver transplantation is the only method to cure patients with severe liver diseases, and finding donors that match patients is extremely difficult. There is an urgent need for intervention at different stages of fatty liver disease; however, the disease mechanism is largely unknown due to the complicated processes that take place at multiple layers, known as the multiple-hit theory. For example, fat accumulation, oxidative stress, endoplasmic reticulum (ER) stress, and genetic or epigenetic modifications can occur at the cellular level, while insulin resistance and inflammatory responses can occur in multiple organs depending on the individual and environment^6^. To identify new treatments for NAFLD, a deep understanding of each of these processes is needed, and this accumulated knowledge then needs to be combined.

In this study, we focused on the gut-liver axis (GLA), which is one of the most crucial components for the initiation and progression of NAFLD^7,8^. The gut is strongly influenced by gut microbiota and dietary carbohydrates, which may accelerate NAFLD^9–11^. Inflammatory products, nutrients, and substances absorbed from food and microbiota via the intestinal barrier are carried by venous blood to the liver. In addition, the products generated by the hepatocytes are transported to the small intestine. Thus, the gut and liver are intricately linked both physiologically and pathologically. GLA dysfunction, including intestinal dysbiosis, bacterial overgrowth, and alteration of mucosa permeability, caused by NAFLD, are potential therapeutic targets;^12,13^ but no treatments have been made commercially available to date. This is largely because conventional preclinical animal tests do not accurately represent the problems of the multiple-hit theory, lack accessibility to individual organs in living animals, and have species differences. Therefore, establishing a simplified and robust model to study GLA in NAFLD is crucial to obtaining deeper insights into the mechanisms underlying the discovery of new drugs, treatments, and diagnostic tools.

Organs-on-chips (OOCs), which are also known as microphysiological systems (MPSs), hold significant potential for in vitro preclinical tests^14–17^ and disease modeling^18^. Microfluidic technology is the foundation of OOCs because it enables precise control of liquid flow and the three-dimensional architecture of flow channels. These properties give OOCs the ability to control cellular microenvironments spatiotemporally and functionalize tissue cells. The circulation of the cell culture medium can further assist in modeling multi-organ interactions with paracrine and endocrine signaling. OCCs in combination with advanced cellular assays, such as high-content analyses and the omics approach, provide more in-depth insights into biology in a quantitative and multi-parametric manner than animal experiments^19^. OOCs have been used to recapitulate GLA in vitro and to demonstrate the role of crosstalk via the GLA in pathological situations, including fatty liver disease^20,21^ and inflammation^22^, for in vitro pharmacokinetic studies^23^. However, OOCs need to be further improved to mimic the GLA, and this requires four key features: a closed circulation loop, accessibility to individual chambers, dynamic flow control, and prevention of molecule absorption. The closed circulation loop is necessary for medium circulation to recapitulate inter-tissue interactions in the GLA. Individual accessibility is necessary to introduce tissue cells into the desired chamber and harvest them after treatment without cross-contamination from other cells. The closed circulation loop and individual accessibility may appear to be contradictory features, but both are necessary to investigate the crosstalk between the gut and liver. Dynamic flow control is crucial for obtaining functional tissue cells in vitro, particularly for the gut^24^. Some OOCs require the use of additional cell culture inserts (e.g., Transwell) to co-culture two or more types of cells separated by a porous membrane. However, due to the macroscale range of the medium, these inserts cannot be utilized for microfabrication and often lack the advantages of microfluidic technology, such as control over the flow dynamics in the cell culture chamber and the cellular microenvironment. These additional inserts often interfere with the microscopic observation of cells as they increase the working distance and light diffraction by the membrane pores. Polydimethylsiloxane (PDMS) is a widely used material for microfluidic cell culture systems due to its biocompatibility, transparency, and elasticity properties. However, preventing PDMS absorption is necessary, as PDMS causes the absorption of hydrophobic molecules, including metabolites, hormones, drug candidates, fatty acids, lipids, and fluorescent indicators, which may influence cellular phenotypes and assay results. Free fatty acids (FFAs) are a critical factor in NAFLD. Although PDMS-based microfluidic cell culture systems^25,26^, including our previously reported in vitro GLA model^27^, solve the aforementioned issues of OOCs for GLA, PDMS-based platforms without any treatments for preventing the absorption of hydrophobic molecules are not applicable for recapitulating NAFLD^28^.

Here, we present an integrated-gut-liver-on-a-chip (iGLC) platform as a simplified in vitro human model of GLA, which can help obtain deeper insights into the underlying mechanisms of NAFLD for the development of new drugs, treatments, and diagnostic tools. The iGLA platform^29^ has microvalves and a pump to achieve individual accessibility for each cell culture chamber and a closed medium circulation flow to interconnect the gut and liver cells. The integrated micropump controls the perfusion flow to activate cultured gut cells. The iGLC platform does not require additional cell culture inserts and therefore allows high-quality cell monitoring to achieve microscopic single-cell profiling. A simple surface coating with amphipathic molecules prevents the absorption of FFAs into PDMS. We co-cultured gut and liver cells with a closed circulation flow to demonstrate the viability of the iGLC platform as an in vitro human GLA model. We also induced an NAFLD-like cellular state by administering FFAs into the platform for two durations (1 and 7 days) to represent the initial and progressive NAFLD. Finally, we investigated the unique cellular phenotypic changes and associated gene networks for the GLA in the NAFLD-like cellular state by microscopic single-cell profiling in combination with mRNA sequencing (mRNA-seq).

## Results

### Fabrication of the iGLC platform

A conceptual illustration of the iGLC platform is shown in Fig. 1a. The design of the microfluidic platform is critical for recapitulating the GLA in vitro. Models based on animal experiments have difficulty investigating the mechanism of NAFLD progression because living organs cannot be connected and disconnected to make simplified multiple-hit-theory models. To elucidate inter-tissue interactions, a single platform is needed that can both mono- and co-culture two or more cell types within the same format. In parallel, cross-contamination needs to be considered to allow the analysis of each cell type and the influence from other cell types. We designed the iGLC platform to meet these requirements (Fig. 1b, c)^29^. The iGLC platform is made of PDMS with gas permeability, biocompatibility, and transparency and consists of perfusion and control layers. The perfusion layer had three sets of two cell culture chambers (2.1 mm width and 220 µm height) linked by microfluidic channels (200 µm width and 45 µm height). The control layer had a thin and flexible PDMS membrane (200 × 200 µm^2^ area and 20 µm thickness) to integrate the microvalves and pump, which allowed robust open/close control with our previously reported microfabrication technology (Supplementary Fig. S1)^29,30^. To investigate the interactions between two or more types of tissue cells, it is necessary to isolate and connect them as desired. Because most OOCs do not have integrated valves and pumps, they require assembling and disassembling tubes among multiple devices, which reduces the accuracy of the control over their interactions, but avoids undesired cross-contamination. The integrated micropump provides more accurate control over the perfused flow than an external pump within the microfluidic device. In addition, it reduces the sample loss caused by extra tubing. The PDMS membranes at the microvalves and pump were actuated by a positive hydraulic pressure (150 kPa) applied by the computer-controlled solenoid valves. The microvalves allow individual cell culture chambers to be accessed without cross-contamination and precise control over sample or reagent introduction. The integrated micropump provides closed-loop medium circulation to recapitulate inter-tissue interactions, such as the GLA, and to regulate the flow rate within 0–20 nL min^−1^ by tuning its actuating cycle (Supplementary Fig. S2).

**Fig. 1:**
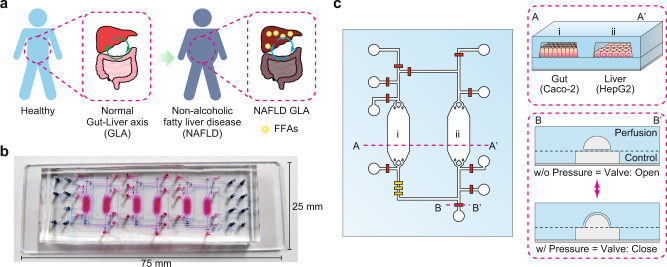
Design of the iGLC platform to recapitulate NAFLD. **a** Schematic for NAFLD progression by FFAs via the GLA. **b** Photograph of an iGLC platform. The perfusion and control layers are colored in pink and blue, respectively. **c** Illustration of the iGLC platform used for NAFLD. Two cell culture chambers are used for gut cells (Caco-2) and hepatocytes (HepG2) and are linked via a microfluidic channel with a micropump to achieve closed medium circulation of FFAs. Within the microvalves, each cell culture chamber is individually accessible without the risk of cross-contamination. Thus, this setup allows the inter-tissue interaction to be evaluated. A–A’ shows the cross-section of the cell culture chambers for the Caco-2 gut and HepG2 liver cells. B–B’ shows the cross-sectional view of the open and closed integrated microvalves. Because of the elastic PDMS membrane, the normally open valve is closed by applying higher pressure to the microfluidic channel in the control layer.

### Prevention of absorption of hydrophobic molecules in PDMS

Prior to the cell culture and FFAs treatments, we coated the PDMS surface of the cell culture chambers with *n*-dodecyl β-D-maltoside (DDM)^31,32^ and then Matrigel to reduce the absorption of hydrophobic molecules (e.g., FFAs and AdipoRed fluorescent lipid marker)^33,34^ and to increase cell adhesion and growth (Supplementary Fig. S3). This is a critical problem when using PDMS-based OOCs for drug discovery and in vitro disease modeling because small-molecule drug candidates and lipids are absorbed by the PDMS before reaching the target cells, and the concentrations differ from those in a microtiter plate. Under these conditions, the results obtained would be unreliable. DDM is a suitable amphipathic molecule that prevents PDMS absorption because its hydrophobic part binds to the PDMS surface and the hydrophilic part prevents the absorption of hydrophobic molecules. However, DDM is not capable of promoting cell adhesion and growth on the PDMS surface. Therefore, we evaluated combining DDM with a subsequent layer of Matrigel. The DDM/Matrigel coating partially prevented the absorption of the AdipoRed fluorescent lipid marker into the PDMS (Supplementary Fig. S4). We also measured the remaining FFAs [a mixture of palmitic acid (PA) and oleic acid (OA) with a molar ratio of 1:2; see Methods] in the cell culture medium after incubation with the coated PDMS (Supplementary Fig. S5). PA was not absorbed by either the non-coated or DDM/Matrigel-coated PDMS after 6 h of incubation at 37 °C, whereas it showed absorptions of 53.7% and 40.9%, respectively, after 24 h of incubation. OA showed absorptions of 22.0% and 17.4%, respectively, after 6 h of incubation, and absorptions of 67.4% and 56.7%, respectively, after 24 h of absorption. These results suggest that although the DDM/Matrigel coating slightly mitigated the absorption of both PA and OA into PDMS after 24 h of incubation, majority of the FFAs were still absorbed. Therefore, the medium was replaced every 6 h during the experiments. However, further improvements are required to prevent PDMS absorption, and other structural materials should be used for OOCs. This has long been a topic of discussion in this research field^17,35^.

### Modeling GLA in the chip

To recapitulate GLA in vitro, Caco-2 and HepG2 cells were introduced into individual cell culture chambers in the iGLC platform without cross-contamination, but with a closed circulation flow (Fig. 2a). To confirm that the iGLC platform allows sustainable cell cultivation, Caco-2 and HepG2 cells were cultured with a medium circulation flow of 15 nL min^−1^ for 7 days and evaluated using a Calcein AM fluorescent cell viability indicator (Fig. 2b–d and Supplementary Data 1). Although Caco-2 cells generally take approximately 21 days to obtain functionality, perfusion conditions allow Caco-2 cells to express their functions within a shorter time, such as 7 days^36,37^. Thus, we chose a 7-day cultivation time to recapitulate GLA in vitro. For comparison, we also assessed separately cultured Caco-2 and HepG2 cells in cell culture chambers at a flow rate of 15 nL min^−1^ under static conditions. Based on computational fluid dynamics (CFD), 3.53 × 10^−4^ dyne cm^−2^ of fluid shear stress (FSS) was generated on the cells (Supplementary Fig. S6). The flow condition did not affect the viability of HepG2 cells, which showed minor improvement with a circulating flow. The Caco-2 cells showed increased viability with a circulating flow compared to that with static conditions. The fluorescence intensity of Calcein AM increased approximately 7.4-fold with the circulating flow. Caco-2 cells have previously been reported to show improved functionality and viability when cultured under continuous perfusion on a microfluidic device within 1-week of culture^36,37^. This proves that the iGLC platform provides better circulation flow conditions for both Caco-2 and HepG2 cells.

**Fig. 2:**
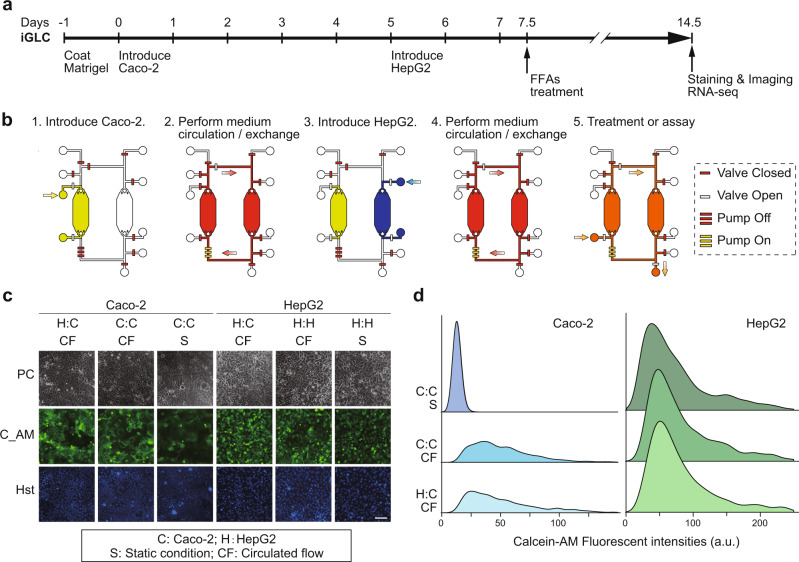
Establishment of the GLA in the iGLC platform. **a**, **b** Experimental procedure to culture Caco-2 and HepG2 cells in an iGLC platform (see also Supplementary Methods). Briefly, after a microfluidic channel was washed with a fresh cell culture medium, all valves were closed to prevent air contamination into the chip. Two valves next to the cell culture chamber were opened, and cell suspensions of Caco-2 and HepG2 cells were separately introduced into the corresponding chambers. After 1 day of incubation at 37 °C to settle down the cells, the pump was actuated to circulate the medium. The cell culture medium was changed every 6 h. **c** Phase-contrast (PC) and fluorescent micrographs of Caco-2 and HepG2 cells with closed medium circulation in the iGLC platform and stained with Calcein AM (C_AM) and Hoechst 33258 (Hst). For comparison, we also assessed individually cultured Caco-2 (C:C) and HepG2 (H:H) cells under circulation flow (CF) and static conditions (S). H:C represents co-cultured Caco-2 and HepG2 cells. The scale bar represents 100 µm. **d** Ridgeline plots showing single-cell profiling of Caco-2 and HepG2 cells stained with Calcein AM. For comparison, we also assessed individually cultured Caco-2 (C:C) and HepG2 (H:H) cells under circulation flow (CF) and static conditions (S). H:C represents co-cultured Caco-2 and HepG2 cells. The *p*-values were estimated with the Tukey–Kramer test and are presented in Supplementary Table S1 for the Caco-2 and Supplementary Table S2 for HepG2 cells.

### Induction of NAFLD on a chip

To induce NAFLD in the iGLC platform, we used FFAs represented by a mixture of PA and OA, which is typical of Western diets (see Methods)^38^. As shown in Fig. 2a, prior to the FFAs treatment, Caco-2 and HepG2 cells were cultured in the iGLC platform with Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10%(v/v) FBS, and then, replaced to serum-free DMEM for 12 h to ensure cell starvation. A series of FFAs concentrations from 0 to 2 mM were introduced into the iGLC platform, and the cells were incubated for 24 h with medium circulation. To evaluate the FFAs accumulation in the mono-cultured Caco-2 and HepG2 cells, the cells were stained with AdipoRed lipid fluorescent dye to visualize the intracellular lipids (Supplementary Fig. S7 and Supplementary Tables S3 and S4). Both Caco-2 and HepG2 cells showed dose-dependent intracellular FFAs accumulation, and 1 mM FFAs treatment was used for further studies. Lipid droplet accumulation in hepatocytes is a hallmark of NAFLD^39^ and was observed in our model. During FFAs treatments, we used serum-free medium supplemented with 1% (w/v) BSA to minimize the effects of cell proliferation. Both mono-cultured Caco-2 and HepG2 cells showed a reduction in cell proliferation and did not interfere with cell treatment because of over-cell growth (Supplementary Fig. S8). We then examined two treatment periods, 1 and 7 days, representing NAFLD initiation and progression, respectively. We also confirmed that the FFAs treatment for 7 days increased intracellular lipid accumulation in mono- and co-cultured Caco-2 and HepG2 cells (Fig. 3a, b and Supplementary Data 2). The co-cultured Caco-2 cells showed less lipid accumulation than the mono-cultured cells, but HepG2 cells showed increased lipid accumulation. We also performed Annexin-V staining to evaluate apoptotic status after FFAs treatment. For comparison, the cells were also treated with 1 µM staurosporine (STS), which induces apoptosis. Although PA accumulation has been reported to cause cytotoxicity after 1-day of treatment^40,41^, the apoptotic staining (Fig. 4a) followed by quantitative single-cell profiling (Fig. 4b and Supplementary Data 3) results suggested that the 7-day FFAs treatment induced apoptosis in mono-cultured Caco-2 and HepG2 cells, whereas 1-day treatment did not induce apoptosis (Supplementary Fig. S9). However, the co-culture of Caco-2 and HepG2 cells showed a reduction in apoptosis. Notably, the expression of albumin (ALB), a functional hepatocyte marker, in mono-cultured HepG2 cells was not changed by FFAs treatment, but co-cultured HepG2 cells demonstrated increased ALB expression (Fig. 4c, d and Supplementary Data 3). This suggested that HepG2 cells co-cultured with Caco-2 cells displayed improved functionality.

**Fig. 3:**
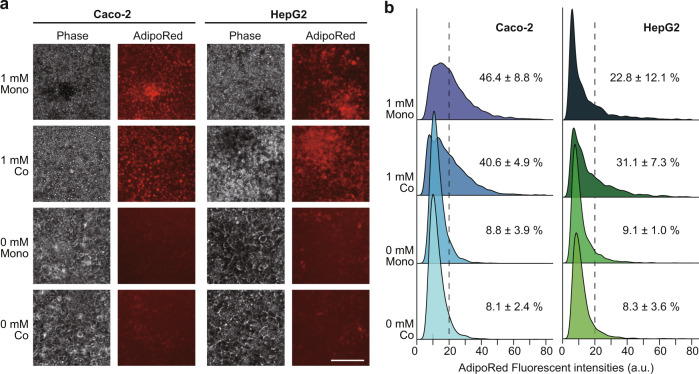
Lipids accumulated in both Caco-2 and HepG2 cells after 7-day FFAs treatment. **a** Phase contrast and fluorescent micrographs of Caco-2 and HepG2 cells treated with FFAs (0 and 1 mM) for 7 days stained with AdipoRed lipid fluorescent dye. The scale bars represent 100 µm. **b** Ridgeline plots to evaluate FFAs accumulation in individual cells [Caco-2 (*left*) and HepG2 (*right*)] after FFAs treatment for 7 days. The *p*-values were estimated with the Tukey–Kramer test and are presented in Supplementary Tables S5, S6 for the Caco-2 and HepG2 cells, respectively. Cells with over 20 of AdipoRed fluorescent intensity were considered as lipid accumulated cells. The data represent the mean ± standard deviation (*n* = 3).

**Fig. 4:**
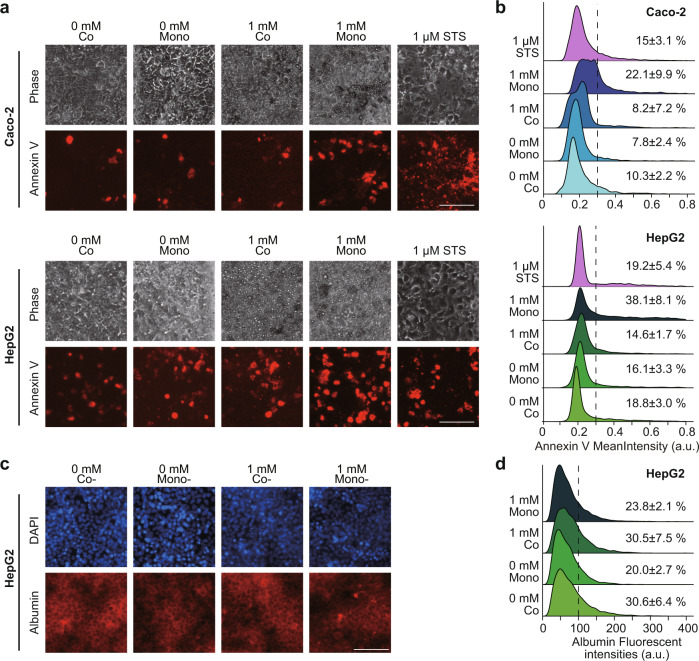
Accumulated lipids cause apoptosis in both Caco-2 and HepG2 cells. **a** Phase contrast and fluorescent micrographs of Caco-2 and HepG2 cells treated with FFAs (0 and 1 mM) stained with the Annexin V apoptotic cell marker. The scale bars represent 100 µm. **b** Ridgeline plots to evaluate individual apoptotic cells (Caco-2 and HepG2) after FFAs treatment for 7 days. For comparison, cells were treated with 1 µM of staurosporine (STS) for 24 h. The *p*-values were estimated with the Tukey–Kramer test and are presented in Supplementary Tables S7, S8 for the Caco-2 and HepG2 cells, respectively. Cells with over 0.3 of Annexin V fluorescent intensity were considered as apoptotic cells. **c** Phase contrast and fluorescent micrographs of HepG2 cells treated with FFAs (0 and 1 mM) stained with the human albumin. The scale bars represent 100 µm. **d** Ridgeline plots to evaluate individual HepG2 cells with human albumin expression after FFAs treatment for 7 days. The *p*-values were estimated with the Tukey–Kramer test and are presented in Supplementary Table S9 for the HepG2 cells. Cells with over 100 of ALB fluorescent intensity were considered as ALB-expressing cells. The data represent the mean ± standard deviation (*n* = 3).

To further evaluate the cellular phenotypes after the FFAs treatment in detail, we stained cells with Calcein AM and Hoechst 33258 fluorescent dyes. This was followed by high-content analysis (HCA) using the CellProfiler computer-guided single-cell analysis software (Fig. 5, Supplementary Data 4, Supplementary Figs. S10, S11)^42,43^. In general, the Calcein AM and Hoechst 33258 dyes are used for cell viability function and as nuclear markers. Calcein AM staining can also be applied to evaluate cell and nucleus morphologies to obtain cellular parameters for HCA^44,45^. Moreover, recent advances in single-cell profiling based on high-content images, such as *t*-distributed stochastic neighbor embedding (t-SNE), have allowed a quantitative understanding of individual cellular status with high-dimensional cellular parameters and visualizing such parameters in a two-dimensional map^46^. We analyzed microscopic images to quantify 68 cellular parameters (Supplementary Data 4 and Supplementary Table S10) for each cell of Caco-2 and HepG2 cells treated with 1 mM FFAs for 7 days (Fig. 5a, b and Supplementary Data 4). We identified specific parameters that could be distinguished between non-treated and FFAs-treated cells that are associated with the cellular shape (AreaShape_FormFactor, AreaShape_MeanRadius, and AreaShape_EquivalentDiameter), Calcein AM intensity (Intensity_LowerQuartileIntensity, Intensity_MeanIntensity, and Intensity_MaxIntensity), nucleus shape (Nucleus_AreaShape_FormFactor), and Hoechst 33258 nuclei intensity (Intensity_LowerQuaterileIntensity, Intensity_MeanIntensity, Intensity_MaxIntensity, and Intensity_MinIntensityEdge). Notably, for the Caco-2 cells, the most distinguishing features were the cellular shape (AreaShape_EquivalentDiameter), Hoechst intensity (Intensity_MaxIntensity), and Calcein AM intensity (Intensity_MaxIntensity) (Fig. 5a). However, for the HepG2 cells, the most distinguishing feature was the Calcein AM intensity (Intensity_MeanIntensity and Intensity_MaxIntensity), the FFAs-treated HepG2 cells showed a reduction in these features (Fig. 5b). Thus, HCA based on simple cell and nucleus staining can be used to identify minute cellular phenotypic changes upon FFAs treatment that cannot be distinguished using molecular apoptotic markers. Because the iGLC platform does not require the use of cell culture inserts, it allows HCA-based single-cell profiling.

**Fig. 5:**
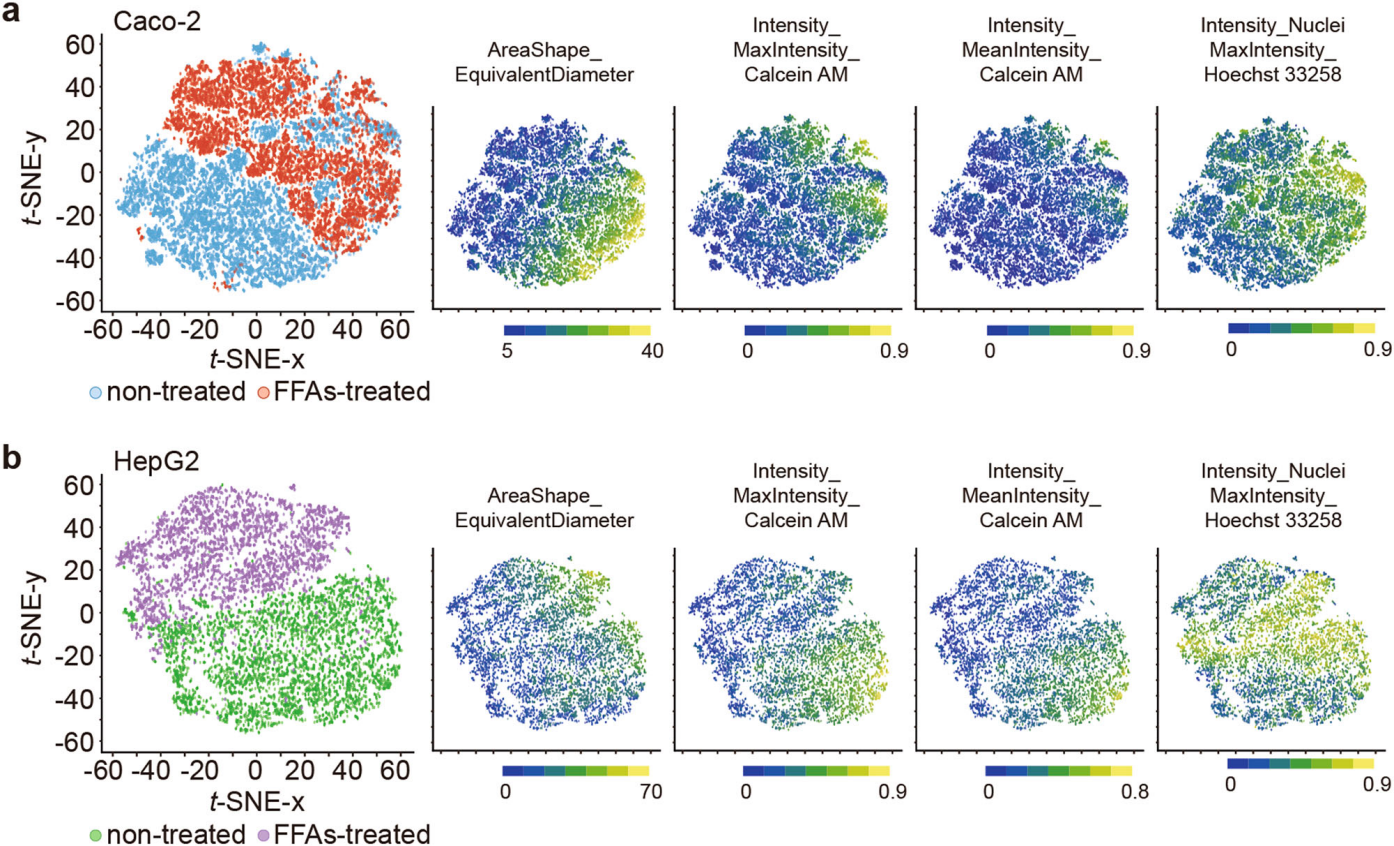
Single-cell profiling for the t-SNE analysis. **a**, **b** Two-dimensional t-SNE plots of microscopic single-cell profiling of co-cultured Caco-2 (**a**) and HepG2 (**b**) treated with 1 mM of FFAs or no treatment and stained with Calcein AM cellular and Hoechst 33258 nuclei markers (*n* = 3). The most distinguishable cellular parameters (AreaShape_EquivalentDiameter, Intensity_MaxIntensity_Calcein AM and Intensity_MaxIntensity_Hoechst 33258) are shown in the corresponding t-SNE plots, as well as the boxplots in Supplementary Fig. S11. The *p*-values are presented in Supplementary Tables S11,S12.

### mRNA-seq to identify gene expression signatures due to crosstalk for in vitro GLA treated with FFAs

To elucidate the effects of FFAs treatments and crosstalk via co-culturing on gene expression, we performed mRNA-seq, followed by PCA on the differentially expressed genes (DEGs), which were defined by an analysis of variance (ANOVA) (Fig. 6a, b, Supplementary Figs. S12, S13, Supplementary Data 5, 6 and Methods). 

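The mRNA-seq of the 1-day FFAs treatment (Supplementary Fig. S13) covered 23 libraries, 11 from Caco-2 cells and 12 from HepG2 cells. Both cell lines were mono-cultured or co-cultured in the iGLC platform, with 1 mM FFAs or without FFAs (control). Each of the 4 groups of a cell line had 3 replicates, except co-cultured control Caco-2 cells, which had 2. The libraries of the longer FFAs treatment (Fig. 6) are not analysed here. cDNA was amplified from total RNA with the SMART-Seq method, which copies polyadenylated transcripts from small amounts of RNA, and was sequenced on an Illumina NovaSeq instrument. The authors discarded reads that mapped to rRNA, tRNA or the mitochondrial genome, mapped the remaining reads to GRCh38 with STAR 2.7.1a and the Ensembl 98 annotation, and calculated TPM per gene with RSEM 1.3.0. The TPM of a library add up to a fixed total, so the values are shares of that library and keep no record of the number of reads. The depth of each library is therefore unknown, and no interval for counting error is given. Between 19259 and 23689 genes were above 0 TPM in a library. The median number of genes above 0 TPM was 21596 in mono-cultured control, 21516 in mono-cultured FFAs-treated, 22642 in co-cultured control and 22126 in co-cultured FFAs-treated Caco-2 cells. The corresponding medians in HepG2 cells were 20873, 20699, 19836 and 20438. All 37 mitochondrial genes were listed at 0 TPM in every library. Gene coordinates were taken from GENCODE v44, which is on the same assembly, GRCh38. It is a later gene annotation than Ensembl 98, so gene boundaries can differ, and 60295 of the gene identifiers were found in it. Expression was analysed as log2(TPM + 1). Single genes were tested with limma 3.58.1 on the 4 groups of a cell line in one fit, with Benjamini-Hochberg adjustment over the 15081 genes in Caco-2 cells and the 14255 genes in HepG2 cells that had a mean of at least 1 TPM in at least 1 group.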

We identified 654 and 1330 genes in Caco-2 and HepG2 cells, respectively, that were differentially expressed among the mono- and co-cultured conditions with or without 1 mM FFAs treatments for 7 days. In Caco-2 cells, the PC1 axis distinguished mono- and co-culture conditions, whereas the PC2 axis distinguished FFAs treatment. Notably, the co-culture conditions showed less of an effect on gene expression altered by FFAs treatments. In contrast, in the case of HepG2 cells, the PC1 axis clearly distinguished HepG2 cells treated with 1 mM FFAs under co-culture conditions from those treated with the other conditions. The PC2 axis in PCA of HepG2 cells also showed changes in gene expression associated with FFAs treatment; however, co-culturing reduced the changes in gene expression following FFAs treatment.

**Fig. 6:**
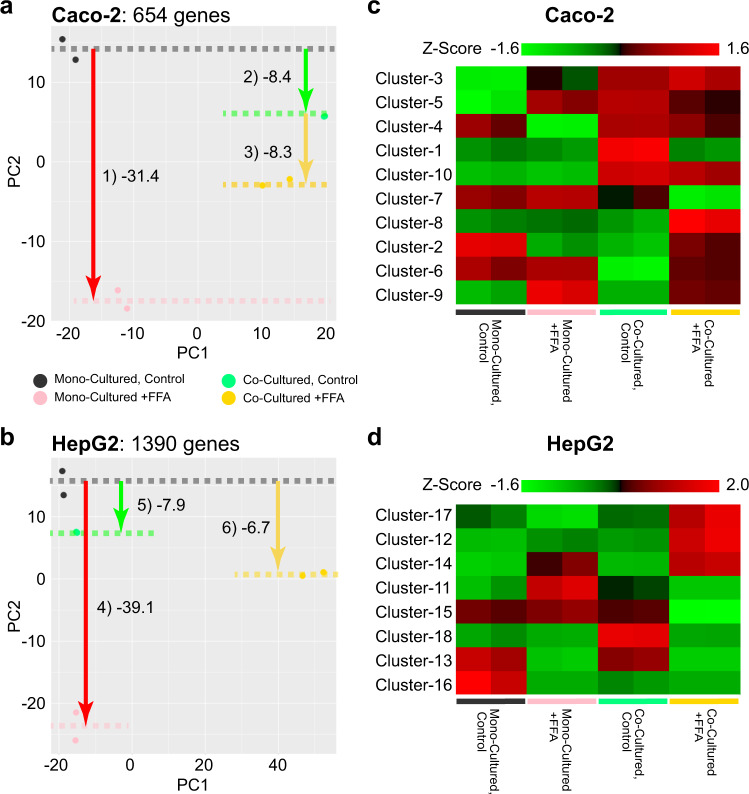
Gene expressions of the effects of FFAs treatment for 7 days and crosstalk with the in vitro human GLA model. **a**, **b** PCA results for DEGs obtained from the Caco-2 (**a**) and HepG2 (**b**) experimental sets. The mean PC2 values among the replicates are shown with dotted lines. For these diagrams, the gene name and change direction shown in (**a**, **b**) were considered. **c**, **d** Heat maps for the DEGs. *Z*-values of the expression profiles are shown.

The heat map of K-means clustering for DEGs in Caco-2 cells showed multiple clusters with similar upregulated gene expression patterns under co-culture conditions, compared to mono-culture conditions (Clusters 1, 3, 5, and 10 in Fig. 6c). These clusters were related to cell cycle and metabolic processes, as suggested by gene ontology (GO) terms (Supplementary Figs. S14, S15). We also observed downregulated genes specific to the co-culture condition in Caco-2 cells (Clusters 2 and 6); however, the number of genes were too small to obtain sufficient interpretations from GO analysis. In the case of HepG2 cells, Cluster 18 in the heat map for DEGs showed unique upregulated genes in the co-culture condition, whereas only Cluster 16 showed downregulated genes specific to the co-culture condition (Fig. 6d, and Supplementary Figs. S16, S17).

We then compared the effects of FFAs treatment under mono- and coculture conditions on gene expression in Caco-2 and HepG2 cells. The mRNA-seq results revealed that Caco-2 cells showed elevated expression of genes associated with mitosis (Cluster 8 in Figs. 6a, 7a), whereas stress-responsive genes (Cluster 7 in Figs. 6a, 7a) were downregulated. In contrast, HepG2 cells treated with FFAs displayed elevated expression of genes related to the cell cycle (Clusters 12 and 17 in Fig. 7b)^47^, and suppression of the expression of genes associated with cell-cell adhesion and nucleic acid transport (Cluster 15 in Fig. 7b).

**Fig. 7:**
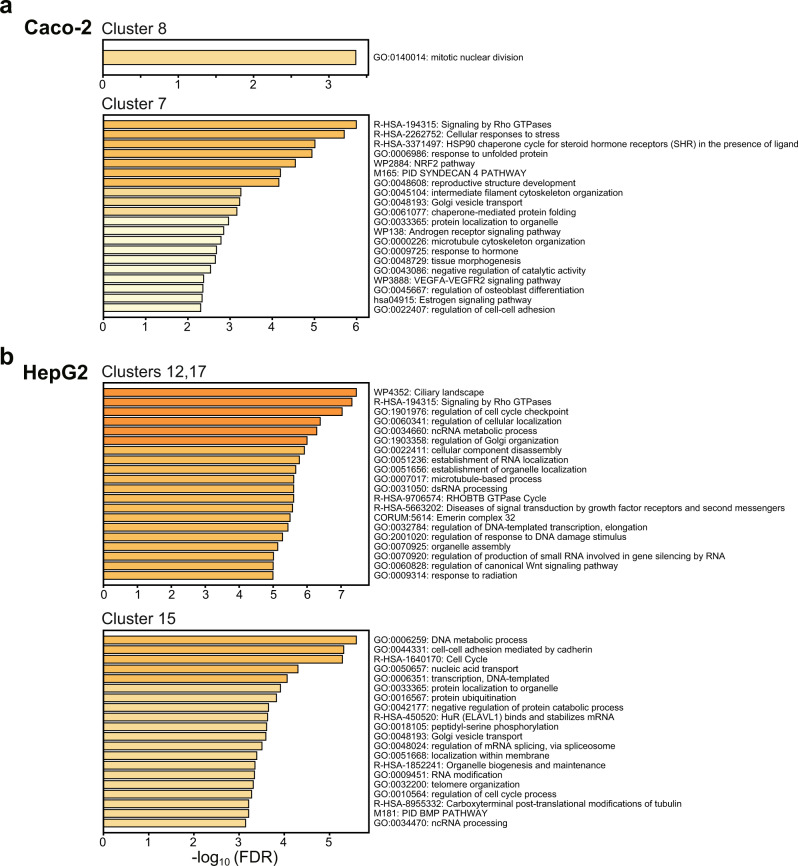
Enriched gene ontology terms of the FFAs-treated Caco-2 and HepG2 cells under mono- and co-cultured conditions. **a**, **b** Bar graphs showing gene enrichment related to certain GO terms and pathways for representative K-means clusters of FFAs-treated Caco-2 and HepG2 cells under mono- and co-cultured conditions. The other clusters were shown in Supplementary Figs. S14–S17.

## Discussion

We established a human iGLC platform to investigate GLA response to FFAs in an NAFLD model. Although OOCs have been used to study NAFLD, the iGLC platform has multiple advantages owing to its application of microfabrication technology. Integrating the microvalves and a pump in the platform enables accessibility to individual cell culture chambers without undesired cross-contamination and closed medium circulation to mimic human GLA.

To investigate the effects of FSS on cells caused by closed-circulating flow, we conducted CFD to estimate the FSS generated by closed-circulation flow. The result was 3.53 × 10^−4^ dyne cm^−2^ (Supplementary Fig. S6). Under these flow conditions, Caco-2 cells showed increased cell viability (Fig. 2c), while HepG2 cells did not show any change (Fig. 2d). A number of previous reports have suggested that Caco-2 cell functionality can be improved by applying perfusion flow at over 0.0002 dyne cm^−2^, which is similar to the FSS level we tested^48–51^. Additionally, functional activation by FSS in HepG2 cells has been reported, but it requires a higher FSS of over 0.1 dyne cm^−2^ ^52,53^.

Notably, co-cultured HepG2 and Caco-2 cells significantly changed their gene expression profiles compared to mono-cultured cells (Clusters 1, 3, 5, 10, and 18 in Fig. 6c, d, and Supplementary Figs. S14–S17). The upregulated genes in Caco-2 cells were related to Mitotic G1 phase and G1/S transition, respiratory electron transport, ATP synthesis by chemiosmotic coupling, heat production by uncoupling proteins, positive regulation of spindle checkpoint, and small-molecule catabolic processes. Most of them were associated with the cell cycle and metabolic processes, but the cell proliferation analysis did not show a significant difference between co- and mono-cultured Caco-2 cells (Supplementary Fig. S8). Thus, gene expression in Caco-2 cells co-cultured with HepG2 cells did not affect the cell cycle and proliferation. In contrast, HepG2 cells upregulated genes showed GO terms of ‘plasma membrane-bound cell projection assembly (Cluster 18 in Supplementary Fig. S17), and downregulated genes showed ‘microtubule-based movement’ (Cluster 16 in Supplementary Fig. S17). Similarly, we did not observe any obvious cellular phenotypes associated with changes in gene expression.

To recapitulate NAFLD-like GLA in vitro, FFAs were administered to the cells in the iGLC platform (Fig. 2a). Although lipid accumulation occurred in both Caco-2 and HepG2 cells treated with FFAs for 7 days (Fig. 3a, b), the numbers of apoptotic Caco-2 and HepG2 cells in the co-culture condition were significantly reduced compared to those in mono-culture conditions.

In the case of Caco-2 cells, FFAs treatment for 1 day did not affect the apoptotic cellular status in either condition (Supplementary Fig. S9). 

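Metallothioneins are small cysteine-rich proteins that bind copper, zinc and cadmium ions, and their genes lie side by side on chromosome 16 of GRCh38. In Caco-2 cells of the 1-day FFAs treatment, 4 of them (MT1F, MT1G, MT1X and MT2A) had a mean of at least 1 TPM in at least 1 group. Their log2(TPM + 1) were averaged in each library. In co-culture, this family mean was 3.09 ± 1.05 (SD, n = 3) with FFAs and 2.34 ± 0.17 (SD, n = 2) without FFAs, a log2 fold change of 0.75. All 4 genes were higher with FFAs, and the FFAs-treated replicates stood at 4.10, 3.17 and 2.00 against 2.23 and 2.46 in the control. The difference did not exceed the variation among replicates (two-sided exact permutation test, p = 0.5, where the smallest p that the 10 relabellings allow is 0.1). With the replicate number as a replicate block, the alternative that moved the value most, the log2 fold change was 1.29 over the 2 pairs of same-numbered replicates (exact p = 0.5, the smallest that 2 pairs allow), the same as without FFAs-treated replicate 3. The pairing rests on the label of control replicate 2, whose expression lay closer to the libraries of replicate 3, and the family mean of FFAs-treated replicate 3 was below that control. With single libraries left out, the co-culture log2 fold change ran from 0.24, without FFAs-treated replicate 1, to 1.29. In mono-culture, the family mean was 2.35 ± 1.03 (SD, n = 3) with FFAs and 2.23 ± 0.083 (SD, n = 3) without, a log2 fold change of 0.12 (two-sided exact permutation test, p = 1), and its sign changed when single replicates were left out. The FFAs effect was 0.63 larger in co-culture than in mono-culture (permutation of the treatment labels within each culture, p = 0.54). MT2A (ENSG00000125148, chromosome 16, 56608584 to 56609497) had 12.9 ± 2.91 TPM (SD, n = 2) in co-cultured control cells and 27.1 ± 32.1 TPM (SD, n = 3) with FFAs, where its replicates had 63.6, 14.7 and 3.08 TPM. Its log2 fold change in co-culture was 0.23 (SE 1.00, limma adjusted p = 1), with a sign that depended on which replicate was left out. MT1F (ENSG00000198417, 56657731 to 56660698 on the same chromosome) rose from 12.0 ± 2.28 TPM (SD, n = 2) to 20.9 ± 9.08 TPM (SD, n = 3), a log2 fold change of 0.66 (SE 0.48, limma adjusted p = 1). MT1X (ENSG00000187193, 56682470 to 56684196) was listed at 0 TPM in one co-cultured control replicate and had 4.07 TPM in the other, against 6.06 ± 2.45 TPM (SD, n = 3) with FFAs. Its log2 fold change was 1.60 (SE 0.79, limma adjusted p = 1), and ran from 0.42 to 2.77 when single libraries were left out. MT1G (ENSG00000125144, 56666730 to 56668065) was listed at 0 TPM in 6 of the 11 Caco-2 libraries. In the co-cultured FFAs-treated replicate with the highest family mean, genes typical of HepG2 cells were above their level in every mono-cultured Caco-2 library when summed. Subtracting each co-cultured library's own share of HepG2 expression lowered the co-culture log2 fold change of the family to 0.65.

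**Figure D1:**
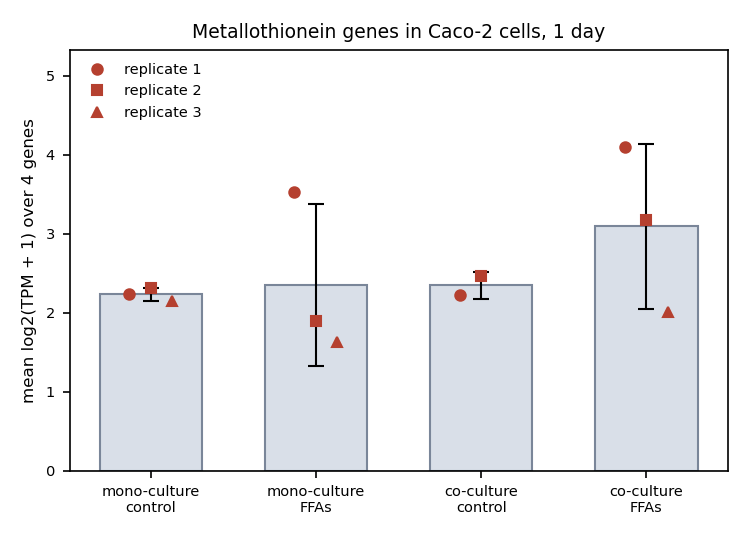
Mean log2(TPM + 1) of the 4 metallothionein genes in Caco-2 cells after 1 day, by culture and treatment. Bars are group means, error bars are SD, and points are replicates; in co-culture with FFAs the replicates spread from 2.00 to 4.10.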

Enriched GO terms are presented in Supplementary Fig. S13 is associated with cellular response to copper ions. Copper is an essential trace element for human physiological processes, including enzymatic metabolism^54^. Dysregulation of intracellular copper ions generates reactive oxygen species (ROS) and metabolic imbalance, which results in DNA damage and apoptosis^55–57^. 

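Genes behind the steps from copper ions to DNA damage were read in the Caco-2 libraries of the 1-day treatment, from lists fixed before the TPM were read. Supplementary Data 5 and 6, which list values of some of the named genes, had been read by then. The lists were therefore not fixed without sight of those values. Of 8 genes of DNA damage and apoptosis (CDKN1A, MDM2, GADD45A, GADD45B, BBC3, FAS, TP53I3 and BAX), 7 were expressed enough to be tested. With FFAs in mono-culture, 5 of them were higher and 2 lower, with log2 fold changes from -0.10 for BBC3 to 0.62 for GADD45B, and the smallest limma p adjusted over the list alone was 0.78. With FFAs in co-culture, 6 were higher and 1 lower, from -0.63 for BBC3 to 0.32 for GADD45B, and the smallest p adjusted over the list was 0.47 for BBC3. CDKN1A (ENSG00000124762, chromosome 6 of GRCh38, 36676460 to 36687337), which encodes the cell cycle inhibitor p21, had 42.1 ± 14.7 TPM (SD, n = 2) in co-cultured control cells and 52.7 ± 20.4 TPM (SD, n = 3) with FFAs, a log2 fold change of 0.30 (SE 0.28, limma adjusted p = 1 over all genes). GADD45B (ENSG00000099860, chromosome 19, 2476122 to 2478259) had 29.0 ± 0.0499 TPM (SD, n = 2) and 40.3 ± 23.7 TPM (SD, n = 3), with an SE of 0.46 for its log2 fold change and a limma adjusted p of 1 over all genes. The signs for CDKN1A and GADD45B changed when single replicates were left out. All 4 copper transport and zinc export genes on the list (SLC31A1, ATP7A, ATP7B and SLC30A1) were tested. Their log2 fold changes ran from -0.04 for ATP7A to 0.12 for SLC30A1 in mono-culture and from -0.06 for SLC31A1 to 0.15 for SLC30A1 in co-culture, with no p adjusted over the list under 0.847. Another list held 5 genes that respond to fatty acids, and all 5 were tested. In mono-culture, 4 were higher with FFAs and 1 lower, and the smallest limma p adjusted over this list was 0.0504 for PLIN2. In co-culture, all 5 were higher and 3 had a p adjusted over the list under 0.05, the smallest 0.00974 for PDK4. Adjusted over all 4 lists, endoplasmic reticulum stress included, the smallest limma p was 0.232 for PLIN2 in mono-culture and 0.0448 for PDK4 in co-culture. Of the genes that respond to fatty acids, ANGPTL4 had a log2 fold change of 0.14 in mono-culture and 0.08 in co-culture (limma adjusted p = 1 over all genes). PLIN2 (ENSG00000147872, chromosome 9, 19108375 to 19149290), which encodes a lipid droplet coat protein, had 130 ± 9.99 TPM (SD, n = 3) in mono-cultured control cells and 185.5 ± 58.6 TPM (SD, n = 3) with FFAs, a log2 fold change of 0.47 (SE 0.17, limma adjusted p = 1 over all genes). In co-culture PLIN2 had 165 ± 14.5 TPM (SD, n = 2) without and 239 ± 15.5 TPM (SD, n = 3) with FFAs, a log2 fold change of 0.53 (SE 0.19, limma adjusted p = 1 over all genes). Every FFAs-treated replicate of either culture was above every control replicate of that culture. PDK4 (ENSG00000004799, chromosome 7, 95583499 to 95596516), which encodes a kinase that limits glucose oxidation, rose in co-culture from 0.62 ± 0.156 TPM (SD, n = 2) to 3.67 ± 1.39 TPM (SD, n = 3), a log2 fold change of 1.49 (SE 0.37). CPT1A (ENSG00000110090, chromosome 11, 68754620 to 68844410), which encodes the enzyme that admits fatty acids to mitochondria, rose in mono-culture from 5.52 ± 0.70 TPM (SD, n = 3) to 8.48 ± 0.559 TPM (SD, n = 3), a log2 fold change of 0.55 (SE 0.20). In co-culture it rose from 5.86 ± 2.29 TPM (SD, n = 2) to 9.64 ± 1.96 TPM (SD, n = 3), a log2 fold change of 0.66 (SE 0.23). Over all genes tested, the limma adjusted p of PDK4 and of CPT1A was 1 in both cultures, and each FFAs-treated PDK4 replicate in co-culture was above both controls.

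**Figure D2:**
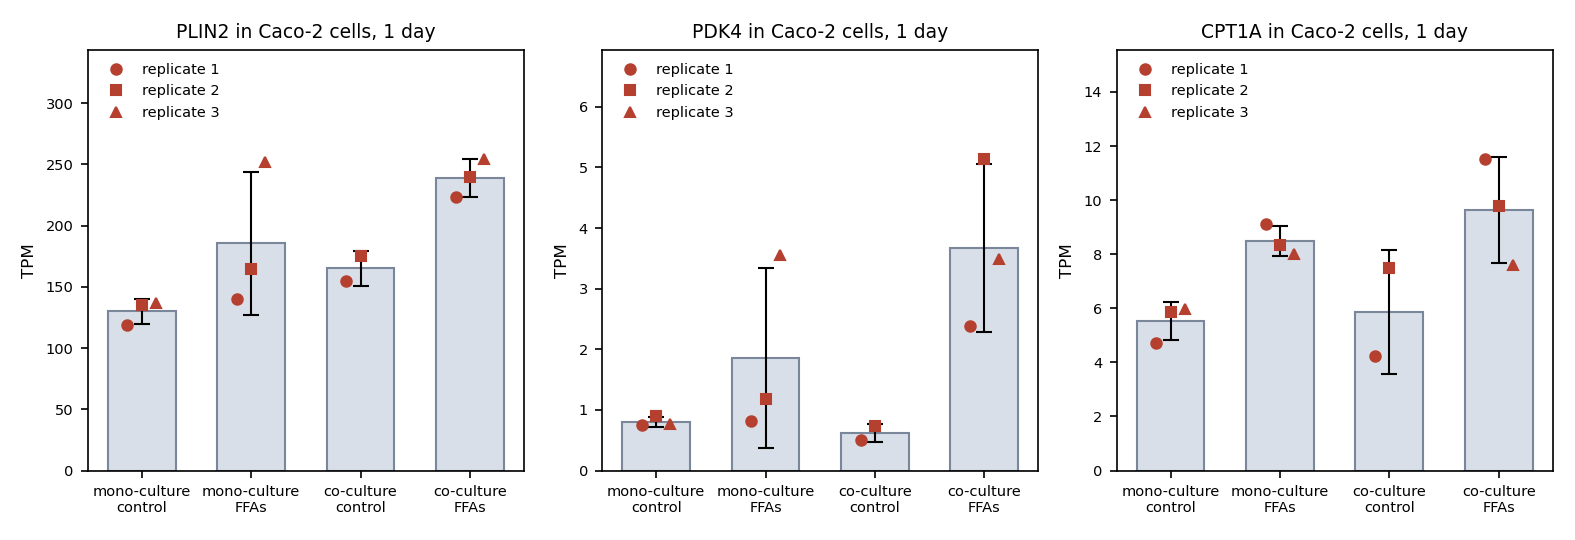
TPM of PLIN2, PDK4 and CPT1A in Caco-2 cells after 1 day, by culture and treatment. Bars are group means, error bars are SD, and points are replicates; co-cultured cells with FFAs average 239, 3.67 and 9.64 TPM.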

Our results suggest that Caco-2 cells treated with FFAs for 1 day did not show an apoptotic cellular state with cellular membrane disruption, but initiated DNA damage due to the cellular response to copper ions. In contrast, even though the prolonged 7-day FFAs-treated mono-cultured Caco-2 cells showed an increase in the count of apoptotic cells (22.9 ± 9.9%), the 7-day FFAs-treated Caco-2 cells co-cultured with HepG2 cells had protective effects against lipid-induced apoptosis (8.2 ± 7.2%), and similar levels were observed in non-treated Caco-2 cells (mono-cultured, 7.8 ± 2.4%; co-cultured, 10.3 ± 2.2%). Previously, although intestinal cells treated with FFAs showed apoptosis due to lipid accumulation followed by an increase in the levels of reactive oxygen species^58,59^, our microscopic single-cell profiling suggests suppression of the apoptotic signaling, which is in agreement with mRNA-seq results shown in Figs. 6a, c and 7a, indicating the down-regulation of ‘Signaling by Rho GTPase,’ the typical apoptosis-associated signaling pathway^60^.

In addition to examining the apoptotic status of Caco-2 cells, we also further examined the correlation between phenotypic changes in cellular morphology and gene regulation networks for in vitro GLA in the NAFLD-like state by single-cell profiling (Fig. 5 and Supplementary Fig. S10). At the initiation stage of 1-day FFAs treatment, Hoechst 33258 intensity was slightly higher in non-treated Caco-2 cells than in FFAs-treated Caco-2 cells (Supplementary Figs. S10), but at the progression stage by 7-day FFAs treatment, the Hoechst 33258 intensity showed the opposite result, where FFAs-treated Caco-2 cells showed a higher intensity than the non-treated Caco-2 cells (Fig. 5). In general, cellular uptake of Hoechst 33258 can occur either by ABC transporters or by diffusion via a damaged cellular membrane. 

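ABCG2 (ENSG00000118777), an ATP-binding cassette (ABC) transporter that exports Hoechst dyes, lies on chromosome 4 of GRCh38 from 88090150 to 88231628. After 1 day, its expression in mono-cultured Caco-2 cells was 15.0 ± 1.73 TPM (SD, n = 3) without FFAs and 13.3 ± 3.74 TPM (SD, n = 3) with FFAs, a log2 fold change of -0.20 (SE 0.19, limma adjusted p = 1). The FFAs-treated replicates had 15.9, 15.0 and 9.03 TPM, and without the lowest of them the sign of the change reversed. In co-cultured Caco-2 cells, ABCG2 had 8.68 ± 0.156 TPM (SD, n = 2) without FFAs and 8.10 ± 0.183 TPM (SD, n = 3) with FFAs, a log2 fold change of -0.09 (SE 0.21, limma adjusted p = 1), which became 0.016 with the replicate block. Averaged over both treatments, ABCG2 was lower in co-culture than in mono-culture by a log2 fold change of -0.67 (SE 0.14), a comparison added after the data had been seen. Its limma adjusted p was 0.249, and 0.0472 with the replicate block, where the log2 fold change was -0.72. All 5 co-cultured replicates were below all 6 mono-cultured ones. Over the 28 gene identifiers of ABC transporters with a mean of at least 1 TPM in at least 1 group, among which ABCF2 is listed under 2 identifiers, mean log2(TPM + 1) in mono-culture was 4.62 ± 0.045 (SD, n = 3) with FFAs and 4.59 ± 0.023 (SD, n = 3) without. This log2 fold change of 0.032 (two-sided exact permutation test, p = 0.4) had the opposite sign after quantile normalization, at -0.0050, and after median-of-ratios scaling, at -0.0029. In co-culture, the mean was 4.62 ± 0.016 (SD, n = 3) with FFAs and 4.65 ± 0.064 (SD, n = 2) without, a log2 fold change of -0.023 (two-sided exact permutation test, p = 0.8), and it was 0.0020 when ABC transporter genes under 1 TPM were included.

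**Figure D3:**
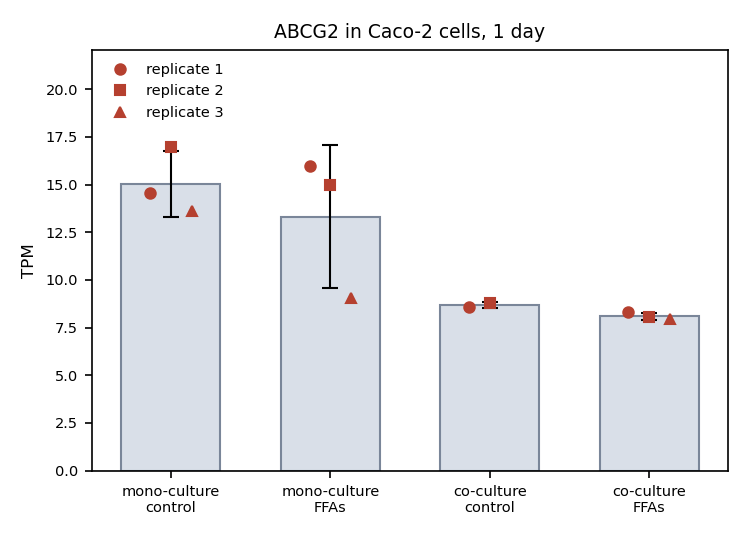
TPM of ABCG2 in Caco-2 cells after 1 day, by culture and treatment. Bars are group means, error bars are SD, and points are replicates; the co-cultured groups average 8.68 and 8.10 TPM and the mono-cultured groups 15.0 and 13.3 TPM.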

The mRNA-seq results for Caco-2 cells treated with FFAs for 1 or 7 days (Supplementary Figs. S13–S15) did not indicate any enriched GO terms associated with transporters (i.e., ATP-binding cassette transporter ABCG2)^61^ that may efflux Hoechst 33258 outside the cells. Thus, the transporters did not affect the Hoechst 33258 intensity. Therefore, FFAs-treatment might damage the cellular membrane, resulting in an increase in Hoechst 33258 intensity, but not induction of apoptosis.

In contrast, FFAs-treated HepG2 cells had the most distinguishable features, such as Calcein AM intensity (Intensity_MeanIntensity and Intensity_MaxIntensity), and FFAs-treated HepG2 cells showed a reduction in these features (Fig. 5b). Considering that the intensity of Calcein AM represents cell viability^62^, this result suggests that FFAs reduce the viability of co-cultured HepG2 cells. In contrast, we did not observe an increase in apoptotic HepG2 cells under co-culture conditions, as confirmed by Annexin V staining (Fig. 4a, b). Notably, the mRNA-seq results revealed that HepG2 cells co-cultured with Caco-2 cells showed increased gene expression associated with the cell cycle (Clusters 12 and 17 in Fig. 7b). In addition, the expression of genes associated with cell-cell adhesion was reduced in FFAs-treated HepG2 cells under co-culture conditions (Cluster 15 in Fig. 7b). These results suggested that, as FFAs treatment induced mild damage in HepG2 cells co-cultured with Caco-2 cells, HepG2 cells transformed from differentiated liver cells to proliferating cells. Cell cycles and cell division are essential to maintain tissue homeostasis, but in diseases such as NAFLD, they often highlight the imbalance of the cell cycle caused by disrupted metabolic signaling^47^. Overall, the results with our platform indicate that HepG2 cells co-cultured with Caco-2 cells were activated towards NAFLD-like gene expression networks with FFAs treatment.

To develop an advanced in vitro NAFLD model, the cell types used are critical. In this study, HepG2 human hepatocellular carcinoma cell line and Caco-2 human colorectal adenocarcinoma cell line were used since they have been immortalized and widely used until now. However, such cell lines have genetic mutations and cannot express proper functions as an actual hepatocyte^63^ and intestinal cells^64^. In the case of hepatocytes, the HepaRG human hepatocellular carcinoma cell line has been used for liver disease modeling as well as toxicological research due to their relatively higher functionalities than those of HepG2 cells recently, but HepaRG cells also showed differences in lipid metabolism^65^. Moreover, cell lines generally form a pure cellular population, and cannot represent the cellular diversity. For example, the liver contains hepatocytes and non-parenchymal cells (NPCs) such as Kupffer cells, endothelial cells, and stellate cells. In particular, since the liver microphysiological system (L-MPSs) was reported to recapitulate liver steatosis using NPCs^66^, NPCs are now recognized for their importance in hepatic disease modeling. In contrast, primary cells obtained from NAFLD patients showed similar cellular diversity and drug metabolic responses^67^. However, primary cells have limited cell growth capability and often lose their functions in vitro. Moreover, it is difficult to identify healthy donors to obtain a control sample. In addition to primary cells, human pluripotent stem cells (hPSCs), such as embryonic^68^ and induced pluripotent stem cells^69–71^, can provide multiple cell types from a single-cell source after induction of differentiation by applying growth factors and nutrients. The recent advancement of gene editing technologies, such as CRISPR/Cas systems^72^, allows the creation of gene-modified hPSCs used for disease modeling, for which the primary cells are not applicable. However, the tissue cells derived from hPSCs could not fully cover the entire cellular diversity nor express their functionality in vivo. Therefore, it remains challenging for hPSCs to fully recapitulate the pathological conditions of NAFLD in vitro. In this study, although hepatic and intestinal cell lines were used to recapitulate GLA and NALFD, they were able to provide new insights into NAFLD-like gene expression networks upon FFAs treatment. Using primary cells or hPSC-derived hepatocytes/intestinal cells with higher functionality and cellular diversity, the iGLC platform will allow the reproduction of the ideal results of in vivo NAFLD initiation and progression.

Moreover, as demonstrated in this study, NAFLD is involved in organ-to-organ interactions. Recent reports have suggested that the gut microbiota significantly impacts NAFLD development and needs to be considered for establishing a new NAFLD model^9–11^. However, each organ often requires optimal culture conditions to express its proper functions. Our current iGLC platform can only use the same cell-culture medium to interconnect two different tissues; therefore, the next generation of iGLC platforms needs to overcome these issues. Recently, we reported the multilayered GLA-MPS^27,73^ to realize both individual accessibility for each tissue and closed loop medium circulation, for recapitulating inflammatory bowel disease by treating intestinal cells with an inflammatory inducer (e.g., lipopolysaccharide). However, the multilayered GLA-MPS device was made of PDMS and was not suitable for modeling NAFLD without any surface treatment against molecular absorption, such as FFAs^28^. As shown in Supplementary Fig. S5, because the surface coating for PDMS reduced FFAs absorption, and the multilayered GLA-MPS with the PDMS surface coating will be able to serve as a platform to study NAFLD initiation and progression by treating cells with FFAs in a more quantitative and robust fashion.

Instead, it is also valuable to find alternative materials to PDMS to avoid the well-known concerns of PDMS^74,75^. Thermoplastic materials (e.g., polystyrene, polymethyl methacrylate, polypropylene, and cyclo-olefin polymers) could be applicable for fabricating OOCs and mass production, but it is difficult to deform membranes for actuating microvalves/pumps or stretching cultured cells^76,77^, owing to their rigidity. Perfluoropolyether elastomers have recently been used for fabricating OOCs enabling the prevention of the absorption of hydrophobic molecules^78,79^. Although perfluoropolyether elastomers could be attractive for modeling NAFLD in vitro, such elastic materials still pose a challenge for mass production for industrial applications. Therefore, it is critical to choose the optimal materials for fabricating OOCs to fulfil the requirements of the targeted studies and applications to obtain more accurate results representing human pathophysiological conditions^80^.

In summary, the iGLC platform represents a new in vitro human model for recapitulating physiological and NAFLD pathological conditions, with a focus on GLA. In the near future, the iGLC platform combined with HCA and omics approach may provide deeper insights into NAFLD development for the establishment of new drugs. The iGLC platform can contribute to the development of drugs for NAFLD, as well as a variety of disorders associated with GLA^81^, such as inflammatory bowel disease, which do not have any in vitro experimental settings.

## Methods

### Chip fabrication

The iGLC platform was fabricated from a flexible PDMS (SYLGARD 184, Dow Corning) polymer using a multilayer soft lithography replica molding technique, as previously reported (Supplementary Fig. S1)^82,83^. Briefly, the control layer consisted of microchannels supplying hydraulic pressure that were cast from a 30 µm thickness of negative photoresist mold (TMMR S2000, Tokyo Ohka Kogyo) and patterned using a standard photolithography tool. The perfusion layer consists of two cell culture chambers (225 µm in height and 2.1 mm in width) interconnected by semi-elliptical microchannels (45 µm in height and 200 µm in width). The mold fabrication process for the perfusion layer followed the multilayer lithography principle, which combines standard photolithography (cell culture chambers) and grayscale lithography (microchannels). First, a negative resist layer (TMMF S2045, Tokyo Ohka Kogyo) with a thickness of 180 µm was patterned on a silicon wafer. Next, a positive resist (PMER P-LA900PM, Tokyo Ohka Kogyo) was spin-coated with a thickness of 45 µm on the wafer. Subsequently, digital micromirror device (DMD)-based grayscale lithography (DL-1000GS/KCH, NanoSystem Solutions) was performed using numerically optimized mask data^82^ to achieve precise wafer-level mold fabrication. This allowed complete sealing of the microchannels with microvalves and high-efficiency driving of the peristaltic micropumping system. After the mold fabrication, the PDMS base and curing agent were thoroughly mixed at a weight ratio of 10:1. For the control layer, the PDMS mixture was spin-coated with a thickness of 50 µm on the mold to obtain a controlled PDMS thickness of 20 µm at the membrane portion. The PDMS for the control and perfusion layers was cured on a hotplate at 80 °C for 4 min and in a convection oven at 80 °C for 40 min, respectively. The perfusion layer was then peeled off, precisely aligned, and bonded to the control layer using a partial PDMS curing method. The assembled structure was placed in an oven at 80 °C for 2 h and then peeled from the silicon wafer. Finally, the inlet and outlet wells were opened. The assembled device was permanently bonded using O_2_ plasma (FA-1, SAMCO) onto a microscopic slide glass (25 mm × 75 mm).

### Device control

The microvalves and micropump were actuated by positive hydraulic pressure via linked control channels. The control channel within the chip was first filled with distilled water using a 1 mL syringe to prevent gas permeation across the PDMS. Metal pins and Teflon tubes (Pilot Corporation) were then used to connect the inlet wells of the control channels and pneumatic system with a compressed nitrogen gas resource (regulated at 0–200 kPa). The pressure actuation and release of the valves were controlled and operated with LabVIEW software (Version 11.0, National Instruments) via solenoid valves (Microfluidic System Works Inc. and LEE Company) using a controller board (VC3 8 controller [ALA Scientific Instruments] and NI USB-6501 [National Instruments]). The micropump consists of three adjacent microvalves with sequential actuation to provide periodic peristaltic motion to generate a medium recirculation flow in the chip.

### Cell culturing

HepG2 human hepatocellular carcinoma and Caco-2 human colorectal adenocarcinoma cell lines were obtained from the American Type Culture Collection. Cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM) (Sigma-Aldrich, St. Louis, MO, USA) supplemented with 10% (v/v) fetal bovine serum (FBS, Cell Culture Bioscience), 1% (v/v) nonessential amino acids (Thermo Fisher Scientific), and 1% (v/v) penicillin/streptomycin (Thermo Fisher Scientific) in a humidified incubator at 37 °C with 5% (v/v) CO_2_. HepG2 and Caco-2 cells were passaged using trypsin/EDTA (0.04% / 0.03%[v/v]) solution every 3 and 5 days and at ratios of 1:5 and 1:10, respectively.

To ensure the absence of mycoplasma contamination in cellular samples, a mycoplasma detection assay was conducted by using the MycoAlert™ mycoplasma detection kit (Lonza, LT07-118) according to the manufacturer’s instructions. The positive and negative controls were included in each assay run to ensure the accuracy of the results. By measuring the luminescence before (read A) and after the addition of the MycoAlert™ Substrate (read B), a ratio was used to identify the presence or absence of mycoplasma. The HepG2 and Caco-2 cells have 0.7 and 0.3 B/A ratio, respectively. Then, compared with negative control 0.4 and positive control 18.6, the cellular samples (<0.9) were confirmed no mycoplasma contamination.

### Cell culturing on a platform

Before cell seeding, the platform was sterilized by washing with 70% ethanol and placed under ultraviolet light in a biosafety cabinet for 30 min. Subsequently, the cell culture chambers were coated with 0.1% (w/v) DDM (*n*-dodecyl β-D-maltoside) in PBS at 4 °C for 24 h and then coated with Matrigel hESC-qualified matrix (Corning) diluted to 1.3% (v/v) in DMEM/F12 (Sigma-Aldrich) at 4 °C for 24 h (Supplementary Fig. S3). After the excess Matrigel was rinsed with DMEM, the chip was placed in an incubator at 37 °C until use.

HepG2 and Caco-2 cells were harvested from the culture flasks with 1 mL of trypsin/EDTA (0.04%/0.03% [v/v]) solution and incubated at 37 °C for 5 min. After centrifugation, the cells were resuspended in fresh cell culture medium at 1.0 × 10^6^ cells mL^−1^. The microvalves next to the cell culture chambers were closed to prevent cross-contamination during cell seeding. Subsequently, 5 µL of the Caco-2 cell suspension was introduced with a pipette into the well adjacent to the cell culture chamber at 7.0 × 10^4^ cells cm^−2^. HepG2 cell suspension (5 µL) was introduced into another cell culture chamber. The platform was placed in a humidified incubator at 37 °C and 5% (v/v) CO_2_. After one day, the cell culture medium was changed to remove floating dead cells. The cell culture medium was changed every 6 h under the control of our custom LabVIEW-based software.

### Free fatty acid treatment

The FFAs treatment solutions were a mixture of PA (Sigma-Aldrich) and OA (Sigma-Aldrich) at a molar ratio of 1:2. To prepare the treatment solutions, PA was dissolved in dimethyl sulfoxide (DMSO; Nacalai Tesque Inc.) at 20 mg mL^−1^ to serve as the PA stock solution (78 mM). OA was dissolved in DMSO at 100 mg mL^−1^ to serve as the OA stock solution (354 mM). PA and OA stock solutions were mixed (PA:OA = 1:2) in DMEM (containing 1% BSA fatty acid-free, 1% P/S, and 1 mM nonessential amino acids) to generate a series of FFAs concentrations (0.1, 0.2, 0.5, 1, and 2 mM). Prior to FFAs treatment, both the cell culture chambers were replaced with serum-free DMEM for 12 h of cell starvation. FFAs-containing medium was then introduced into the cell culture chamber. The platform was incubated at 37 °C in a humidified incubator for 7 days, and the medium was exchanged every 6 h.

### Cell viability and apoptosis staining

Calcein AM (Dojindo Molecular Technologies, Inc.) and Annexin V-Alexa Fluor® 647 (BioLegend) dyes were used to stain viable and apoptotic cells, respectively. Hoechst 33258 (Dojindo Molecular Technologies, Inc.) was used to stain the nuclei. The staining solution was prepared by mixing 10 µL Hoechst 33258 (1 mg mL^−1^ stock concentration), 10 µL Calcein AM (1 mg mL^−1^ stock concentration), 10 µL Annexin V (50 µg mL^−1^ stock concentration), 500 µL Annexin V binding buffer (BioLegend), and 500 µL DMEM. The wash buffer comprised 500 µL of Annexin V binding buffer and 500 µL of DMEM. After treatment, the cells were washed twice with fresh DMEM, and 10 µL of staining solution was introduced into a cell culture chamber using a pipette via the adjacent inlet. The cells were then incubated at 37 °C for 30 min. Excess staining solution was removed by washing with 30 µL of wash buffer three times.

### AdipoRed staining

Lipid accumulation was visualized using the AdipoRed assay (Lonza), following the manufacturer’s protocol. Briefly, 15 µL of AdipoRed assay reagent and 10 µL of Hoechst 33258 were mixed with 1 mL of DMEM to prepare AdipoRed staining solution. The cell culture chambers and channels were washed twice with PBS. AdipoRed staining solution (10 µL) was added and incubated at 37 °C for 15 min. The chambers were washed three times with fresh DMEM solution.

### Immunocytochemistry

The cells in the cell culture chambers were washed with PBS. The cells were then fixed for 15 min with 4% paraformaldehyde (PFA, FUJIFILM Wako Pure Chemical) in PBS and permeabilized for 30 min with 0.1% (v/v) Triton X-100 in PBS. The cells were then incubated in blocking buffer containing 5% normal goat serum (Vector), 5% normal donkey serum (Wako), 3% BSA (Sigma-Aldrich), and 0.1% Tween-20 (Nacalai Tesque, Inc.) in PBS at 4 °C for 24 h. After blocking, the cells were treated with mouse anti-human albumin IgG (Stock solution 10 µg mL^−1^, diluted by blocking buffer into 20 ng mL^−1^, Thermo Fisher Scientific) as the primary antibody in blocking solution for 24 h. The following day, after washing the excess antibodies three times with PBS (containing 0.1% Tween-20), the cells were treated with Alexa Fluor 647-labeled donkey anti-mouse IgG H&L (Stock solution 1 µg mL^−1^, diluted by 0.1% Tween-20 PBS into 1 ng mL^−1^, Jackson ImmunoResearch) at 25 °C for 1 h. The nuclei of the cells were stained with 50 µL of a solution of 300 nM 4,6-diamidino-2-phenylindole (DAPI, Dojindo Laboratories) at 25 °C for 30 min and then washed twice with PBS.

### Image acquisition

The chips were placed on the stage of a Nikon ECLIPSE Ti inverted fluorescence microscope, which was equipped with a CFI plan fluor 10×/0.30 N.A. objective lens (Nikon, Tokyo, Japan), charge-coupled device (CCD) camera (ORCA-R2; Hamamatsu Photonics, Hamamatsu City, Japan), mercury lamp (Intensilight; Nikon), XYZ automated stage (Ti-S-ER motorized stage with encoders; Nikon), and filter cubes for the fluorescence channels (DAPI and GFP HYQ; Nikon). For image acquisition, the exposure times were set to 100 ms for (DAPI) Hoechst 33258, 5 ms for (GFP HYQ) Calcein AM, 2 s for (TRITC) Annexin V, and 100 ms for the (TRITC) AdipoRed assay.

### Ultrahigh-performance liquid chromatography-tandem mass spectrometry (UHPLC-MS/MS)

Firstly, 3 µL of the cell culture medium was collected from a chip and mixed with 96.95 µL of the working solution (50% isopropanol, 25% acetonitrile, and 25% water) and 0.05 µL of the internal standard solution (PA-d4:5 mM, OA-d9:5 mM, in isopropanol). The mixture was vigorously mixed for 30 s and centrifuged at 16,000 × *g* for 10 min at 4 °C. Subsequently, 2 µL of the supernatant was injected and separated on a Nexera UHPLC system (Shimadzu, Kyoto Japan) using a binary gradient with solvent A (50% acetonitrile, 18% isopropanol, and 32% water) and solvent B (90% isopropanol, 10% acetonitrile, 10 mM ammonium formate, and 0.1% formic acid). The gradient program was as follows: 0% B for 14 min, 100% B for 3 min, and 0% B for 3 min. An ACQUITY UPLC BEH C18 column (130 Å, 1.7 µm, 2.1 mm × 100 mm (Waters, Milford, MA)) was used at 40 °C. The UHPLC eluates were infused online to the LC-MS 8030plus (Shimadzu), which was set to negative electrospray ionization (ESI-) mode. The PA and OA responses were observed by pseudo multiple reaction monitoring (pMRM) with transitions at m/z 255.05 > 255.35 and 281.05 > 281.45, respectively. The pMRM transitions for PA-d4 and OA-d9 were 258.95 > 259.45 and 290.10 > 290.40, respectively. The pMRM transitions were optimized, and peak areas were calculated using LabSolutions software (Shimadzu). The PA and OA responses were normalized to those of PA-d4 and OA-d9 for each sample. All measurements were obtained in triplicate, and the average responses were used. Standard curves were generated by measuring blank culture medium supplemented with increasing amounts of PA and OA.

### RNA purification

RNA was purified from the cells using the RNeasy Mini Kit (Qiagen, Hilden, Germany). 

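RNA of one cell line in libraries of the other was measured after 1 day from marker genes, chosen on the mono-cultured control libraries and compared in the other libraries. Under the rule set before the data were examined, a marker had at least 50 TPM in every control library of its own line and at most 0.1 TPM in every control library of the other. This gave 7 Caco-2 markers, and 0 HepG2 markers. The summed TPM of the Caco-2 markers in HepG2 libraries, as a percent of their sum in Caco-2 cells, was 0.293 ± 0.237% (SD, n = 6) in co-culture and 0.0626 ± 0.0189% (SD, n = 3) in mono-culture with FFAs. Every co-cultured library was above every mono-cultured FFAs-treated one (two-sided exact permutation test of the means, p = 0.0952). The limit of at most 1 TPM described below gave a difference of 0.136% in place of 0.231%. Among the other alternatives, leaving out replicate 2 of the mono-cultured HepG2 control when choosing markers moved the difference most, to 0.148%. Requiring 0 TPM in the other line left 1 marker and 0.153%. A limit of at most 1 TPM in the other line was chosen after these marker numbers had been seen, and gave 34 HepG2 and 63 Caco-2 markers. With it, HepG2 markers in Caco-2 libraries stood at 0.668 ± 0.844% (SD, n = 5) in co-culture and 0.144 ± 0.0365% (SD, n = 3) in mono-culture with FFAs (two-sided exact permutation test, p = 0.393). The co-cultured Caco-2 replicates stood at 0.825% and 0.0883% without FFAs and at 2.08%, 0.242% and 0.105% with FFAs. The HepG2 marker with the highest mean in co-cultured Caco-2 cells was SPP1, at 12.2 TPM against 728 TPM in HepG2 cells. Caco-2 markers in HepG2 libraries stood at 0.350 ± 0.180% (SD, n = 6) and 0.214 ± 0.0369% (SD, n = 3) under the same limit (two-sided exact permutation test, p = 0.167). A marker sum cannot tell RNA carried over in the chip or at harvest from a change of expression in the cells themselves.

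**Figure D4:**
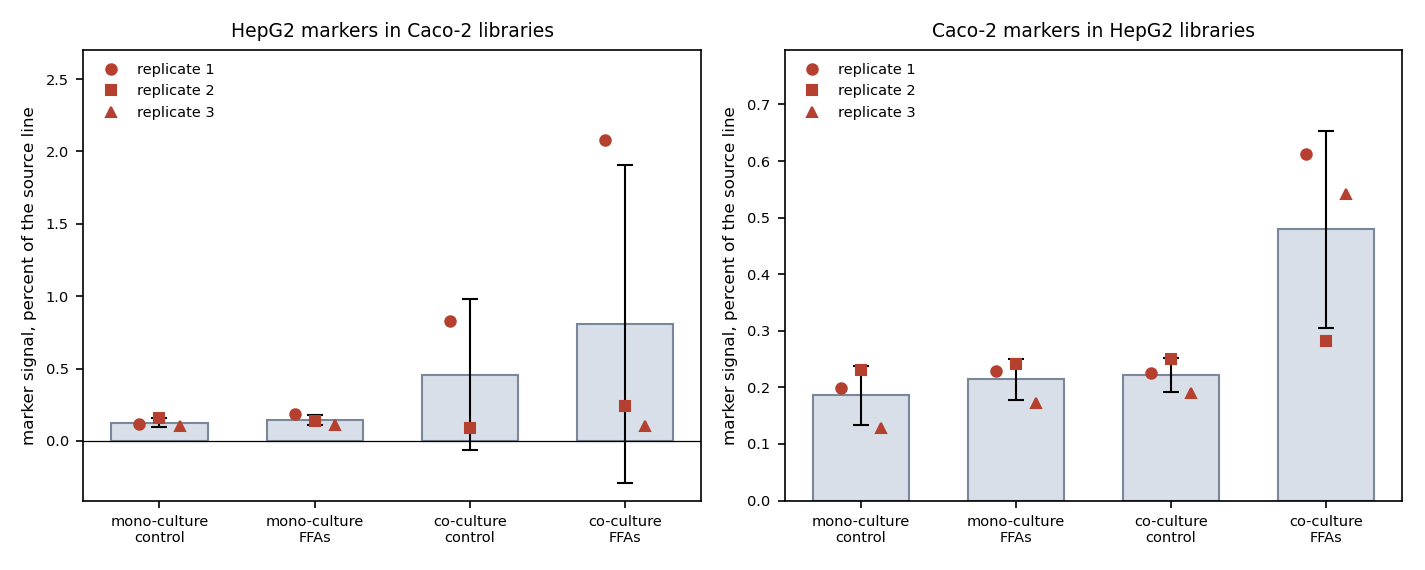
Marker signal of the other cell line in Caco-2 libraries (left) and HepG2 libraries (right) after 1 day, as a percent of the level in the source line, with markers of at most 1 TPM in the other line. Bars are group means, error bars are SD, and points are replicates; the highest point is 2.08%, in co-cultured FFAs-treated Caco-2 cells.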

The microvalves were initially closed to prevent cross-contamination between the HepG2 and Caco-2 cells. After the cells were washed with PBS, 10 µL of trypsin/EDTA (0.04% / 0.03%[v/v]) solution was introduced into the cell culture chambers and incubated at 37 °C with 5% CO_2_ for 10 min. Subsequently, the cells were harvested with a 10-µL pipette and placed in 1.5-mL tubes. Cells were lysed by adding 350 µL of lysis buffer from the kit and 350 µL of 70% (v/v) ethanol to the tubes. Each solution was transferred to an RNeasy Mini spin column placed in a 2-mL collection tube. The column was centrifuged for 15 s at 8000 × *g* and the flow-through was discarded. Next, 350 µL buffer RW1 was added to the columns and centrifuged. Subsequently, 80 µL DNase digestion buffer was added to the column and incubated at 25 °C for 15 min. Subsequently, 350 µL of buffer RW1 was added to the column tube and centrifuged again. The column was washed twice with 500 µL of buffer RPE, placed in a new 2 mL tube, and centrifuged. The column was then placed in a new 1.5-mL collection tube and 30 µL of RNase-free water was added to the column. This was followed by centrifugation for 1 min at 8000 × *g* to elute RNA into the collection tube. RNA quality was evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies Inc., USA).

### RNA amplification and nanopore mRNA sequencing

mRNA-seq was conducted by Takara Bio Inc. or Oxford NANOPORE Technologies. For Takara Bio Inc, briefly, 50 ng of total RNA from each sample was amplified and synthesized to cDNA using SMART-seq (SMART-Seq v4 Ultra Low Input RNA Kit, Takara Bio). The cDNA was used to make a library using the Nextera DNA Flex Library Prep Kit (Illumina), and the cDNA library was sequenced using NovaSeq 6000 (Illumina). For Oxford NANOPORE Technologies, 40 ng of total RNA was diluted with 9 μL of RNase-free water, mixed with VN primer (Oxford NANOPORE Technologies, UK), and 1 μL of 10 mM dNTPs (New England Biolabs Inc. Ipswich, Massachusetts, USA), and incubated at 65 °C for 5 min to prepare the cDNA library. Separately, 4 μL of 5x RT Buffer (Thermo Fisher Scientific), 1 μL of RNaseOUT (Thermo Fisher Scientific), 1 μL of nuclease-free water, and 2 μL of Strand-Switching Primer (Oxford NANOPORE Technologies) were mixed as the strand-switching buffer. The two solutions were mixed at 42 °C for 2 min, and then 1 μL of Maxima H Minus Reverse Transcriptase (Thermo Fisher Scientific) was added. The mixture was incubated at 42 °C for 90 min and 85 °C for 5 min and stored at 4 °C until use as the cDNA library. Exactly 5 μL aliquot of the cDNA library solution was mixed with 25 μL of 2x LongAmp Taq Master Mix (New England Biolabs Inc.), 1.5 μL of Barcode Primers (Oxford NANOPORE Technologies), and 18.5 μL of nuclease-free water. PCR was performed (95 °C for 30 s; 18 cycles of 95 °C for 15 s, 62 °C for 15 s, 65 °C for 50 s, and 65 °C for 6 min) to barcode the cDNA for multiplexing. The PCR products were stored at 4 °C until use. Subsequently, 1 μL of NEB Exonuclease 1 (New England Biolabs Inc.) was added before incubation at 37 °C for 15 min, followed by incubation at 80 °C for 15 min. Amplified DNA was purified and collected in 12 μL of elution buffer (Oxford NANOPORE Technologies) using Agencourt AMPure XP beads (Beckman Coulter Life Sciences, Indianapolis, IN, USA). A BioAnalyzer 2100 with a High Sensitivity DNA Kit (Agilent Technologies) was used to evaluate the amount and quality of barcoded cDNA. Next, 50 fmol of barcoded cDNA was incubated with 1 μl of Rapid Adapter to make up a total volume of 11 μL, and this was incubated for 5 min at 25 °C. For Nanopore sequencing, 12 μL of the prepared DNA library was mixed with 37.5 μL of Sequencing Buffer (Oxford NANOPORE Technologies) and 25.5 μL of Loading Buffer (Oxford NANOPORE Technologies). This solution was added to a Nanopore Flow Cell (v9.4.1) and a sequencing run was performed for 24 h.

### mRNA-seq analysis

Initially, mRNA-seq reads were mapped to the rRNA, tRNA, or mitochondrial genome sequences using BowTie (v.2.1.0)^84^. The mapped reads were discarded and not used for the following analysis. The remaining reads were mapped to the human genome (GRCh38) with STAR Aligner (2.7.1a)^85^ using ENCODE options considering gene annotation and Ensembl (ver.98)^86^. After the mapping to the genome, gene expression values (Transcripts Per Million reads; TPM) were calculated using RSEM (ver. 1.3.0)^87^. DEGs of the mono-cultured and co-cultured samples were calculated using DEseq2 (ver. 1.8.2)^88^. If a gene satisfied the following criteria, it was defined as DEG: *p* < 0.01, abs (log_2_(Fold Change)) ≥ 0.263, base mean of raw reads ≥ 31, and average TPM in either sample ≥ 1. GO analysis of DEGs was performed using the WEB-based Gene Set Analysis Toolkit (WebGestalt^89^). ‘Biological Process noRedundant’ was selected for the database, and ‘genome protein-coding’ genes were selected for the reference set. Protein-coding genes among the DEGs were used as the inputs.

To consider FFAs treatment conditions, we employed ANOVA to select DEGs and characterize the samples. A gene was treated as a DEG if *p* < 0.05 and abs(log_2_(Fold Change)) ≥ 0.263 for a combination of any two samples. The expression values of the DEG were used for PCA to characterize the samples. To compare DEG sets with FFAs-minus and FFAs-plus under mono-culture conditions, FFAs-minus and FFAs-plus under the co-culture conditions, and mono- and co-cultured samples under the FFAs-minus condition, DEGs with a PC2 loading of ≥2 or ≤0.5 were used. The results were used to assess changes in gene expression related to FFAs treatment. To compare gene expression profiles according to FFAs treatment under the mono- and co-cultured conditions, we employed Gene Set Enrichment Analysis (GSEA^90^, ver.4.0.4) with DB files (msigdb.v7.1. symbols.gmt). The fold-change values for protein-coding genes were used as inputs. The bar plots show FDR qvalues for the top four terms under both mono- and co-culture conditions. In the analysis, the PCA plots were drawn with the ggplot2 package in R.

### Single-cell profiling based on microscopic images

Following microscopic image acquisition, CellProfiler software (Broad Institute of Harvard and MIT, Version 3.1.9)^43^ was used to estimate cellular features (e.g., cell size and fluorescence intensity). After loading the set of stained images (nuclei and cellular phenotype or function), all images were adjusted with “correctilluminationCalcuate” and “correctilluminationApply” modules to reduce the uneven distribution of background signals. The settings provided in the manual were followed. Traditionally, the illumination function is calculated from “Background” with a block size of 20–100 for each image individually. And the Smoothing method was selected as “Median filter,” with a filter size of 50. The other options followed the default settings. The mathematical methods of “correctilluminationApply” was “Substract.” With the corrected nuclei images, individual cells were identified by using Otsu’s method^43^ in the “IdentifyPrimaryObjects” module as primary objects, followed by “IdentifySecondaryObjects” to evaluate the cellular phenotype/function, automatically. Then, cellular features were calculated using the “MeasureObjectSizeShape” and “MeasureObjectIntensity” modules for both primary and secondary objects. Further analysis of single-cell morphological descriptors was performed using t-SNE in the open-source Orange 3 software (Version 3.23.1; Bioinformatics Laboratory, Faculty of Computer and Information Science, University of Ljubljana, Slovenia)^91^.

### Statistics and reproducibility

The results expression, statistical tests used, the sample sizes and number of independent experiments are mentioned in the figure legends. All cell-based assays were carried out in triplicate samples with three independent experiments. The Ridgeline plots and t-SNE analysis charts were based on the integration of three independent experiments. The Tukey–Kramer test and Student’s *t* test were performed using *R* software (ver. 3.5.2; https://www.r-project.org/). For mRNA-seq, all the experiments were conducted with at least two independent experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

The mRNA-seq data has been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE152091 and GSE206417. All the manuscript graphs and charts of Ridgeline plots and t-SNE analysis are available in Supplementary Data 1 to 6.

## References

[1] Chalasani N (2018). The diagnosis and management of nonalcoholic fatty liver disease: Practice guidance from the American Association for the Study of Liver Diseases. Hepatology.

[2] Younossi ZM (2019). Non-alcoholic fatty liver disease—a global public health perspective. J. Hepatol..

[3] Byrne CD, Targher G (2015). NAFLD: A multisystem disease. J. Hepatol..

[4] Friedman SL, Neuschwander-Tetri BA, Rinella M, Sanyal AJ (2018). Mechanisms of NAFLD development and therapeutic strategies. Nat. Med..

[5] Estes C, Razavi H, Loomba R, Younossi Z, Sanyal AJ (2018). Modeling the epidemic of nonalcoholic fatty liver disease demonstrates an exponential increase in burden of disease. Hepatology.

[6] Buzzetti E, Pinzani M, Tsochatzis EA (2016). The multiple-hit pathogenesis of non-alcoholic fatty liver disease (NAFLD). Metabolism.

[7] Wiest R, Albillos A, Trauner M, Bajaj JS, Jalan R (2017). Targeting the gut-liver axis in liver disease. J. Hepatol..

[8] Sumida Y, Yoneda M (2018). Current and future pharmacological therapies for NAFLD/NASH. J. Gastroenterol.

[9] Ohtani N, Kawada N (2019). Role of the gut–liver axis in liver inflammation, fibrosis, and cancer: a special focus on the gut microbiota relationship. Hepatol. Commun..

[10] Leung C, Rivera L, Furness JB, Angus PW (2016). The role of the gut microbiota in NAFLD. Nat. Rev. Gastroenterol. Hepatol..

[11] Marchesi JR (2016). The gut microbiota and host health: a new clinical frontier. Gut.

[12] Clemente MG, Mandato C, Poeta M, Vajro P (2016). Pediatric non-alcoholic fatty liver disease: Recent solutions, unresolved issues, and future research directions. World J. Gastroenterol..

[13] Rotman Y, Sanyal AJ (2017). Current and upcoming pharmacotherapy for non-alcoholic fatty liver disease. Gut.

[14] Abdalkader R, Kamei KI (2020). Multi-corneal barrier-on-a-chip to recapitulate eye blinking shear stress forces. Lab Chip.

[15] Sung JH, Wang YI, Kim JH, Lee JM, Shuler ML (2018). Application of chemical reaction engineering principles to “body-on-a-chip” systems. AIChE J..

[16] Abaci HE, Shuler ML (2015). Human-on-a-chip design strategies and principles for physiologically based pharmacokinetics/pharmacodynamics modeling. Integr. Biol..

[17] Ronaldson-Bouchard K, Vunjak-Novakovic G (2018). Organs-on-a-chip: a fast track for engineered human tissues in drug development. Cell Stem Cell.

[18] Schurdak M (2020). Applications of the microphysiology systems database for experimental ADME-Tox and disease models. Lab Chip.

[19] Grego S (2017). Systems biology for organotypic cell cultures. ALTEX.

[20] Lee SY, Sung JH (2018). Gut–liver on a chip toward an in vitro model of hepatic steatosis. Biotechnol. Bioeng..

[21] Müller FA, Sturla SJ (2019). Human in vitro models of nonalcoholic fatty liver disease. Curr. Opin. Toxicol.

[22] Chen WLK (2017). Integrated gut/liver microphysiological systems elucidates inflammatory inter-tissue crosstalk. Biotechnol. Bioeng..

[23] Tsamandouras N (2017). Integrated gut and liver microphysiological systems for quantitative in vitro pharmacokinetic studies. AAPS J..

[24] Costa J, Ahluwalia A (2019). Advances and Current Challenges in Intestinal in vitro Model Engineering: A Digest. Front. Bioeng. Biotechnol.

[25] De Gregorio V (2020). Intestine-liver axis on-chip reveals the intestinal protective role on hepatic damage by emulating ethanol first-pass metabolism. Front. Bioeng. Biotechnol..

[26] Jeon JW, Lee SH, Kim D, Sung JH (2021). In vitro hepatic steatosis model based on gut–liver-on-a-chip. Biotechnol. Prog..

[27] Yang J (2022). Gut-liver-axis microphysiological system for studying cellular fluidic shear stress and inter-tissue interaction. Biomicrofluidics.

[28] Wen X, Yoshimoto K, Yamanaka M, Terada S, Kamei K (2021). In vitro nonalcoholic fatty liver disease model with cyclo-olefin-polymer-based microphysiological systems. Organs-on-a-Chip.

[29] Kamei KI (2017). Integrated heart/cancer on a chip to reproduce the side effects of anti-cancer drugs: In vitro. RSC Adv..

[30] Yu ZTF (2009). Integrated microfluidic devices for combinatorial cell-based assays. Biomed. Microdevices.

[31] Kamei KI (2009). An integrated microfluidic culture device for quantitative analysis of human embryonic stem cells. Lab Chip.

[32] Huang B, Wu H, Kim S, Zare RN (2005). Coating of poly(dimethylsiloxane) with n-dodecyl-β-D-maltoside to minimize nonspecific protein adsorption. Lab Chip.

[33] Kamei KI (2013). Phenotypic and transcriptional modulation of human pluripotent stem cells induced by nano/microfabrication materials. Adv. Healthc. Mater..

[34] Regehr KJ (2009). Biological implications of polydimethylsiloxane-based microfluidic cell culture. Lab Chip.

[35] Wong I, Ho CM (2009). Surface molecular property modifications for poly(dimethylsiloxane) (PDMS) based microfluidic devices. Microfluid. Nanofluidics.

[36] Kim HJ, Ingber DE (2013). Gut-on-a-Chip microenvironment induces human intestinal cells to undergo villus differentiation. Integr. Biol..

[37] Kulthong K (2018). Implementation of a dynamic intestinal gut-on-a-chip barrier model for transport studies of lipophilic dioxin congeners. RSC Adv..

[38] Gómez-Lechón MJ (2007). A human hepatocellular in vitro model to investigate steatosis. Chem. Biol. Interact..

[39] Marra F, Svegliati-Baroni G (2018). Lipotoxicity and the gut-liver axis in NASH pathogenesis. J. Hepatol..

[40] Hirsova P, Ibrabim SH, Gores GJ, Malhi H (2016). Thematic review series: Lipotoxicity: Many roads to cell dysfunction and cell death lipotoxic lethal and sublethal stress signaling in hepatocytes: Relevance to NASH pathogenesis. J. Lipid Res..

[41] Ogawa Y (2018). Palmitate-induced lipotoxicity is crucial for the pathogenesis of nonalcoholic fatty liver disease in cooperation with gut-derived endotoxin. Sci. Rep..

[42] McQuin C (2018). CellProfiler 3.0: Next-generation image processing for biology. PLoS Biol..

[43] Carpenter AE (2006). CellProfiler: image analysis software for identifying and quantifying cell phenotypes. Genome Biol..

[44] Sirenko O, Hesley J, Rusyn I, Cromwell EF (2014). High-content high-throughput assays for characterizing the viability and morphology of human iPSC-derived neuronal cultures. Assay Drug Dev. Technol..

[45] Gilbert DF (2011). A novel multiplex cell viability assay for high-throughput RNAi screening. PLoS ONE.

[46] Van Der Maaten L, Hinton G (2008). Visualizing data using t-SNE. J. Mach. Learn. Res..

[47] Caldez MJ, Bjorklund M, Kaldis P (2020). Cell cycle regulation in NAFLD: when imbalanced metabolism limits cell division. Hepatol. Int..

[48] Kulthong K (2020). Microfluidic chip for culturing intestinal epithelial cell layers: characterization and comparison of drug transport between dynamic and static models. Toxicol. Vitr.

[49] Villenave R (2017). Human gut-on-a-chip supports polarized infection of coxsackie B1 virus in vitro. PLoS ONE.

[50] Kim HJ, Huh D, Hamilton G, Ingber DE (2012). Human gut-on-a-chip inhabited by microbial flora that experiences intestinal peristalsis-like motions and flow. Lab Chip.

[51] Delon LC (2019). A systematic investigation of the effect of the fluid shear stress on Caco-2 cells towards the optimization of epithelial organ-on-chip models. Biomaterials.

[52] Du Y (2017). Mimicking liver sinusoidal structures and functions using a 3D-configured microfluidic chip. Lab Chip.

[53] Wang X (2018). Fluid shear stress promotes autophagy in hepatocellular carcinoma cells. Int. J. Biol. Sci..

[54] Camakaris J, Voskoboinik I, Mercer JF (1999). Molecular mechanisms of copper homeostasis. Biochem. Biophys. Res. Commun..

[55] Khan S, Zafar A, Naseem I (2020). Redox cycling of copper by coumarin-di(2-picolyl)amine hybrid molecule leads to ROS-mediated modulation of redox scavengers, DNA damage and cell death in diethylnitrosamine induced hepatocellular carcinoma. Bioorg. Chem..

[56] Parsekar SU (2018). DNA binding, cleavage and cytotoxicity studies of three mononuclear Cu(II) chloro-complexes containing N–S donor Schiff base ligands. J. Biol. Inorg. Chem..

[57] Foo JB (2018). Copper complex derived from S-benzyldithiocarbazate and 3-acetylcoumarin induced apoptosis in breast cancer cell. BioMetals.

[58] Gori M (2020). Palmitic acid affects intestinal epithelial barrier integrity and permeability in vitro. Antioxidants.

[59] Storniolo CE, Cabral M, Busquets MA, Martín-Venegas R, Moreno JJ (2020). Dual behavior of long-chain fatty acids and their cyclooxygenase/lipoxygenase metabolites on human intestinal Caco-2 cell growth. Front. Pharmacol.

[60] Embade N, Valeron PF, Aznar S, Lopez-Collazo E, Lacal JC (2000). Apoptosis induced by Rac GTPase correlates with induction of FasL and ceramides production. Mol. Biol. Cell.

[61] Simon S, Schubert R (2012). Inhibitory effect of phospholipids on P-glycoprotein: cellular studies in Caco-2, MDCKII mdr1 and MDCKII wildtype cells and P-gp ATPase activity measurements. Biochim. Biophys. Acta—Mol. Cell Biol. Lipids.

[62] Berryman S, Matthews K, Lee JH, Duffy SP, Ma H (2020). Image-based phenotyping of disaggregated cells using deep learning. Commun. Biol.

[63] Ramos MJ, Bandiera L, Menolascina F, Fallowfield JA (2022). In vitro models for non-alcoholic fatty liver disease: Emerging platforms and their applications. iScience.

[64] Grouls M (2022). Differential gene expression in iPSC-derived human intestinal epithelial cell layers following exposure to two concentrations of butyrate, propionate and acetate. Sci. Rep..

[65] Green CJ (2020). Studying non-alcoholic fatty liver disease: the ins and outs of in vivo, ex vivo and in vitro human models. Horm. Mol. Biol. Clin. Investig..

[66] Kostrzewski T (2021). Modelling human liver fibrosis in the context of non-alcoholic steatohepatitis using a microphysiological system. Commun. Biol..

[67] Ganji SH, Kashyap ML, Kamanna VS (2015). Niacin inhibits fat accumulation, oxidative stress, and inflammatory cytokine IL-8 in cultured hepatocytes: Impact on non-alcoholic fatty liver disease. Metabolism.

[68] Thomson JA (1998). Embryonic stem cell lines derived from human blastocysts. Science.

[69] Takahashi K (2007). Induction of pluripotent stem cells from adult human fibroblasts by defined factors. Cell.

[70] Yu J (2007). Induced pluripotent stem cell lines derived from human somatic cells. Science.

[71] Lowry WE (2008). Generation of human induced pluripotent stem cells from dermal fibroblasts. Proc. Natl. Acad. Sci. USA.

[72] Makarova KS (2020). Evolutionary classification of CRISPR–Cas systems: a burst of class 2 and derived variants. Nat. Rev. Microbiol.

[73] Yang, J. et al. Multilayered microfluidic device for controllable flow perfusion of gut-liver on a chip. *21st International Conference on Solid-State Sensors*, *Actuators and Microsystems (Transducers*). 176–179 (IEEE, 2021).

[74] van Meer BJ (2017). Small molecule absorption by PDMS in the context of drug response bioassays. Biochem. Biophys. Res. Commun..

[75] Berthier E, Young EWK, Beebe D (2012). Engineers are from PDMS-land, Biologists are from Polystyrenia. Lab Chip.

[76] Huh D (2010). Reconstituting organ-level lung functions on a chip. Science.

[77] Yoshimoto K (2020). Recapitulation of human embryonic heartbeat to promote differentiation of hepatic endoderm to hepatoblasts. Front. Bioeng. Biotechnol..

[78] Wang M (2022). Application of perfluoropolyether elastomers in microfluidic drug metabolism assays. Int. J. Pharm.

[79] Liao S, He Y, Chu Y, Liao H, Wang Y (2019). Solvent-resistant and fully recyclable perfluoropolyether-based elastomer for microfluidic chip fabrication. J. Mater. Chem. A.

[80] Campbell SB (2020). Beyond polydimethylsiloxane: alternative materials for fabrication of organ-on-a-chip devices and microphysiological systems. ACS Biomater. Sci. Eng..

[81] Albillos A, de Gottardi A, Rescigno M (2020). The gut-liver axis in liver disease: pathophysiological basis for therapy. J. Hepatol..

[82] Ma X (2015). Experimental study of numerical optimization for 3-D microstructuring using DMD-based grayscale lithography. J. Microelectromech. Syst..

[83] Kato, Y., Hirai, Y., Kamei, K., Tsuchiya, T. & Tabata, O. Microfluidic device to interconnect multiple organs via fluidic circulation: towards body-on-a-chip. *18th International Conference on Solid-State Sensors, Actuators and Microsystems (Transducers)*. 1549–1552 (IEEE, 2015).

[84] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[85] Dobin A (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[86] Hunt SE (2018). Ensembl variation resources. Database.

[87] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics.

[88] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[89] Wang J, Vasaikar S, Shi Z, Greer M, Zhang B (2017). WebGestalt 2017: a more comprehensive, powerful, flexible and interactive gene set enrichment analysis toolkit. Nucleic Acids Res..

[90] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

[91] Demšar J (2013). Orange: Data mining toolbox in python. J. Mach. Learn. Res..

# Supplementary material for: Integrated-gut-liver-on-a-chip platform as an in vitro human model of non-alcoholic fatty liver disease
**Source:** Commun Biol. 2023 Mar 23;6:310. doi: 10.1038/s42003-023-04710-8
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information for**  
**Integrated gut–liver-on-a-chip platform as an *in vitro* human model**  
**of non-alcoholic fatty liver disease**

Jiandong Yang<sup>1</sup>, Yoshikazu Hirai<sup>1,2\*</sup>, Kei Iida<sup>3,4</sup>, Shinji Ito<sup>4</sup>, Marika Trumm<sup>1,5,6</sup>, Shiho Terada<sup>5</sup>,  
Risako Sakai<sup>5</sup>, Toshiyuki Tsuchiya<sup>1</sup>, Osamu Tabata<sup>1,5,7</sup>, and Ken-ichiro Kamei<sup>5,8,9,10\*</sup>

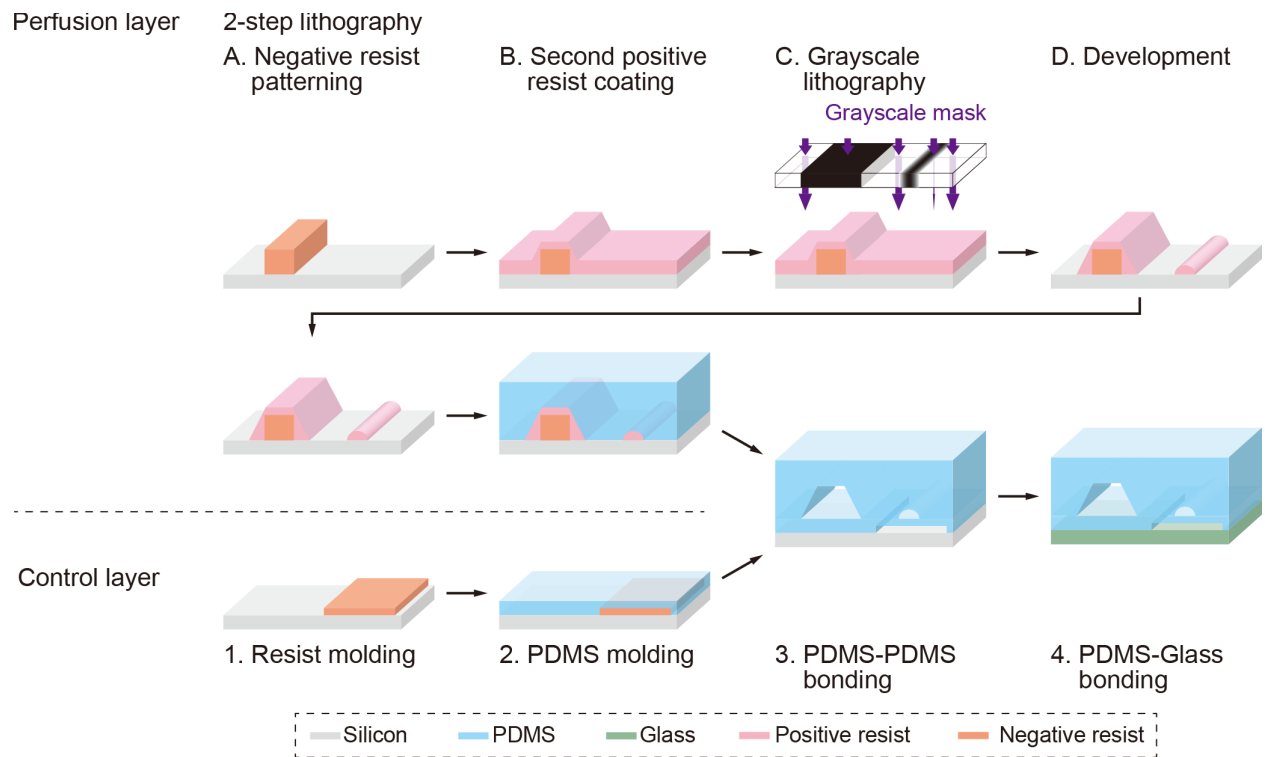

**Supplementary Fig. S1 Fabrication procedure for the iGLC platform.**

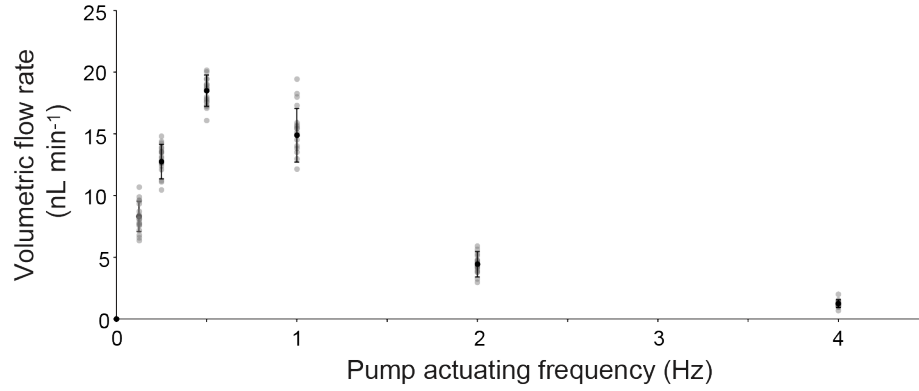

**Supplementary Fig. S2 Flow rates of the cell culture medium in the iGLC platform operated by the integrated micro-pump.**

The flow rates were regulated by the actuation frequency for the sequential opening and closing of a set of three micro-valves acting as a micro-pump. To evaluate the flow rates, micro-beads (4.5  $\mu\text{m}$  in diameter; Polysciences, Inc.) were used to visualize the medium flow and measure the flow distance. Prior to measurements, the microfluidic channel was coated with 1% (w/v) bovine serum albumin (BSA, Sigma-Aldrich) in PBS for 2 h at 25  $^{\circ}\text{C}$  to prevent non-specific adhesion on the channel. Micro-beads were suspended in 1% (w/v) BSA solution at  $1.0 \times 10^6$  beads  $\text{mL}^{-1}$ . Then, 5  $\mu\text{L}$  of bead-containing solution was introduced into the chip. After a stable flow was reached with the pump, the moving distance of the micro-beads were measured. The average flow velocity was half the micro-bead velocity at the center line. The volumetric flow rates were calculated by multiplying the flow velocity with the cross-sectional area of the microfluidic channel. Each dot represents the mean  $\pm$  standard deviation ( $n = 18$ ).

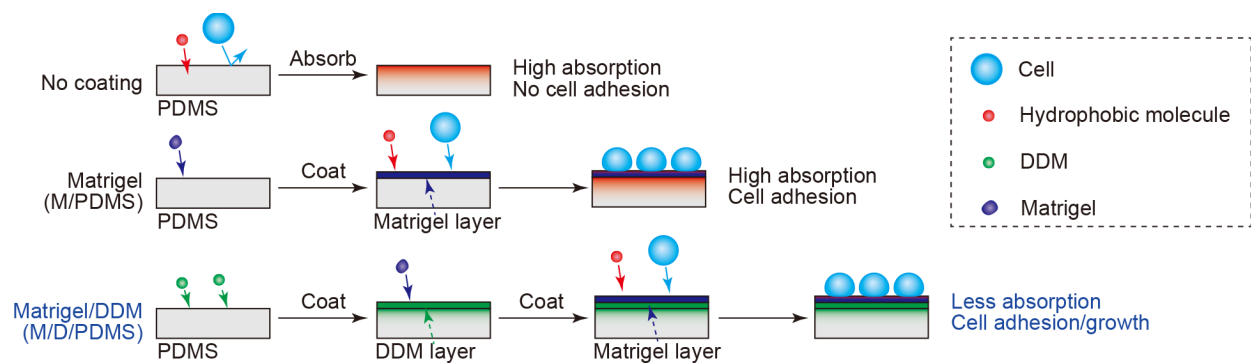

**Supplementary Fig. S3 Schematic for PDMS coating with DDM and Matrigel to respectively prevent absorption of hydrophobic molecules in PDMS and promote cell adhesion and growth on PDMS.**

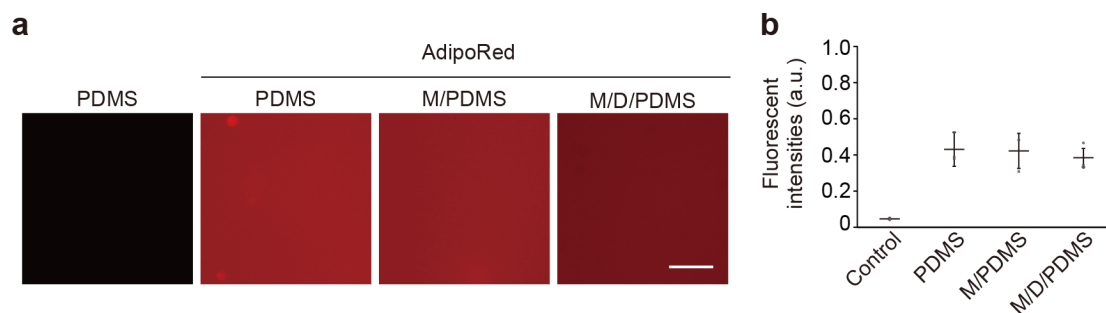

**Supplementary Fig. S4 Absorption of hydrophobic molecules in PDMS.** **a**, Fluorescent micrographs of PDMS coated with Matrigel (M/PDMS), Matrigel and DDM (M/D/PDMS), and PDMS without any coating (PDMS) that were treated with the AdipoRed lipid fluorescent dye. PDMS without any coating or treatment was used as the control. The scale bar represents 100  $\mu\text{m}$ . **b**, Fluorescent intensities of AdipoRed dye absorbed in PDMS based on the microscopic photographs shown in **a**. The bars and error bars represent the mean  $\pm$  standard deviations ( $n = 3$ ).

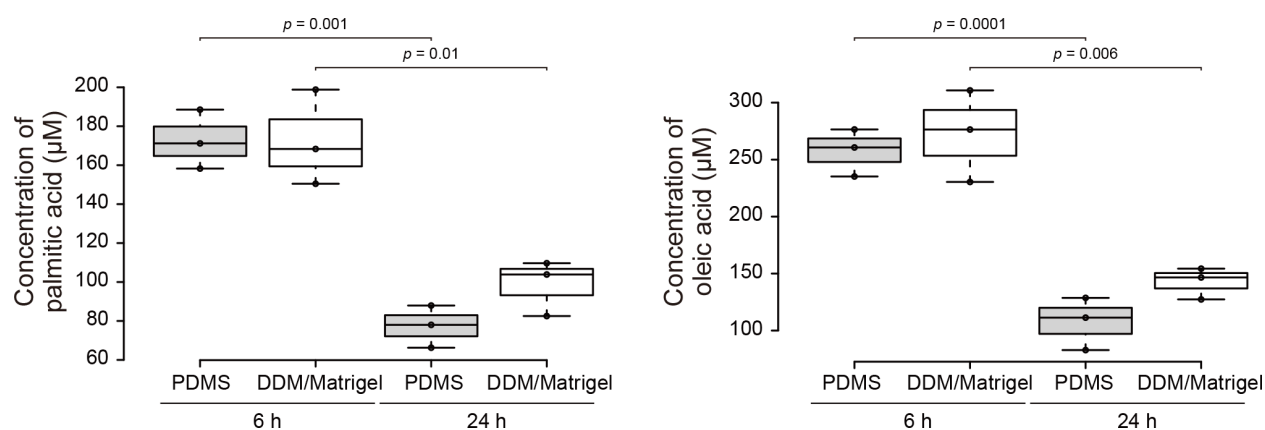

**Supplementary Fig. S5 Lipid absorption in PDMS.** FFA concentrations [left: palmitic acid (initial: 167  $\mu\text{M}$ ); right: oleic acid (initial: 333  $\mu\text{M}$ )] in cell culture media after incubation in PDMS or DDM/Matrigel-coated microfluidic channels for 6 and 24 h. The center lines show the medians. The box limits indicate the 25th and 75th percentiles. The whiskers extend 1.5 times the interquartile range from the maximum and minimum points; data points are plotted as circles.  $p$  values were estimated with Student's  $t$ -test ( $n = 3$ ).

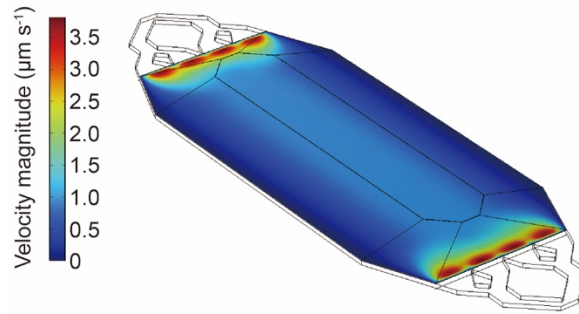

**Supplementary Fig. S6 Simulated flow field profile in the cell culture chamber.** Cell culture chamber flow profile was shown in a 0 to 1  $\mu\text{m s}^{-1}$  flow velocity ranges; the estimated mean fluid shear stress on cells was around  $3.53 \times 10^{-4} \text{ dyne cm}^{-2}$ .

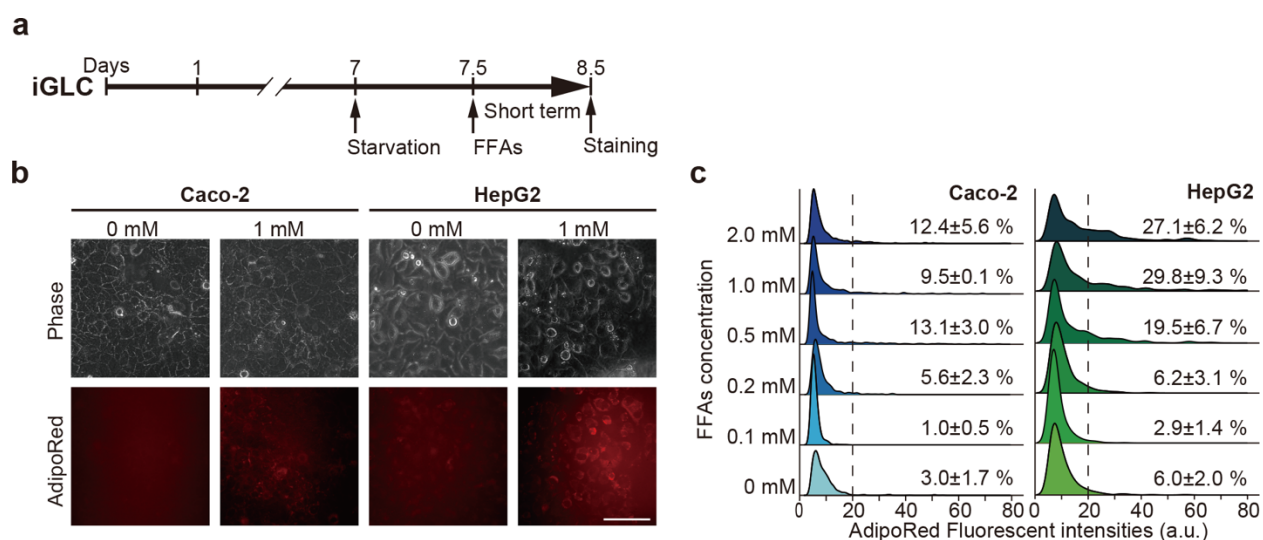

**Supplementary Fig. S7 Evaluation of FFAs accumulation in Caco-2 and HepG2 cells. a,** Experimental procedure to induce NAFLD in an iGLC platform. **b,** Phase contrast and fluorescent micrographs of Caco-2 and HepG2 cells treated with FFAs (0 and 1 mM) stained with AdipoRed lipid fluorescent dye. Scale bars represent 100  $\mu$ m. **c,** Ridgeline plots to evaluate FFA accumulation in individual cells [Caco-2 (*left*) and HepG2 (*right*)] after FFA treatment for 24 h. The *p*-values were estimated with the Tukey–Kramer test and are presented in **Supplementary Tables S3** and **S4** for the Caco-2 and HepG2 cells, respectively. Cells with over 20 of AdipoRed fluorescent intensity were considered as lipid accumulated cells. [The data represent the mean  \$\pm\$  standard deviation \(n=3\).](#)

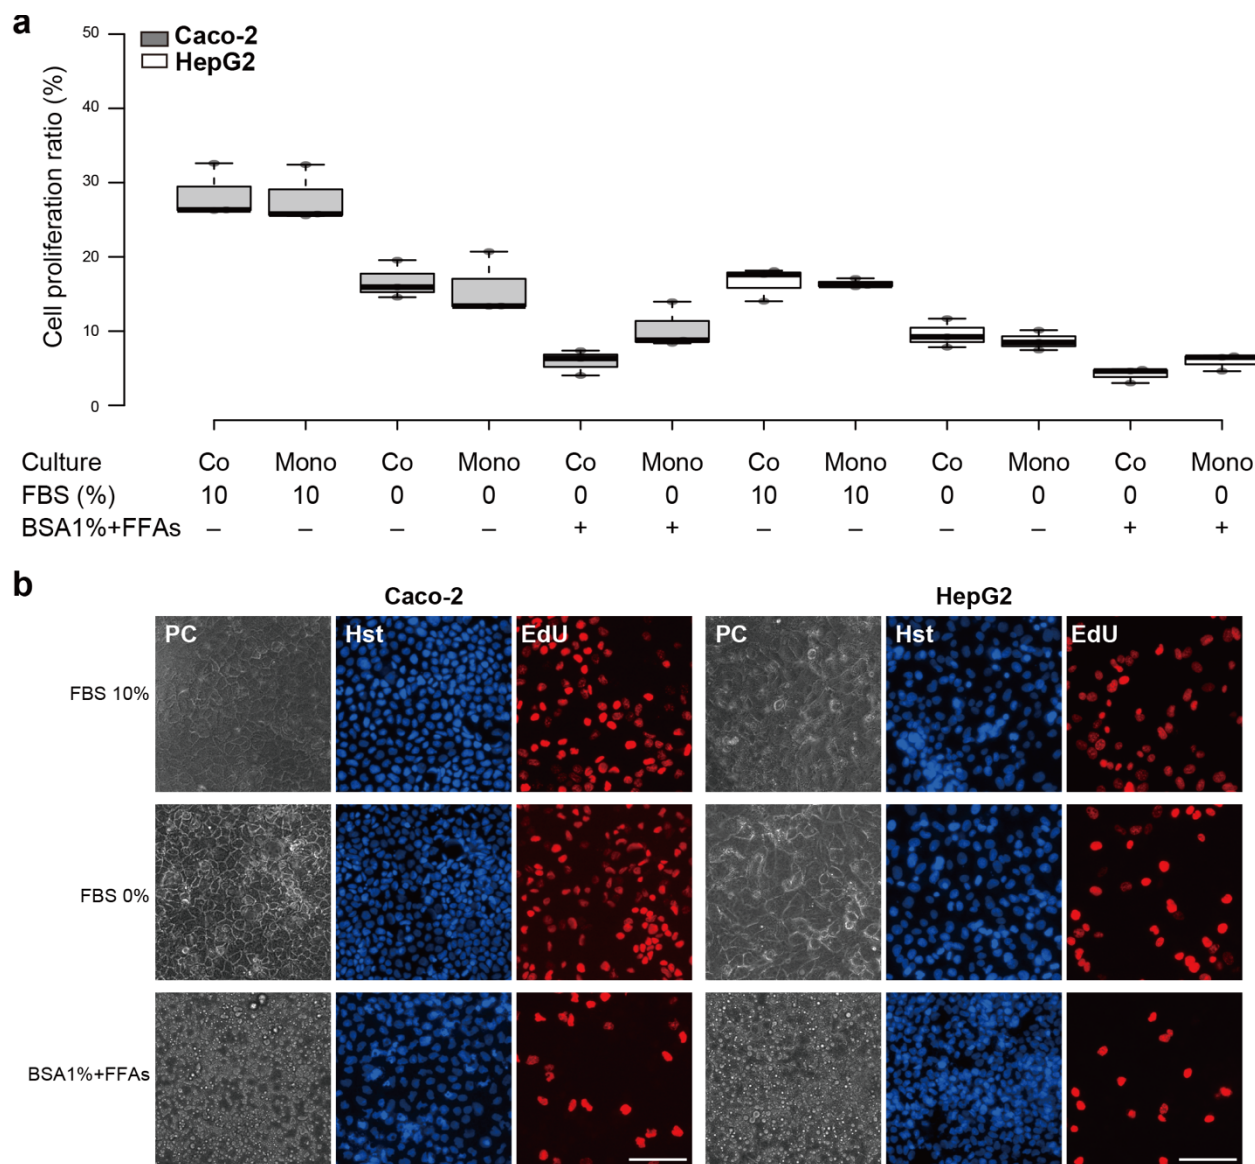

**Supplementary Fig. S8 Evaluation of cell proliferation of Caco-2 and HepG2 cells in iGLC.** **a**, Box plot to evaluate cell proliferation of Caco-2 and HepG2 cells in DMEM cell culture with 10% FBS or 1% BSA (contained with 1 mM free fatty acids; FFAs), under co- or (Co) or mono-culture (Mono) conditions for 7 days. **b**, longer-term maintaining the cell culture of Caco-2 and HepG2 cells. The Caco-2 and HepG2 cells were co-cultured on the chips, and cell morphology was monitored every day. The cell proliferation was tested by Click-iT™ EdU Cell Proliferation Kit. Hst: Hoechst 33342; EdU: EdU Cell kit, Alexa Fluor™ 647 dye. The scale bar represents 100  $\mu$ m. The center lines show the medians. The box limits indicate the 25th and 75th percentiles. The whiskers extend 1.5 times the interquartile range from the maximum and minimum points; data points are plotted as circles ( $n = 3$ ).

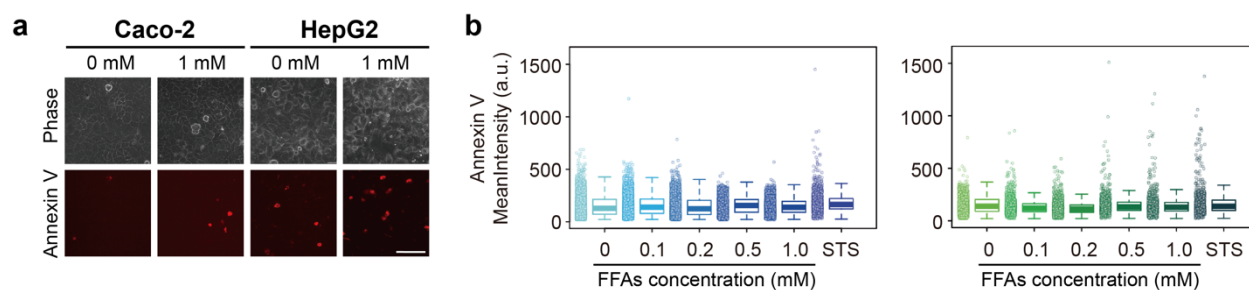

**Supplementary Fig. S9 FFAs treatment for 1 day did not affect apoptotic cellular status. a,** Phase contrast and fluorescent micrographs of Caco-2 and HepG2 cells treated with FFAs (0 and 1 mM) stained with the Annexin V apoptotic cell marker. The scale bars represent 100  $\mu$ m. **b,** Box plots to evaluate individual apoptotic cells [Caco-2 (left) and HepG2 (right)] after FFA treatment for 24 h. For comparison, cells were treated with 1  $\mu$ M of staurosporine (STS) for 24 h. The center lines of the boxplots show the medians. The box limits indicate the 25th and 75th percentiles. The whiskers extend 1.5 times the interquartile range from the 25th and 75th percentiles.

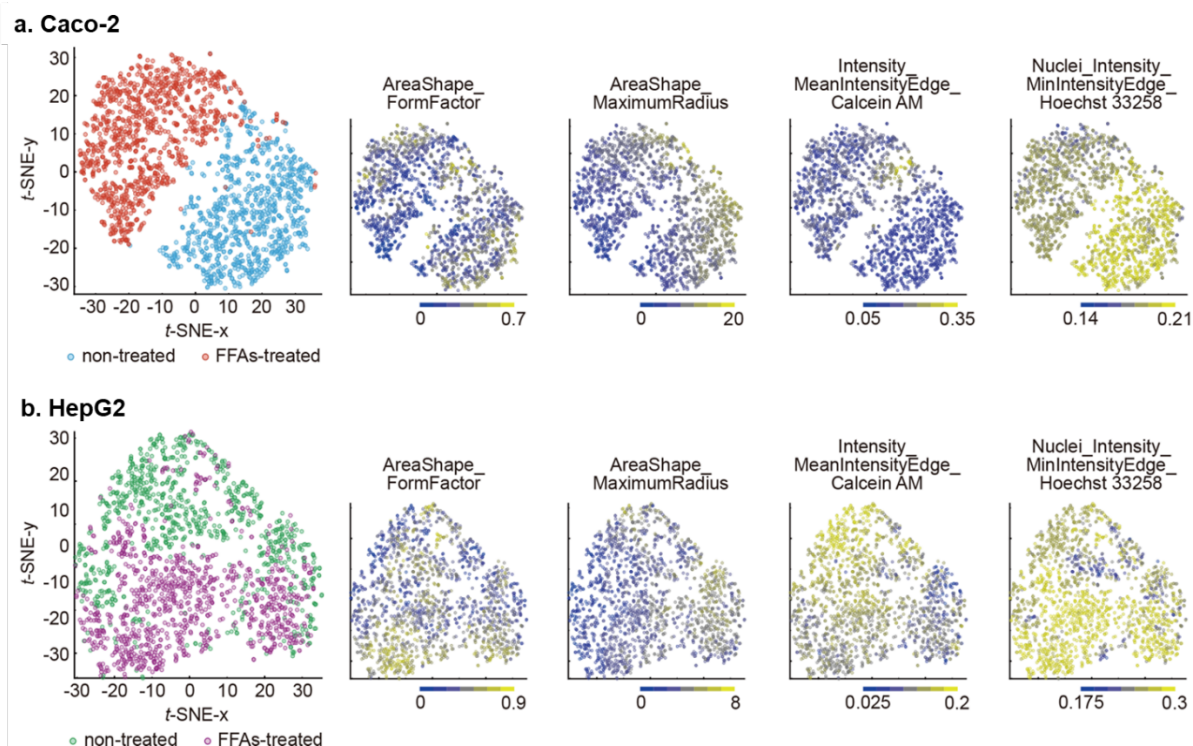

**Supplementary Fig. S10 Single-cell profiling cell viability and t-SNE analyses of the 1-day free fatty acids treatment. a, b,** Two-dimensional t-SNE plots of microscopic single-cell profiling of Caco-2 (c) and HepG2 (d) treated with 1 mM of FFAs or no treatment and stained with Calcein AM cellular and Hoechst 33258 nuclei markers.

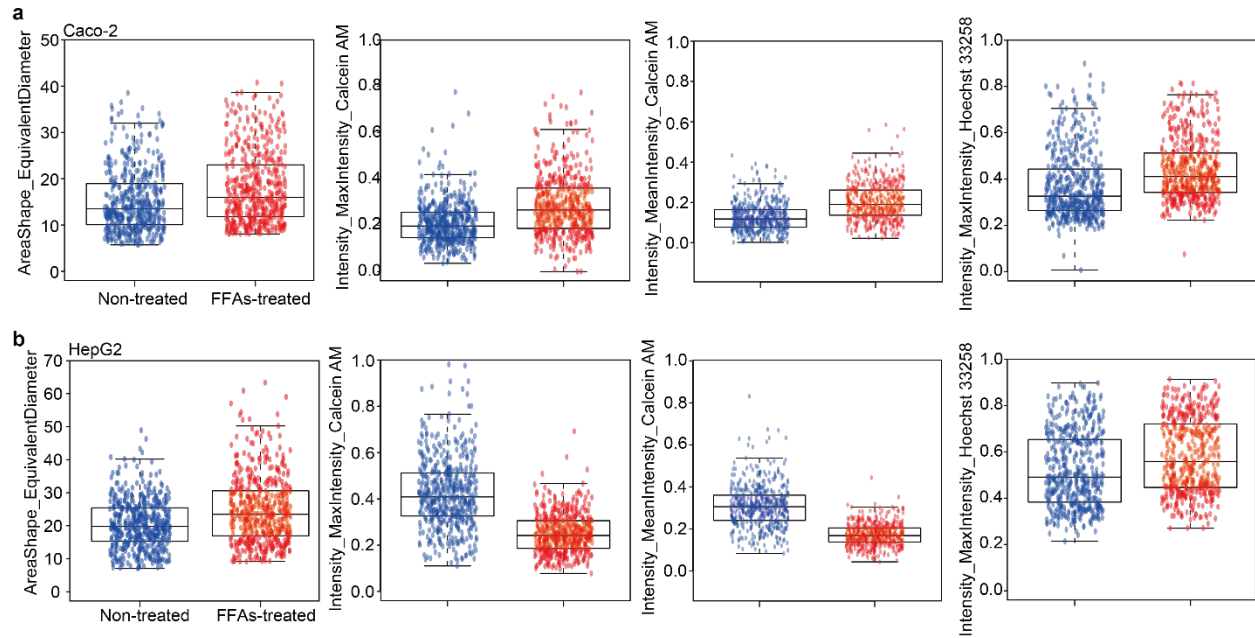

**Supplementary Fig. S11 Boxplots comparing cellular parameters of non-treated and FFAs-treated Caco-2 and HepG2 cells of 7 days FFAs treatment.** The centrelines of the boxplots show the medians. The box limits indicate the 25th and 75th percentiles. The whiskers extend 1.5 times the interquartile range from the 25th and 75th percentiles. *p*-values were estimated with the Tukey-Kramer test and are presented in **Supplementary Table S11 and Table S12**.

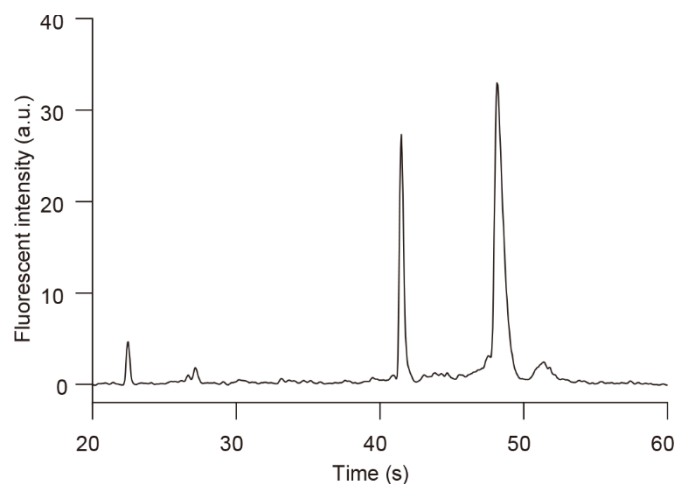

**Supplementary Fig. S12 Typical electropherogram of total RNA obtained from Caco-2 cells cultured on a chip with Agilent 2100 Bioanalyzer.** The electropherogram shows that 18S and 28S ribosomal RNA (rRNA) bands were clearly detected without smeared bands, and the RNA integrity number (RIN), which is used to standardize RNA quality control, was over 7.0. This result indicates that the total RNA harvested from the chip was sufficient to be applied to RNA sequencing.

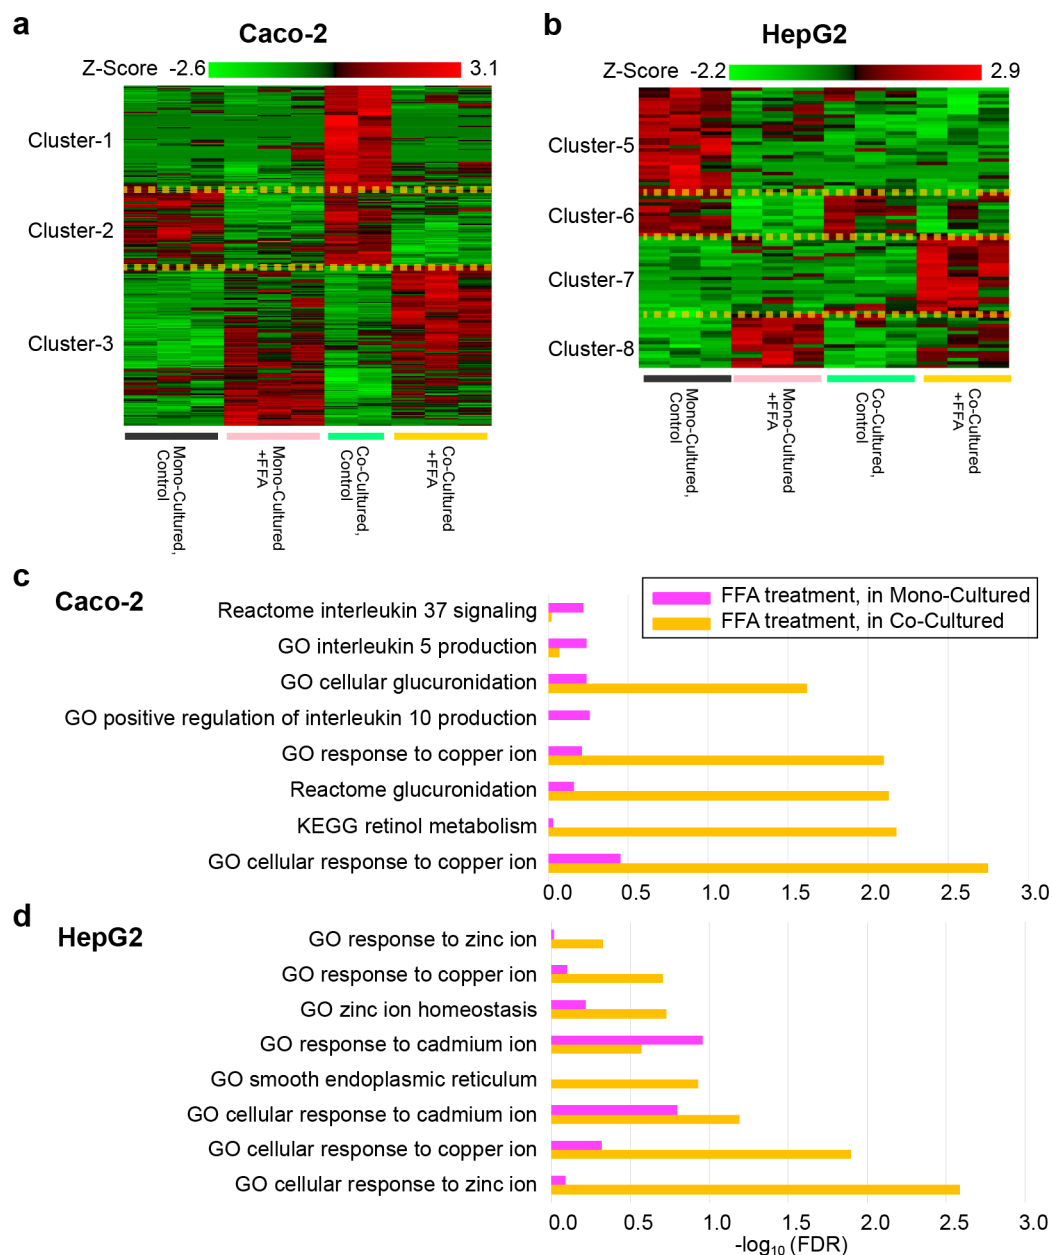

**Supplementary Fig. S13 Gene expressions of the effects of FFA treatment for 1 day and crosstalk with the *in vitro* human GLA model.** **a, b,** Heat maps for the DEGs obtained from the 1-day FFAs-treated Caco-2 (**a**) and HepG2 (**b**) experimental sets. Z-values of the expression profiles are shown. **c, d,** Bar charts showing gene enrichment related to certain GO terms and pathways for FFA-treated Caco-2 (**c**) and HepG2 (**d**) cells under mono- and co-cultured conditions.

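For each gene above 0 TPM in at least 1 library of a cell line, log2(TPM + 1) was compared among the 4 groups of the 1-day treatment by a one-way analysis of variance. In Caco-2 cells, 1296 of 31100 genes had an unadjusted p under 0.05, where an equal spread of p gives 1555. Of them, 957 also differed by at least 0.263 in mean log2(TPM + 1) between a pair of groups. In HepG2 cells, 1310 of 29942 genes had an unadjusted p under 0.05, where an equal spread gives 1497.1, and 1066 met both criteria. An equal spread is not the number by chance here, since a gene above 0 TPM in only 1 library cannot fall under 0.05. Its p depends on the group sizes alone. The fullest bins of p were 0.5 to 0.55 in Caco-2 cells, with 4671 genes, and 0.4 to 0.45 in HepG2 cells, with 5186. Low values enter the lists of 957 and 1066 genes, since 253 of the genes in Caco-2 cells and 198 in HepG2 cells had a mean under 1 TPM in every group. Benjamini-Hochberg adjustment was the alternative that moved the counts most and left 9 genes in Caco-2 cells and 1 in HepG2 cells. That gene, AC000032.1, was under 1 TPM in mono-cultured control cells and listed at 0 TPM in the other HepG2 libraries, and was chosen after its values were seen. With the replicate number as a replicate block, 1374 and 1661 genes met the criteria, 647 and 856 of them shared with the lists without the block. Among genes with a mean of at least 1 TPM in at least 1 group, 848 in Caco-2 cells and 959 in HepG2 cells had an unadjusted p under 0.05, against 754.05 and 712.75 by chance. Of the 957 genes in Caco-2 cells, 211 were higher and 76 lower by at least 0.263 with FFAs in mono-culture, and 174 higher and 216 lower with FFAs in co-culture. Co-culture without FFAs had 407 of them higher and 125 lower. Of the 1066 genes in HepG2 cells, 173 were higher and 155 lower with FFAs in mono-culture, 227 higher and 96 lower with FFAs in co-culture, and 257 higher and 456 lower in co-culture without FFAs. Tested gene by gene with limma, FFAs in mono-culture changed 0 genes at an adjusted p under 0.05 in either line, with 393 genes in Caco-2 cells and 319 in HepG2 cells at an unadjusted p under 0.05. FFAs in co-culture changed 3 genes in Caco-2 cells, all lower, with 427 genes at an unadjusted p under 0.05, and 0 in HepG2 cells, with 263. Without the filter on TPM, the alternative that moved the co-culture count of Caco-2 cells most, it was 11. The 3 genes were AC092960.2 (ENSG00000253092, chromosome 3 of GRCh38, 183452567 to 183452764), AC125238.1 (ENSG00000233031, chromosome 2, 203672175 to 203672423) and AC018797.1 (ENSG00000224207, chromosome 4, 102734358 to 102734612). AC092960.2 had 21.8 and 6.31 TPM in the 2 co-cultured control replicates (limma adjusted p = 0.00647), AC125238.1 had 4.56 and 4.02 TPM (limma adjusted p = 0.00539) and AC018797.1 had 4.00 and 2.36 TPM (limma adjusted p = 0.0284). All 3 were listed at 0 TPM in the 21 other libraries of both lines. With a pseudocount of 0.1 in place of 1, none of the 3 had an adjusted p under 0.05, and the values were 0.143, 0.794 and 1. With the replicate block, FFAs in co-culture again changed 3 genes in Caco-2 cells, but 1 higher and 2 lower, with 2 shared with the fit without the block, and the adjusted p of AC018797.1 was 0.110. The difference between the FFAs effects in co- and mono-culture passed for 0 genes in either line, with 292 genes in Caco-2 cells and 166 in HepG2 cells at an unadjusted p under 0.05. All of these unadjusted counts for FFAs are below chance, and with the replicate block they were higher. In Caco-2 cells the block gave 578 genes for FFAs in mono-culture, 1464 in co-culture and 852 for the difference between the FFAs effects, and in HepG2 cells 769, 568 and 370, so that 3 of the 6 counts passed the number by chance.

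**Figure D5:**
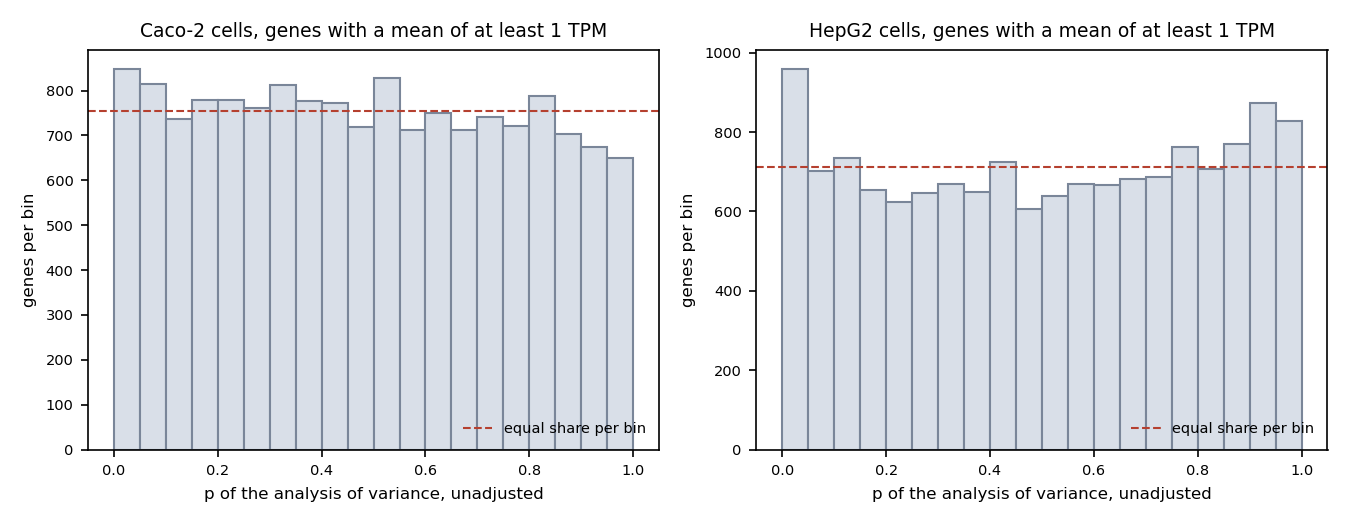
Number of genes per bin of the unadjusted p of the analysis of variance, in Caco-2 cells (left) and HepG2 cells (right), for genes with a mean of at least 1 TPM in at least 1 group. The dashed line is an equal share per bin, 754.05 and 712.75 genes; the lowest bin holds 848 and 959 genes.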

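The gene sets behind the GO terms are not analysed here, and gene families were used in their place, metallothioneins for metal ions, UDP-glucuronosyltransferases (UGT) for glucuronidation and ABC transporters. Protein-coding genes were ranked by their log2 fold change with FFAs, 12510 in Caco-2 cells and 11869 in HepG2 cells, and tested with fgsea 1.28.0, 12 tests in all. Its p comes from permuting genes, which are not independent replicates, and describes these libraries only. In co-cultured Caco-2 cells, the normalized enrichment score was 1.636 for metallothioneins (fgsea adjusted p = 0.0152, all 4 genes higher) and 1.783 for UGT genes (fgsea adjusted p = 0.0126, 7 of 7 genes higher). In mono-cultured Caco-2 cells, the scores were 1.259 for metallothioneins (fgsea adjusted p = 0.234, 3 of 4 genes higher) and 1.697 for UGT genes (fgsea adjusted p = 0.0152, 4 of 7 genes higher). The median UGT log2 fold change stood at percentile 99.9 of random gene lists matched on expression in co-culture and at percentile 39.62 in mono-culture. The UGT score in mono-culture fell to 1.367 with a pseudocount of 0.1 and to 1.428 after quantile normalization (fgsea adjusted p = 0.216 and 0.177). Leaving out single libraries moved the scores most, that of metallothioneins in mono-culture to between -1.841 and 1.519. ABC transporters scored -0.9321 in mono-culture and -0.7949 in co-culture (fgsea adjusted p = 0.61 and 0.78). Per library, the UGT mean of log2(TPM + 1) in co-cultured Caco-2 cells was 2.11 ± 0.46 (SD, n = 3) with FFAs and 1.60 ± 0.096 (SD, n = 2) without, a log2 fold change of 0.51 (two-sided exact permutation test, p = 0.3). In mono-culture it was 1.52 ± 0.20 (SD, n = 3) and 1.38 ± 0.12 (SD, n = 3), a log2 fold change of 0.15 (two-sided exact permutation test, p = 0.3). In co-culture, leaving out single libraries moved the UGT log2 fold change to between 0.35 and 0.78. UGT2A3 (ENSG00000135220, chromosome 4 of GRCh38, 68928463 to 68951804) rose in co-culture from 5.23 ± 0.311 TPM (SD, n = 2) to 13.8 ± 8.76 TPM (SD, n = 3), a log2 fold change of 1.02 (SE 0.50, limma adjusted p = 1). Its FFAs-treated replicate 3 had 4.56 TPM, below both controls at 5.01 and 5.45 TPM. With single libraries left out, the UGT2A3 log2 fold change ran from 0.60 to 1.62. UGT1A6 (ENSG00000167165, chromosome 2, 233691607 to 233773300), whose annotated region contains the exons shared by the UGT1A genes, had 4.77 ± 1.54 TPM (SD, n = 3) with FFAs and a log2 fold change of 0.83 (SE 0.34, limma adjusted p = 1). In HepG2 cells, 7 metallothionein genes had a mean of at least 1 TPM in at least 1 group. Their mean log2(TPM + 1) in co-culture was 6.08 ± 0.11 (SD, n = 3) with FFAs and 5.44 ± 0.45 (SD, n = 3) without, a log2 fold change of 0.64 (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). In all, 6 of 7 genes were higher, and each FFAs-treated replicate was above all controls. Leaving out single libraries moved it most, to between 0.41 and 0.86. In mono-culture it was 5.93 ± 0.38 (SD, n = 3) and 5.69 ± 0.58 (SD, n = 3), a log2 fold change of 0.24 (two-sided exact permutation test, p = 0.7). The effects in the 2 cultures differed by 0.40 (permutation of the treatment labels within each culture, p = 0.465). The enrichment score was 1.912 in co-culture (fgsea adjusted p = 0.00448, and 0.101 with a pseudocount of 0.1) and 1.539 in mono-culture (fgsea adjusted p = 0.0952, 5 of 7 genes higher). MT1F in HepG2 cells rose in co-culture from 38.3 ± 7.29 TPM (SD, n = 3) to 90.6 ± 21.7 TPM (SD, n = 3), a log2 fold change of 1.21 (SE 0.32, limma adjusted p = 1). It had 75.5 ± 30.8 TPM (SD, n = 3) in mono-cultured control cells. MT1G rose from 146.5 ± 20.2 TPM (SD, n = 3) to 274 ± 121 TPM (SD, n = 3), a log2 fold change of 0.83 (SE 0.37, limma adjusted p = 1). From the enriched copper ion terms in Caco-2 cells, the paper proposes in its Discussion that FFAs for 1 day initiated DNA damage through the response of the cells to copper ions, beside Annexin V staining (Supplementary Fig. S9) that showed no change in apoptotic status.

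**Figure D6:**
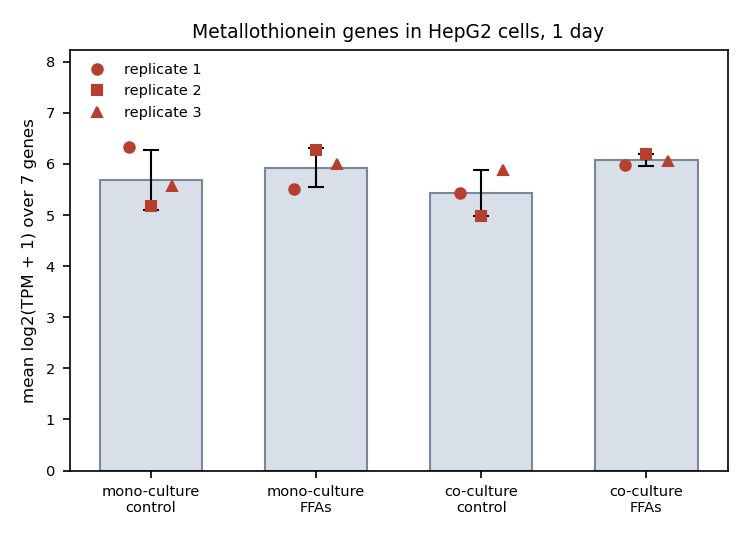
Mean log2(TPM + 1) of 7 metallothionein genes in HepG2 cells after 1 day, by culture and treatment. Bars are group means, error bars are SD, and points are replicates; in co-culture the group means are 6.08 with FFAs and 5.44 without.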

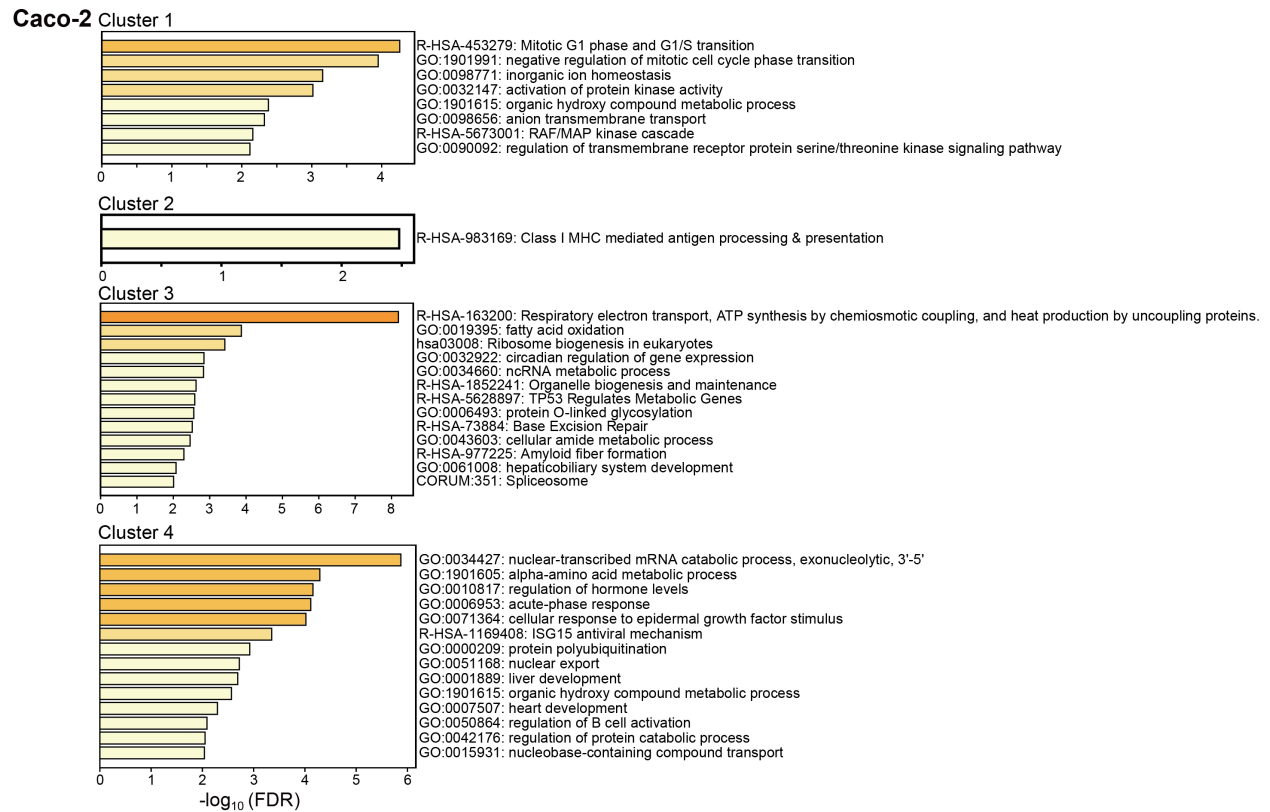

**Supplementary Fig. S14 Gene-ontology (GO) terms of Clusters 1 to 4 for Caco-2 cells**

## Caco-2 Cluster 5

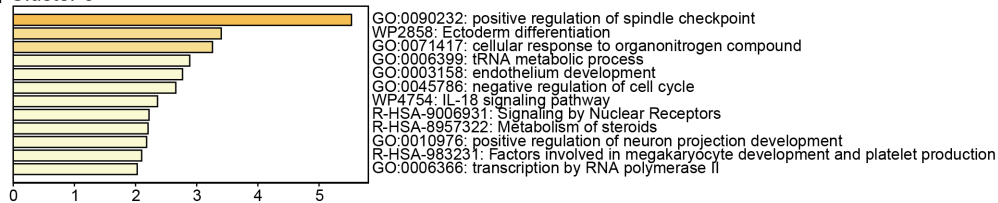

## Cluster 6

## Cluster 7

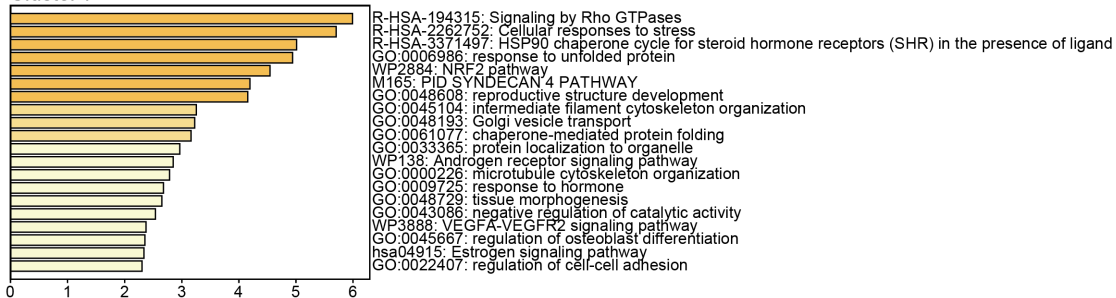

## Cluster 8

## Cluster 9

## Cluster 10

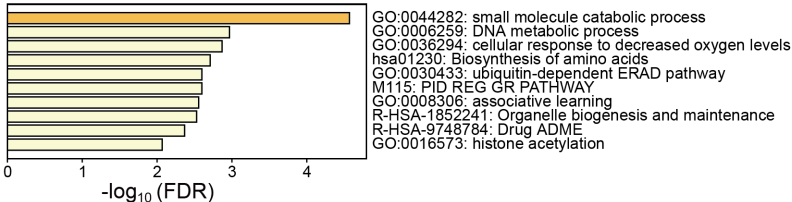

**Supplementary Fig. S15 Gene-ontology (GO) terms of Clusters 5 to 10 for Caco-2 cells**

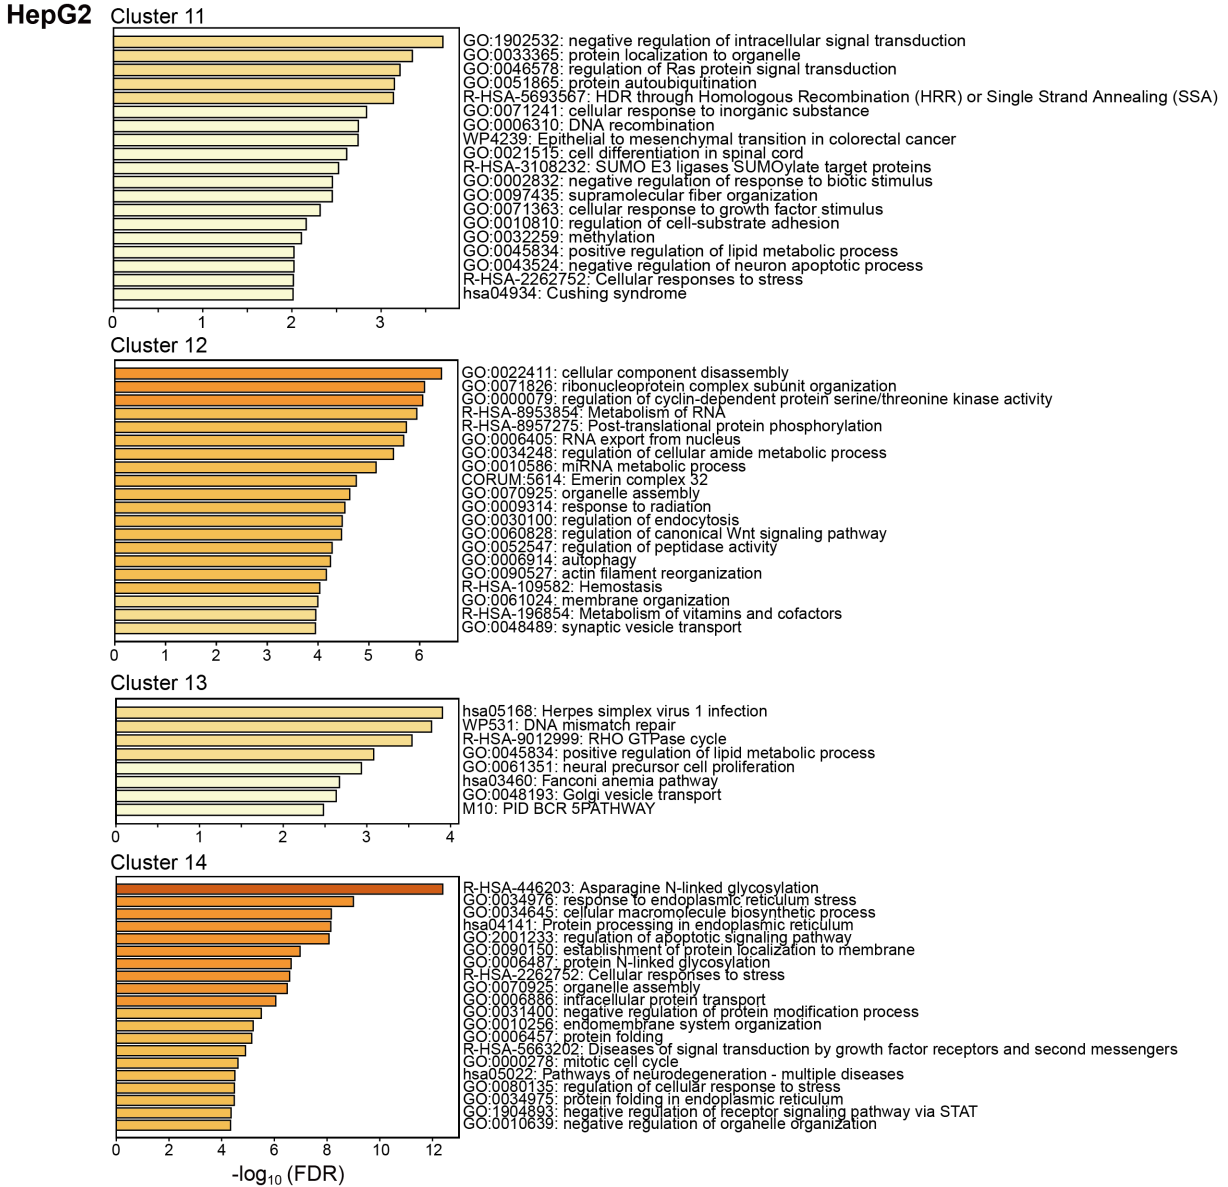

**Supplementary Fig. S16 Gene-ontology (GO) terms of Clusters 11 to 14 for HepG2 cells**

## HepG2 Cluster 15

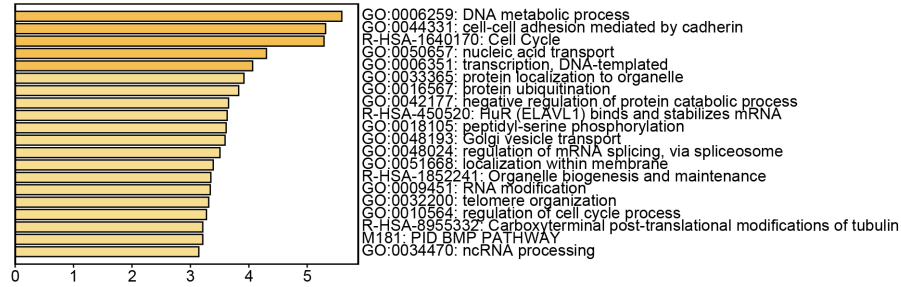

## Cluster 16

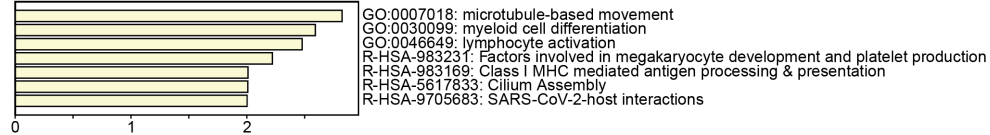

## Cluster 17

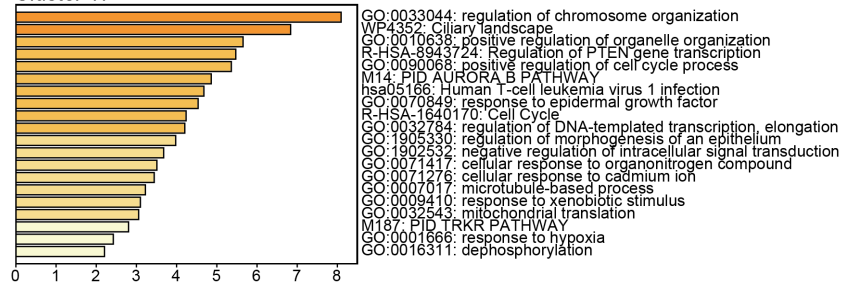

## Cluster 18

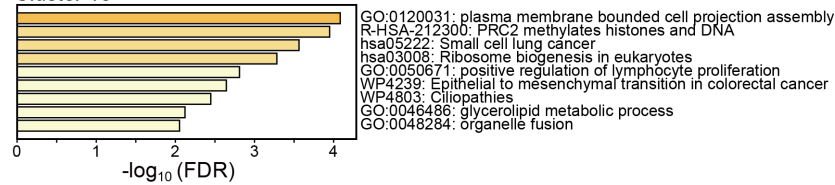

**Supplementary Fig. S17 Gene-ontology (GO) terms of Clusters 15 to 18 for HepG2 cells**

**Supplementary Table S1 *p*-values by Tukey-Kramer test for single-cell profiling for viability staining in Caco-2 cells visualized by Calcein AM.**

| <b>Sample A</b> | <b>Sample B</b> | <b>Lower</b> | <b>Upper</b> | <b><i>p</i> value</b> |
|-----------------|-----------------|--------------|--------------|-----------------------|
| C:H CF          | C: C CF         | -6.112719475 | 0.385090584  | 0.097                 |
| C:H CF          | C: C S          | -45.33705147 | -40.09039401 | 0                     |
| C: C CF         | C: C S          | -42.47323702 | -37.22657956 | 0                     |

C: Caco-2; H: HepG2

S: Static condition; CF: Circulated flow

**Supplementary Table S2 *p*-values by Tukey-Kramer test for single-cell profiling for viability staining in HepG2 cells visualized by Calcein AM.**

| <b>Sample A</b> | <b>Sample B</b> | <b>Lower</b> | <b>Upper</b> | <b><i>p</i> value</b> |
|-----------------|-----------------|--------------|--------------|-----------------------|
| C:H CF          | C: C CF         | -9.751347416 | 5.209697104  | 0.757                 |
| C:H CF          | C: C S          | -7.954678346 | 7.010102229  | 0.988                 |
| C: C CF         | C: C S          | -5.680112927 | 9.277187123  | 0.839                 |

C: Caco-2; H: HepG2

S: Static condition; CF: Circulated flow

**Supplementary Table S3 *p*-values by Tukey-Kramer test for single-cell profiling of FFAs accumulation in Caco-2 cells for 1-day treatment visualized by AdipoRed staining**

| <b>Sample A</b> | <b>Sample B</b> | <b>Lower</b> | <b>Upper</b> | <b><i>p</i> value</b> |
|-----------------|-----------------|--------------|--------------|-----------------------|
| 0.1 mM          | 0.2 mM          | 0.223113     | 4.250708     | 0.0193                |
| 0.1 mM          | 0.5 mM          | 3.169775     | 7.19737      | 8.99E-09              |
| 0.1 mM          | 0 mM            | 0.185112     | 4.212706     | 0.0229                |
| 0.1 mM          | 1.0 mM          | 1.250067     | 5.277662     | 5.79E-05              |
| 0.1 mM          | 2.0 mM          | 2.544007     | 6.571602     | 1.08E-08              |
| 0.2 mM          | 0.5 mM          | 0.932865     | 4.960459     | 0.000443              |
| 0.2 mM          | 0 mM            | -2.0518      | 1.975796     | 1                     |
| 0.2 mM          | 1.0 mM          | -0.98684     | 3.040751     | 0.694                 |
| 0.2 mM          | 2.0 mM          | 0.307096     | 4.334691     | 0.0131                |
| 0.5 mM          | 0 mM            | -4.99846     | -0.97087     | 0.000351              |
| 0.5 mM          | 1.0 mM          | -3.93351     | 0.094089     | 0.0719                |
| 0.5 mM          | 2.0 mM          | -2.63957     | 1.388029     | 0.95                  |
| 0 mM            | 1.0 mM          | -0.94884     | 3.078753     | 0.659                 |
| 0 mM            | 2.0 mM          | 0.345098     | 4.372693     | 0.0109                |
| 1.0 mM          | 2.0 mM          | -0.71986     | 3.307737     | 0.445                 |

**Supplementary Table S4 *p*-values by Tukey-Kramer test for single-cell profiling of FFAs accumulation in HepG2 cells for 1-day treatment visualized by AdipoRed staining**

| <b>Sample A</b> | <b>Sample B</b> | <b>Lower</b> | <b>Upper</b> | <b><i>p</i> value</b> |
|-----------------|-----------------|--------------|--------------|-----------------------|
| 0.1 mM          | 0.2 mM          | -0.15943     | 4.633305     | 0.0834                |
| 0.1 mM          | 0.5 mM          | 3.120136     | 7.912872     | 0                     |
| 0.1 mM          | 0 mM            | -1.11966     | 3.673077     | 0.652                 |
| 0.1 mM          | 1 mM            | 8.310987     | 13.10372     | 0                     |
| 0.1 mM          | 2 mM            | 5.696866     | 10.4896      | 0                     |
| 0.2 mM          | 0.5 mM          | 0.883199     | 5.675935     | 0.00136               |
| 0.2 mM          | 0 mM            | -3.3566      | 1.436141     | 0.863                 |
| 0.2 mM          | 1 mM            | 6.07405      | 10.86679     | 0                     |
| 0.2 mM          | 2 mM            | 3.459929     | 8.252665     | 0                     |
| 0.5 mM          | 0 mM            | -6.63616     | -1.84343     | 7.14E-06              |
| 0.5 mM          | 1 mM            | 2.794483     | 7.587219     | 9.94E-09              |
| 0.5 mM          | 2 mM            | 0.180361     | 4.973097     | 0.0266                |
| 0 mM            | 1 mM            | 7.034278     | 11.82701     | 0                     |
| 0 mM            | 2 mM            | 4.420156     | 9.212892     | 0                     |
| 1 mM            | 2 mM            | -5.01049     | -0.21775     | 0.0232                |

**Supplementary Table S5 *p*-values by Tukey-Kramer test for single-cell profiling of 7 days FFAs accumulation in Caco-2 cells visualized by AdipoRed staining**

| <b>Sample A</b> | <b>Sample B</b> | <b>Lower</b> | <b>Upper</b> | <b><i>p</i> value</b> |
|-----------------|-----------------|--------------|--------------|-----------------------|
| 0 mM-co         | 0 mM-mono       | -1.29137     | 0.194586     | 0.23                  |
| 0 mM-co         | 1 mM-co         | 5.379399     | 6.865359     | 2.41E-11              |
| 0 mM-co         | 1 mM-mono       | 6.835213     | 8.321173     | 2.41E-11              |
| 0 mM-mono       | 1 mM-co         | 5.927792     | 7.413752     | 2.41E-11              |
| 0 mM-mono       | 1 mM-mono       | 7.383607     | 8.869567     | 2.41E-11              |
| 1 mM-co         | 1 mM-mono       | 0.712835     | 2.198795     | 2.92E-06              |

**Supplementary Table S6 *p*-values by Tukey-Kramer test for single-cell profiling of 7 days FFAs accumulation in HepG2 cells visualized by AdipoRed staining**

| <b>Sample A</b> | <b>Sample B</b> | <b>Lower</b> | <b>Upper</b> | <b><i>p</i> value</b> |
|-----------------|-----------------|--------------|--------------|-----------------------|
| 0 mM-co         | 0 mM-mono       | -1.20778     | 0.646492     | 0.865                 |
| 0 mM-co         | 1 mM-co         | 4.899882     | 6.754151     | 2.41E-11              |
| 0 mM-co         | 1 mM-mono       | 2.047212     | 3.90148      | 2.41E-11              |
| 0 mM-mono       | 1 mM-co         | 5.180524     | 7.034793     | 2.41E-11              |
| 0 mM-mono       | 1 mM-mono       | 2.327854     | 4.182122     | 2.41E-11              |
| 1 mM-co         | 1 mM-mono       | -3.7798      | -1.92554     | 2.42E-11              |

**Supplementary Table S7 *p*-values by Tukey-Kramer test for single-cell profiling of apoptotic cells in 7-days FFAs-treated Caco-2 cells visualized by Annexin V staining**

| <b>Sample A</b> | <b>Sample B</b> | <b>Lower</b> | <b>Upper</b> | <b><i>p</i> value</b> |
|-----------------|-----------------|--------------|--------------|-----------------------|
| 0 mM-Co         | 0 mM-Mono       | -0.03047     | -0.01876     | 0                     |
| 0 mM-Co         | 1 mM-Co         | -0.01207     | -0.00036     | 0.031                 |
| 0 mM-Co         | 1 mM-Mono       | 0.054332     | 0.066037     | 0                     |
| 0 mM-Co         | STS             | 0.000587     | 0.012293     | 0.0226                |
| 0 mM-Mono       | 1 mM-Co         | 0.012549     | 0.024254     | 0                     |
| 0 mM-Mono       | 1 mM-Mono       | 0.078947     | 0.090653     | 0                     |
| 0 mM-Mono       | STS             | 0.025203     | 0.036908     | 0                     |
| 1 mM-Co         | 1 mM-Mono       | 0.060546     | 0.072251     | 0                     |
| 1 mM-Co         | STS             | 0.006801     | 0.018507     | 2.13E-08              |
| 1 mM-Mono       | STS             | -0.0596      | -0.04789     | 0                     |

**Supplementary Table S8 *p*-values by Tukey-Kramer test for single-cell profiling of apoptotic cells in 7-days FFAs-treated HepG2 cells visualized by Annexin V staining**

| <b>Sample A</b> | <b>Sample B</b> | <b>Lower</b> | <b>Upper</b> | <b><i>p</i> value</b> |
|-----------------|-----------------|--------------|--------------|-----------------------|
| 0 mM-Co         | 0 mM-Mono       | -0.004368062 | 0.012056966  | 0.705                 |
| 0 mM-Co         | 1 mM-Co         | -0.002436683 | 0.013988345  | 0.307                 |
| 0 mM-Co         | 1 mM-Mono       | 0.095574898  | 0.111999926  | 0                     |
| 0 mM-Co         | STS             | 0.019753004  | 0.036178032  | 0                     |
| 0 mM-Mono       | 1 mM-Co         | -0.006281135 | 0.010143893  | 0.968                 |
| 0 mM-Mono       | 1 mM-Mono       | 0.091730446  | 0.108155474  | 0                     |
| 0 mM-Mono       | STS             | 0.015908552  | 0.03233358   | 0                     |
| 1 mM-Co         | 1 mM-Mono       | 0.089799067  | 0.106224095  | 0                     |
| 1 mM-Co         | STS             | 0.013977173  | 0.030402201  | 0                     |
| 1 mM-Mono       | STS             | -0.084034408 | -0.06760938  | 0                     |

**Supplementary Table S9 *p*-values by Tukey-Kramer test for single-cell profiling of albumin expression in 7-days FFAs-treated HepG2 cells visualized by albumin staining**

| <b>Sample A</b> | <b>Sample B</b> | <b>Lower</b> | <b>Upper</b> | <b><i>p</i> value</b> |
|-----------------|-----------------|--------------|--------------|-----------------------|
| 0 mM-Co         | 0 mM-Mono       | -14.3585     | -8.82408     | 0                     |
| 0 mM-Co         | 1 mM-Co         | -2.47111     | 3.06336      | 0.993                 |
| 0 mM-Co         | 1 mM-Mono       | -9.963       | -4.42854     | 0                     |
| 0 mM-Mono       | 1 mM-Co         | 9.120202     | 14.65467     | 0                     |
| 0 mM-Mono       | 1 mM-Mono       | 1.628305     | 7.162773     | 0.000263              |
| 1 mM-Co         | 1 mM-Mono       | -10.2591     | -4.72466     | 0                     |

**Supplementary Table S10 68 types of Cellular parameters for quantitative cellular phenotype analysis with Calcein AM and Hoechst 33258 staining**

---

AreaShape\_Area  
AreaShape\_BoundingBoxArea  
AreaShape\_BoundingBoxMaximum\_X  
AreaShape\_BoundingBoxMaximum\_Y  
AreaShape\_BoundingBoxMinimum\_X  
AreaShape\_BoundingBoxMinimum\_Y  
AreaShape\_Center\_X  
AreaShape\_Center\_Y  
AreaShape\_Compactness  
AreaShape\_Eccentricity  
AreaShape\_EquivalentDiameter  
AreaShape\_Extent  
AreaShape\_FormFactor  
AreaShape\_MajorAxisLength  
AreaShape\_MaxFeretDiameter  
AreaShape\_MaximumRadius  
AreaShape\_MeanRadius  
AreaShape\_MedianRadius  
AreaShape\_MinFeretDiameter  
AreaShape\_MinorAxisLength  
AreaShape\_Orientation  
AreaShape\_Perimeter  
AreaShape\_Solidity  
Intensity\_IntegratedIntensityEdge\_Hoechst 33258  
Intensity\_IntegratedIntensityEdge\_Calcein AM  
Intensity\_IntegratedIntensity\_Hoechst 33258  
Intensity\_IntegratedIntensity\_Calcein AM  
Intensity\_LowerQuartileIntensity\_Hoechst 33258  
Intensity\_LowerQuartileIntensity\_Calcein AM  
Intensity\_MADIntensity\_Hoechst 33258  
Intensity\_MADIntensity\_Calcein AM  
Intensity\_MassDisplacement\_Hoechst 33258  
Intensity\_MassDisplacement\_Calcein AM  
Intensity\_MaxIntensityEdge\_Hoechst 33258  
Intensity\_MaxIntensityEdge\_Calcein AM  
Intensity\_MaxIntensity\_Hoechst 33258  
Intensity\_MaxIntensity\_Calcein AM

Intensity\_MeanIntensityEdge\_Hoechst 33258  
Intensity\_MeanIntensityEdge\_Calcein AM  
Intensity\_MeanIntensity\_Hoechst 33258  
Intensity\_MeanIntensity\_Calcein AM  
Intensity\_MedianIntensity\_Hoechst 33258  
Intensity\_MedianIntensity\_Calcein AM  
Intensity\_MinIntensityEdge\_Hoechst 33258  
Intensity\_MinIntensityEdge\_Calcein AM  
Intensity\_MinIntensity\_Hoechst 33258  
Intensity\_MinIntensity\_Calcein AM  
Intensity\_StdIntensityEdge\_Hoechst 33258  
Intensity\_StdIntensityEdge\_Calcein AM  
Intensity\_StdIntensity\_Hoechst 33258  
Intensity\_StdIntensity\_Calcein AM  
Intensity\_UpperQuartileIntensity\_Hoechst 33258  
Intensity\_UpperQuartileIntensity\_Calcein AM  
NucleiAreaShape\_Area  
NucleiAreaShape\_Compactness  
NucleiAreaShape\_Eccentricity  
NucleiAreaShape\_EulerNumber  
NucleiAreaShape\_Extent  
NucleiAreaShape\_FormFactor  
NucleiAreaShape\_MajorAxisLength  
NucleiAreaShape\_MaxFeretDiameter  
NucleiAreaShape\_MaximumRadius  
NucleiAreaShape\_MeanRadius  
NucleiAreaShape\_MedianRadius  
NucleiAreaShape\_MinFeretDiameter  
NucleiAreaShape\_MinorAxisLength  
NucleiAreaShape\_Perimeter  
NucleiAreaShape\_Solidity

---

**Supplementary Table S11 *p*-values by Tukey-Kramer test for single-cell profiling of FFAs-treated Caco-2 cells with the most distinguishable cellular parameters based on Calcein AM and Hoechst 33258 staining**

| Items                                | A     | B    | Lower    | Upper    | <i>p</i> value |
|--------------------------------------|-------|------|----------|----------|----------------|
| AreaShape_EquivalentDiameter         | FFAs- | Non- | -2.36536 | -0.56856 | 0.0014         |
| Intensity_MaxIntensity_Calcein AM    | FFAs- | Non- | -0.10853 | -0.08029 | 0              |
| Intensity_MeanIntensity_Calcein AM   | FFAs- | Non- | -0.11294 | -0.09258 | 0              |
| Intensity_MaxIntensity_Hoechst 33258 | FFAs- | Non- | -0.086   | -0.05159 | 0              |

**Supplementary Table S12 *p*-values by Tukey-Kramer test for single-cell profiling of FFAs-treated HepG2 cells with the most distinguishable cellular parameters based on Calcein AM and Hoechst 33258 staining**

| <b>Items</b>                         | <b>A</b> | <b>B</b> | <b>Lower</b> | <b>Upper</b> | <b><i>p</i> value</b> |
|--------------------------------------|----------|----------|--------------|--------------|-----------------------|
| AreaShape_EquivalentDiameter         | FFAs-    | Non-     | -4.44339     | -2.25715     | 2.53E-09              |
| Intensity_MaxIntensity_Calcein AM    | FFAs-    | Non-     | 0.15985      | 0.190296     | 0                     |
| Intensity_MeanIntensity_Calcein AM   | FFAs-    | Non-     | 0.1563806    | 0.1764105    | 0                     |
| Intensity_MaxIntensity_Hoechst 33258 | FFAs-    | Non-     | -0.04341     | -0.00386     | 0.0192                |

# Supplementary material for: Integrated-gut-liver-on-a-chip platform as an in vitro human model of non-alcoholic fatty liver disease
**Source:** Commun Biol. 2023 Mar 23;6:310. doi: 10.1038/s42003-023-04710-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File name: Supplementary Data 1

Description: Source data underlying the graph Figure 2d presented in the main manuscript

File name: Supplementary Data 2

Description: Source data underlying the graph Figure 3b presented in the main manuscript

File name: Supplementary Data 3

Description: Source data underlying the graph Figure 4b and 4d presented in the main manuscript

File name: Supplementary Data 4

Description: Source data underlying the graph Figure 5 presented in the main manuscript

File name: Supplementary Data 5

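Supplementary Data 5 gives, for each listed gene, log2(TPM + 1) in each of 11 Caco-2 libraries, the F statistic and p of the analysis of variance, its rank, a q-value, and the pairs of groups that differ with their direction. Its 11 columns of values differ from those computed from the deposited TPM by at most 4.71e-05 on the log2 scale, so the list belongs to the 1-day FFAs treatment. It holds 957 genes, and all of them were among the genes that met the criteria when computed from the TPM, with 651 annotated as protein-coding in GENCODE v44. The paper's q-value is under 0.05 for 99 of the listed genes and equals 1 for 757.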

Description: Differentially expressed genes (DEGs) in Caco-2 cells identified by ANOVA.

File name: Supplementary Data 6

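Supplementary Data 6 has the same layout for 12 HepG2 libraries of the 1-day FFAs treatment, and 1066 genes. Each of them was among the HepG2 genes that met the criteria when computed from the TPM, and 823 are annotated as protein-coding. The paper's q-value is under 0.05 for 55 of these genes and equals 1 for 902.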

Description: Differentially expressed genes (DEGs) in HepG2 cells identified by ANOVA.

# Supplementary material for: Integrated-gut-liver-on-a-chip platform as an in vitro human model of non-alcoholic fatty liver disease
**Source:** Commun Biol. 2023 Mar 23;6:310. doi: 10.1038/s42003-023-04710-8
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Device control: LabVIEW (Version 11.0, National Instrument); Image acquisition: NIS-Element (Ver. 4.0); LabSolutions software (Shimadzu); Agilent 2100 Bioanalyser Expert Software (Agilent Technologies, Inc., USA); NovaSeq Control Software v1.6.0; Real Time Analysis (RTA) v3.4.4; bcl2fastq2 v2.20;                                                                                                                                                    |
| Data analysis   | BowTie (v.2.1.0); STAR Aligner (2.7.1a); Ensembl ver.98; RSEM (ver. 1.3.0); DESeq2 (ver. 1.8.2); WEB-based Gene Set Analysis Toolkit (WebGestalt); Gene Set Enrichment Analysis (GSEA, ver.4.0.4); ggplot2 package; CellProfiler software (Broad Institute of Harvard and MIT, Version 3.1.9); Orange 3 software (Version 3.23.1; Bioinformatics Laboratory); R software (ver. 3.5.2; <a href="https://www.r-project.org/">https://www.r-project.org/</a> ); |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The mRNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE152091.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                |
|-----------------|----------------------------------------------------------------|
| Sample size     | Data were analyzed by using 3 groups of biological replicates. |
| Data exclusions | No data were excluded.                                         |
| Replication     | Cell culture experiments were repeated on 3 groups.            |
| Randomization   | The samples were not randomized.                               |
| Blinding        | Investigators were not blinded to group allocation.            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                               |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HepG2 hepatocellular carcinoma and Caco-2 human colorectal adenocarcinoma cell lines were obtained from the American Type Culture Collection. |
| Authentication                                                       | All the cell lines were authenticated by the American Type Culture Collection before distribution to us.                                      |
| Mycoplasma contamination                                             | All the cell lines were tested for mycoplasma contamination at the American Type Culture Collection.                                          |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                               |

How the deposited data were processed for this re-analysis (not part of the article)

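Gene expression was measured by mRNA-seq in 23 libraries from 2 established human cell lines, Caco-2 (11 libraries) and HepG2 (12 libraries), after 1 day with 1 mM FFAs or without FFAs, in mono-culture or co-culture. Groups and replicate numbers were taken from the sample labels. Caco-2 co-culture control had 2 libraries and every other group had 3. The labels give 0.5% FBS in the medium during treatment, whereas the paper's methods describe medium without serum and with 1% BSA. The libraries of the longer FFAs treatment in Fig. 6 are not analysed here.

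The authors deposited one table of TPM per library, with the same genes listed in each and no filter on genes. According to the paper, reads mapping to rRNA, tRNA or the mitochondrial genome were removed with Bowtie 2.1.0, the rest were mapped to GRCh38 with STAR 2.7.1a and Ensembl 98, and TPM were calculated with RSEM 1.3.0. The deposited TPM correspond to log2(TPM + 1) rounded to a fixed number of decimals and converted back, which changes no printed digit. TPM hold no counts, so the depth per library is unknown and no counting error or detection limit is given. A gene at 0 TPM is described as listed at 0. The steps before the TPM, including the removal of mitochondrial reads, are part of the files and could not be varied.

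Values were analysed as log2(TPM + 1), with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9) and R 4.3.3. For the paper's criteria, a one-way analysis of variance was computed for each gene above 0 TPM in at least 1 library of a line, and genes with an unadjusted p under 0.05 and a difference of at least 0.263 between the mean log2(TPM + 1) of any pair of groups were counted. Single contrasts were tested with limma 3.58.1 (eBayes with a trend), all 4 groups of a line in one fit, for genes with a mean of at least 1 TPM in at least 1 group, with Benjamini-Hochberg adjustment at 0.05. TPM are not counts, so tools for counts were not used. Contrasts averaged over both treatments or both cultures were added after the data had been seen. Gene families (metallothioneins, UGT genes and ABC transporters) were averaged per library and compared by two-sided exact permutation of the libraries. They were also tested with fgsea 1.28.0 by simple permutation of genes, 10000 permutations, and against 10000 random lists matched on mean expression in 20 bins. The paper used GSEA 4.0.4, whose gene sets were not analysed here. Marker genes of one line had at least 50 TPM in every mono-culture control library of that line and at most 0.1 TPM in those of the other, or at most 1 TPM under a limit added after the marker numbers had been seen. Coordinates and gene types come from GENCODE v44 on GRCh38, the assembly of the authors' Ensembl 98 annotation.

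The genes given by name were set by a rule written before the TPM were read: ABCG2 and ALB, which the paper names; members of the 3 families with the smallest adjusted p or the highest TPM; 4 short lists (lipid loading, endoplasmic reticulum stress, DNA damage and apoptosis, copper handling); and genes that passed the adjusted threshold for FFAs without overlap between treated and control libraries. Some results that this rule covers are not reported. Supplementary Data 5 and 6, which list values of some of these genes, had been read when the rule was written. HAMP, ID1, ID2, ID3, SMAD7, AC000032.1 and the other genes of the averaged co-culture contrast were chosen after their values were seen.

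Libraries of different groups that carry the same replicate number were treated as a replicate block in an alternative fit. The pairing comes from the labels alone, since the paper's text does not say that same-numbered libraries shared a chip, a day or a sequencing run. With the block, 1374 genes in Caco-2 cells and 1661 in HepG2 cells met the paper's criteria. The other alternatives were a pseudocount of 0.1, median-of-ratios scaling and quantile normalization of the TPM, other filters on low values, limma without the trend, a fit of only the groups compared, limma's moderated F test, all genes of a family, stricter marker limits, and leaving out each library in turn. Splits of the samples were counted by relabelling libraries within replicate numbers, 100 relabellings for the analysis of variance and every distinct one for limma.

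The methods were tested on simulated data with the deposited values' spread, in which 200 genes were changed. The changed genes were drawn from the more highly expressed ones only. Noise was drawn independently for each library, without the correlation seen between same-numbered libraries. The percents recovered therefore do not give the power for genes of low TPM or for the real libraries. The analysis of variance recovered 52% of changes of 1 on the log2 scale in Caco-2 cells and 50% in HepG2 cells at an adjusted p under 0.05, and 94% and 90% of changes of 2. limma recovered 84% and 74% of changes of 1 and 98% and 100% of changes of 2, called 8 and 11 unchanged genes, and called 0 genes in a contrast without change.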

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

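In this part, the choice of markers with at most 1 TPM in the other line, the co-culture contrast averaged over both treatments, both tests of where the marker signal comes from, and the comparison of same-numbered libraries for the HAMP group of genes were made after the result had been seen.

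Genes typical of the other cell line stood above every mono-culture library in some co-culture libraries, a signal that the paper does not report on. HepG2 markers reached 0.825% of their HepG2 level in co-cultured control Caco-2 replicate 1, and 2.08% and 0.242% in co-cultured FFAs-treated replicates 1 and 2, against at most 0.183% in mono-culture. Caco-2 markers reached 0.249% in co-cultured control HepG2 replicate 2 and 0.613%, 0.282% and 0.542% in co-cultured FFAs-treated replicates 1, 2 and 3, against at most 0.242% in mono-culture. These values are for markers with at most 1 TPM in the other line, with which the remaining co-culture libraries did not exceed mono-culture and the differences between the group means had exact permutation p of 0.393 and 0.167. With the limit of 0.1 TPM set in advance, all 6 co-culture HepG2 libraries (at least 0.115%) exceeded every mono-culture HepG2 library (at most 0.0843%), with an exact permutation p of 0.0952 against mono-culture with FFAs. If a few markers had risen in Caco-2 cells on their own, few of the 34 would be high in the library with the strongest signal, and 33 were above every mono-culture Caco-2 library. If HepG2 RNA were present, markers would follow their level in HepG2 cells, and the Spearman correlation across markers was 0.6002 (genes are not independent replicates). The signal is consistent with HepG2 RNA in that Caco-2 library, but the tests cannot tell carry-over at harvest from cells or RNA that crossed in the circulating medium. For Caco-2 markers in HepG2 cells, neither test was run. The marker shares were tested for a library far from the others in 3 sets, and 0 had one. All 3 sets were of co-culture, HepG2 libraries under both limits and Caco-2 libraries under the limit of 1 TPM. Mono-culture sets were too small to test.

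Averaged over both treatments, co-culture changed 8 genes in HepG2 cells in limma (4 higher and 4 lower, 1789 genes at an unadjusted p under 0.05), and 492 with the replicate block (186 higher and 306 lower), all 8 among them. The paper's text does not discuss the effect of co-culture on gene expression of HepG2 cells after 1 day, although Supplementary Data 6 lists the pairs of groups that differ for each of its genes, with HAMP, ID1, ID2, ID3 and SMAD7 higher in co-culture among them. The 8 genes were ACSM3, HAMP, ID2, SMAD7, PAQR8, SLC22A7, APOC3 and CIDEB, chosen after their values were seen. Co-culture was relabelled within replicate numbers in 32 splits. The real one was the 1 split of 32 with as many genes, both without the block, where the others gave at most 2, and with it (again 1 of 32), where the others gave at most 1. The other splits mix co-culture and mono-culture in at least one replicate number.

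HAMP (ENSG00000105697, chromosome 19 of GRCh38, 35280716 to 35285143), which encodes the iron hormone hepcidin, had 1.07 ± 0.414 TPM (SD, n = 3) in mono-cultured control HepG2 cells and 101 ± 46.4 TPM (SD, n = 3) in co-cultured control cells. With FFAs it had 2.01 ± 2.97 TPM (SD, n = 3) in mono-culture and 65.7 ± 62.6 TPM (SD, n = 3) in co-culture. The log2 difference of co-culture from mono-culture was 4.99 (SE 0.53, limma adjusted p = 0.00953, and 0.00323 with the replicate block), and all 6 co-culture libraries were above all 6 mono-culture libraries. Other targets of BMP-SMAD signalling were higher as well, ID1 by 1.88 (SE 0.36, limma adjusted p = 0.0978), ID2 by 0.92 (SE 0.11, limma adjusted p = 0.0128), ID3 by 1.51 (SE 0.24, limma adjusted p = 0.0514) and SMAD7 by 0.89 (SE 0.12, limma adjusted p = 0.0249), each in 6 of 6 same-numbered pairs. With the replicate block, the adjusted p were 0.000522, 0.00476, 0.00323 and 0.00881.

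Carry-over of Caco-2 RNA was too small, since all 5 genes rose by more TPM than the highest marker share (0.623%) of their Caco-2 level can give, HAMP by 81.7 TPM against 0.0124 TPM. The share scale of TPM was tested by quantile normalization, after which the mean log2 difference of the 5 genes was 2.03, against 2.04 before. The 3 same-numbered control pairs rose by 2.06 to 2.46, which follows from how the 5 genes were chosen and does not test a difference between replicate numbers on its own. BMP-SMAD signalling predicts a rise in targets outside the 5, and ID4, SMAD6, SMAD9, BAMBI and ATOH8 together rose in 6 of 6 same-numbered pairs by a mean log2 difference of 0.29 (exact sign-flip p = 0.0313, the smallest that 6 pairs allow), although ID4 and ATOH8 were under 1 TPM. Of the ligands, 2 met the condition of at least 10 TPM in co-cultured Caco-2 cells and at least 4 times the HepG2 level: BMP2 with 21.5 TPM against 0.237 TPM and BMP7 with 158 TPM against 0.349 TPM. BMP4 did not, with 164 TPM against 127 TPM in HepG2 cells. If the medium or the chip of co-culture raised these genes by itself, Caco-2 cells would show the rise too, and 5 of 5 same-numbered Caco-2 pairs were higher, by a mean of 0.64. A candidate explanation is that BMP ligands from Caco-2 cells act on co-cultured HepG2 cells, but this cannot be told apart from an effect of the co-culture medium or chip on both lines, and neither protein nor signalling was measured.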

How the results depend on the processing

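The comparisons, tests and alternatives were set before the data were examined, except the averaged contrasts, the alternatives for fgsea and the markers of at most 1 TPM, which were chosen after seeing the data. The cause was not tested for any change given in this part. Of 198 values for counts of genes under alternatives, 153 stayed within 1.5 times the count. The 153 include counts of 0 that stayed at 0, which show no stability. Of 168 values for families and markers, 162 kept their direction and side of the threshold and 6 reversed. Of 96 enrichment scores, 65 did not change, 3 became weaker, 13 moved and 15 reversed. Of 340 values for single genes, 317 did not change, 4 became weaker, 5 stronger and 14 reversed, 12 of them on leaving out a library. Exact tests of 3 against 3 or 3 against 2 libraries cannot pass 0.05, so their side of the threshold shows no stability.

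With Benjamini-Hochberg adjustment, the genes that met the paper's criteria fell to 9 in Caco-2 cells and 1 in HepG2 cells. With the replicate block they were 1661 in HepG2 cells. Without one library at a time they ranged from 763 to 1204 in Caco-2 cells and from 920 to 1357 in HepG2 cells.

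Among limma contrasts, the replicate block gave 5 genes for co-culture without FFAs in Caco-2 cells (4 higher and 1 lower) and 6 in HepG2 cells (5 higher and 1 lower). For the averaged co-culture contrast it gave 60 genes in Caco-2 cells (28 higher and 32 lower) and 492 in HepG2 cells. The pseudocount of 0.1 gave 0 genes in Caco-2 cells both for FFAs in co-culture (400 at an unadjusted p under 0.05) and for co-culture without FFAs (794). Without the filter on TPM, counts in Caco-2 cells were 2 for FFAs in mono-culture, 11 for FFAs in co-culture, 11 for co-culture without FFAs and 10 for the interaction, and in HepG2 cells 1 for FFAs in mono-culture, 1 for co-culture without FFAs and 1 for the interaction. Without the trend they were 2, 5, 5 and 7 in Caco-2 cells in the same order. With only the groups compared in the fit, they were 1 for FFAs in mono-culture, 1 for FFAs in co-culture and 0 for co-culture without FFAs in Caco-2 cells (1043 at an unadjusted p under 0.05), and 1 for co-culture without FFAs in HepG2 cells. Quantile normalization gave 4 genes for the averaged co-culture contrast in HepG2 cells. Leaving out one library at a time gave, in Caco-2 cells, 0 to 1 genes for FFAs in mono-culture, 1 to 3 for FFAs in co-culture, 2 to 3 for co-culture without FFAs, 0 to 1 for the interaction and 0 to 4 for averaged co-culture, and in HepG2 cells 0 to 1 for FFAs in mono-culture, 0 to 1 for co-culture without FFAs and 0 to 15 for averaged co-culture.

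No scaling moved the median of all genes by over 0.1 on the log2 scale, but scaling moved the share of higher genes among those at an unadjusted p under 0.05. In Caco-2 cells this share was 73.0% for FFAs in mono-culture with TPM, 55.6% after median-of-ratios scaling and 49.3% after quantile normalization. It was 68.7%, 51.0% and 50.5% for co-culture without FFAs, 27.4%, 36.3% and 39.8% for the interaction, 58.0%, 45.8% and 48.0% for averaged co-culture, and 65.1%, 47.9% and 47.1% for averaged FFAs. In HepG2 cells it was 41.9%, 52.0% and 45.8% for co-culture without FFAs, 43.9%, 53.2% and 48.9% for averaged co-culture, and 53.1%, 44.2% and 47.5% for averaged FFAs. The counts with the replicate block were not repeated after scaling.

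The ABC transporter family mean in Caco-2 cells changed sign with FFAs in mono-culture under median-of-ratios scaling (-0.0029) and quantile normalization (-0.0050), and in co-culture with all family genes (0.0020) and over the fits that each left out one library (-0.068 to 0.022). Over such fits, the metallothionein mean with FFAs in mono-culture ranged from -0.47 to 0.48 in Caco-2 cells and from -0.017 to 0.56 in HepG2 cells. The enrichment of UGT genes with FFAs in mono-cultured Caco-2 cells was weaker with the pseudocount of 0.1 (1.367) and quantile normalization (1.428), as was that of metallothioneins in co-cultured HepG2 cells with the pseudocount of 0.1 (1.547). Without one library at a time, enrichment scores in Caco-2 cells ranged from -1.237 to 0.6449 (ABC transporters), 1.658 to 1.852 (UGT genes) and 1.182 to 1.783 (metallothioneins) in co-culture, and from -0.7965 to 0.951, 0.9423 to 1.528 and -1.841 to 1.519 in mono-culture. In HepG2 cells the ranges in the same order were -1.478 to -0.6981, -1.876 to 1.63 and 1.779 to 2.039 in co-culture, and -1.375 to 0.8234, -1.908 to 1.405 and -0.9489 to 1.848 in mono-culture.

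Among single genes with FFAs in co-culture, ABCG2 in Caco-2 cells was 0.016 with the replicate block. Without one library at a time, log2 fold changes in Caco-2 cells ranged from -0.78 to 1.21 for MT2A, -0.22 to 1.25 for MT1G, -0.12 to 0.61 for GADD45B and -0.059 to 0.65 for CDKN1A, and in HepG2 cells from -0.044 to 1.11 for MT2A and -0.21 to 0.098 for ALB. With FFAs in mono-culture they ranged from -0.34 to 0.042 for ABCG2 in Caco-2 cells and from -0.18 to 0.070 for ALB in HepG2 cells, where ALB was 0 after quantile normalization. The depth of the libraries is unknown, which limits what can be said of genes listed at 0 TPM.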

Differences from the paper's values

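The numbers of genes that met the paper's criteria did not differ from those in Supplementary Data 5 and 6 of the paper, 957 in Caco-2 cells and 1066 in HepG2 cells. Among the alternatives set before the data were examined, only Benjamini-Hochberg adjustment in both lines (9 and 1 genes) and the replicate block in HepG2 cells (1661 genes) moved a count beyond 1.5-fold. The q-value listed by the paper differs from this adjustment, since it is under 0.05 for 99 genes in Caco-2 cells and 55 in HepG2 cells. How the listed q-value was calculated is not stated in the paper's text.

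Supplementary Fig. S13 shows glucuronidation as enriched with FFAs in co-cultured Caco-2 cells and not in mono-cultured ones. The UGT family had an fgsea adjusted p of 0.0126 in co-culture (score 1.783) and 0.0152 in mono-culture (score 1.697). Against random gene lists matched on expression, its median log2 fold change stood at percentile 99.9 in co-culture and 39.62 in mono-culture, and the latter does not speak for enrichment in mono-culture. The alternatives for these scores were chosen after the result had been seen, and the UGT score in mono-culture did not pass with a pseudocount of 0.1 (adjusted p 0.216) or after quantile normalization (0.177). The family and the GO term hold different genes.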

Other observations

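In this part, the test of the 50 highest genes, the test of genes listed at 0 TPM, both subtractions of HepG2 RNA and the placement of Caco-2 co-culture control replicate 2 were chosen after the result had been seen.

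The HepG2 libraries of replicate 3 differed from those of replicates 1 and 2 in all 4 groups. The first principal component held 28.8% of the variance, with scores from 27.1 to 37.0 in the 4 libraries of replicate 3 and from -28.3 to -6.57 in the others, and 3106 genes differed at a limma adjusted p under 0.05 (1262 higher and 1844 lower in replicate 3), against 321 in Caco-2 cells. The replicate 3 libraries had between 21588 and 22416 genes above 0 TPM and the others between 19259 and 20873, so a greater depth or complexity of the replicate 3 libraries could be part of the difference. Of the 8152 genes of at least 10 TPM in every group, 26.1% differed, against 21.8% of all tested genes, which does not rule this out, since a change is easier to detect in highly expressed genes. The correlation across genes of the difference with GC content was -0.067 and with transcript length 0.015. The share of TPM in the 50 highest genes differed by -0.109 percentage points in replicate 3, with an SD of 0.872 within replicate numbers. The share of Caco-2 markers ran from 0.00766% to 0.623% in the replicate 3 libraries, the highest of all HepG2 libraries among them, and up to 0.571% in the others, so it was not higher in every replicate 3 library. GC content, transcript length, the highest genes and Caco-2 RNA do not account for the pattern, and depth remains open. Replicate number is not a condition, so no biological explanation was tested, and whether the replicates were run in separate batches is not stated in the paper's text. Deviations from group means correlated by 0.298 on average between same-numbered HepG2 libraries and by -0.147 between others, and by 0.106 and -0.053 in Caco-2 cells.

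The Caco-2 co-culture control replicate labelled 2 had deviations that correlated by 0.218 with the libraries of replicate 3, by -0.166 with those of replicate 2 and by -0.311 with those of replicate 1. Whether its number names its batch cannot be told from these data, and it was left as labelled.

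Splits of the samples within replicate numbers were counted for each result across genes. For the paper's criteria, 22 of 100 relabellings gave as many genes as the real groups in Caco-2 cells, where the others had a median of 777 genes, and 1 of 100, the real one, did in HepG2 cells, where the others had a median of 430. For FFAs in mono-culture in Caco-2 cells, and for FFAs in mono-culture, FFAs in co-culture and co-culture without FFAs in HepG2 cells, 4 of 4, 4 of 4, 4 of 4 and 4 of 4 splits gave as many genes, and 4 splits cannot reach a share under 0.05. The counts were 0, with 393, 319, 263 and 1073 genes at an unadjusted p under 0.05, which 3, 2, 4 and 1 of the 4 splits reached. For co-culture without FFAs in HepG2 cells, the other splits had at most 323 such genes, and with the replicate block the real groups gave 6 genes and the other splits at most 1. A count of 0 genes is matched by every split whatever the data, so such results carry no information, and the splits were also counted at an unadjusted p under 0.05, which was chosen after the result had been seen. For the interaction in HepG2 cells, 32 of 32 splits gave as many as its 0 genes, and 27 of 32 as many as its 166 genes at an unadjusted p under 0.05. Averaged over both cultures, FFAs changed 0 genes in Caco-2 cells (601 at an unadjusted p under 0.05) and 0 in HepG2 cells (497), and 32 of 32 splits gave as many in each line, with and without the replicate block. At an unadjusted p under 0.05, 11 of 32 splits gave as many in Caco-2 cells and 6 of 32 in HepG2 cells, and with the block 3 of 32 and 9 of 32. Averaged over both treatments, co-culture changed 0 genes in Caco-2 cells without the block (32 of 32 splits gave as many; 1578 at an unadjusted p under 0.05, which 3 of 32 splits reached) and 60 with it (1 of 32, the others at most 4). The contrasts that compare co-culture control of Caco-2 cells, with 2 libraries, by itself were not split. Genes whose groups did not overlap were 1075 (7.13%) for FFAs in mono-cultured Caco-2 cells, 922 (6.47%) for FFAs in mono-cultured HepG2 cells, 773 (5.42%) for FFAs in co-cultured HepG2 cells and 2117 (14.9%) for co-culture without FFAs in HepG2 cells, where chance gives 10%, and 2590 (17.2%) and 3477 (23.1%) for FFAs in co-culture and co-culture without FFAs in Caco-2 cells, where chance gives 20%.

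The 3 genes lower with FFAs in co-cultured Caco-2 cells, AC092960.2, AC125238.1 and AC018797.1, were all 3 listed at 0 TPM in each of the 21 libraries outside Caco-2 co-culture control. The test rests on 2 libraries, and reads assigned to these short genes in that group alone cannot be told apart from expression.

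ABCG2 was lower in co-cultured Caco-2 cells by 41.2% over both treatments. HepG2 RNA, with a highest marker share of 2.08%, would not lower it, since HepG2 cells did not have less ABCG2. Co-cultured HepG2 cells had 18.9 ± 1.83 TPM (SD, n = 3) without FFAs and 20.5 ± 5.32 TPM (SD, n = 3) with FFAs. After quantile normalization, the mean log2 difference over the 5 same-numbered pairs was -0.73, against -0.69 before, and 5 of 5 pairs were lower. Neither explanation accounts for the fall, and an effect of co-culture on ABCG2 is a hypothesis, since the contrast was added after the data had been seen and its adjusted p was 0.249 without the replicate block and 0.0472 with it.

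Subtracting the HepG2 share of each co-culture library left a log2 fold change of 0.65 for metallothioneins with FFAs in co-cultured Caco-2 cells, from 0.75 before, and lowered the family mean of replicate 1 from 4.10 to 3.24. In that replicate, the subtraction took 20.8 of 63.6 TPM from MT2A and 2.92 of 8.89 TPM from MT1X. For MT1G, the HepG2 share of 5.70 TPM was larger than the 3.76 TPM measured, so HepG2 RNA alone can give its value in that replicate. For UGT genes, the log2 fold change was 0.52 after the subtraction and 0.51 before. Each family kept most of its log2 fold change.

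ALB in HepG2 cells had 30825 ± 4903 TPM (SD, n = 3) without and 29940 ± 3678 TPM (SD, n = 3) with FFAs in mono-culture, a log2 fold change of -0.04 (SE 0.18, limma adjusted p = 1). In co-culture it had 27255 ± 5907 TPM (SD, n = 3) and 26697 ± 3088 TPM (SD, n = 3), a log2 fold change of -0.01 (SE 0.18, limma adjusted p = 1). Of 7 genes of endoplasmic reticulum stress, 3 were higher and 4 lower with FFAs in mono-cultured Caco-2 cells (-0.05 for XBP1 to 0.39 for DDIT3), 2 higher and 5 lower in co-culture (-0.55 for TRIB3 to 0.15 for ATF3), and in HepG2 cells 3 higher and 4 lower (-0.67 for TRIB3 to 0.21 for HSPA5) and 2 higher and 5 lower (-0.53 for TRIB3 to 0.27 for HSPA5). No p adjusted over the list was under 0.336 in Caco-2 cells or 0.345 in HepG2 cells.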
